# Characterising the Transcriptional and Translational Impact of the Schizophrenia-Associated miR-1271-5p in Neuronal Cells

**DOI:** 10.3390/cells9041014

**Published:** 2020-04-18

**Authors:** Dylan J. Kiltschewskij, Michael P. Geaghan, Murray J. Cairns

**Keywords:** microRNA, mRNA sequencing, ribosome profiling, translation, neuron

## Abstract

MicroRNA (miRNA) coordinate complex gene expression networks in cells that are vital to support highly specialised morphology and cytoarchitecture. Neurons express a rich array of miRNA, including many that are specific or enriched, which have important functions in this context and implications for neurological conditions. While the neurological function of a number of brain-derived miRNAs have been examined thoroughly, the mechanistic basis of many remain obscure. In this case, we investigated the transcriptome-wide impact of schizophrenia-associated miR-1271-5p in response to bidirectional modulation. Alteration of miR-1271-5p induced considerable changes to mRNA abundance and translation, which spanned a diverse range of cellular functions, including directly targeted genes strongly associated with cytoskeletal dynamics and cellular junctions. Mechanistic analyses additionally revealed that upregulation of miR-1271-5p predominantly repressed mRNAs through destabilisation, wherein 3′UTR and coding sequence binding sites exhibited similar efficacy. Knockdown, however, produced no discernible trend in target gene expression and strikingly resulted in increased expression of the highly conserved miR-96-5p, which shares an identical seed region with miR-1271-5p, suggesting the presence of feedback mechanisms that sense disruptions to miRNA levels. These findings indicate that, while bidirectional regulation of miR-1271-5p results in substantial remodeling of the neuronal transcriptome, these effects are not inverse in nature. In addition, we provide further support for the idea that destabilisation of mRNA is the predominant mechanism by which miRNAs regulate complementary mRNAs.

## 1. Introduction

MicroRNAs (miRNAs) are a class of small, non-coding RNAs, which coordinate gene expression networks via post-transcriptional repression of mRNAs [1]. Tissue profiling studies have established that these molecules are considerably enriched within neurons, wherein they display complex patterns of spatial and temporal distribution [2,3,4,5,6]. miRNA have substantial regulatory capacity and have been shown to be vital for coordinating a number of neural processes from the timing of neurogenesis and migration through the regulation of neurotransmission and synaptic plasticity [7,8,9,10]. Dysregulation of individual miRNAs can, therefore, result in changes to neuronal structure and function [11], and, given that miRNAs can directly target thousands of genes, their effects can be quite profound [12]. Recent evidence has revealed that disturbances to miRNA function in the neuronal context are a consistent feature in psychiatric disorders, such as schizophrenia, major depression, and autism spectrum disorders, which suggests a potentially important role in pathogenesis or symptomology [13,14]. Characterising gene expression networks regulated by affected miRNAs is, therefore, crucial for understanding their functional contribution to neurobiological processes and disease. While the number of profiled neuronal miRNAs is continually expanding, the vast majority remain largely uncharacterised.

One miRNA with considerable functional potential in neurons is miR-1271-5p, which is a paralog of the highly conserved and extensively described miR-96-5p [15]. Previous low-throughput analysis of miR-1271-5p has shown this miRNA exhibits expression in the human forebrain and additionally regulates the expression of genes involved in neuronal signaling, which indicates a potentially important role in neuronal physiology [15]. These findings have been extended through recent high-throughput sequencing studies from our group in which miR-1271-5p has been found to be significantly downregulated in the peripheral blood mononucleocytes (PBMCs) of individuals with schizophrenia [16]. This process replicates previous results from a microarray study [17]. In addition, we also detected upregulation of the miRNA after K^+^ depolarisation of neuronally differentiated SH-SY5Y cultures (Kiltschewskij et al., submitted). This evidence suggests that miR-1271-5p may contribute to neuronal physiology. However, additional evidence pertaining the effects of this miRNA on neuronal gene expression is lacking. Therefore, to gain further insight into the gene expression networks regulated by this miRNA and determine the mechanistic basis of target mRNA regulation, we explored patterns of mRNA expression and translation in response to bi-directional modulation of miR-1271-5p in vitro and observed significant changes associated with regulation of cytoskeletal dynamics and cellular junctions. In addition, our results show that, while miR-1271-5p overexpression predominantly results in repression of target mRNAs via degradation, knockdown produces a comparatively complex disruption of the post-transcriptional landscape and strikingly impacts the expression of miRNAs with similar seed sequences.

## 2. Materials and Methods

### 2.1. Cell Culture

SH-SY5Y human neuroblastoma cells were grown and maintained in Dulbecco’s Modified Eagle’s Medium (DMEM, HyClone, Logan, UT, USA) supplemented with 10% heat-inactivated foetal bovine serum (Bovogen Biologicals, Essendon, VIC, Australia), 2% HEPES (Gibco, Carlsbad, CA, USA), and 1% L-glutamine (Invitrogen, Carlsbad, CA, USA). Cultures were maintained at 37 °C in a 95% oxygen, 5% carbon dioxide, 90% humidity atmosphere and passaged regularly by washing with phosphate buffered saline (PBS, Gibco) and trypsinisation (0.1% trypsin-EDTA in PBS, Gibco). All cells used in this study were passage 11 at the time of harvest. All experiments were conducted in biological quadruplicate with the exception of ribosome profiling, which was performed in triplicate.

### 2.2. Neuronal Differentiation

SH-SY5Y cultures were neuronally differentiated using all-trans retinoic acid (ATRA, Sigma-Aldrich, St. Louis, MO, USA). One day prior to differentiation (day −1), cells were seeded into new six well plates at a density of 25,000 cells/cm^2^ in complete culture medium. The next day (day 0), standard culture medium was replaced with ATRA-supplemented medium (10 µM final) and cells were wrapped in foil to protect from light exposure. ATRA-medium was subsequently replaced on day 2. On day 5, cells were washed with sterile PBS and returned to normal culture medium. Successful differentiation was confirmed by visual assessment of neurite outgrowth and quantification of neuronal marker genes (Figure 1A–C).

### 2.3. miR-1271-5p Transfections

Transfections were conducted 24 h after removal of ATRA-medium. Each culture was transfected with 5 µL Lipofectamine 2000 (L2K, ThermoFisher, Waltham, MA, USA) and 100 pmol of either miR-1271-5p mimic, mimic control (scrambled siRNA), an inhibitor, or an inhibitor control (mirVana, ThermoFisher). Briefly, L2K and RNA were mixed separately in 500 µL of OptiMEM (ThermoFisher) at room temperature for 5 min, after which both were combined to a final volume of 1 mL and incubated for an additional 25 min. Standard culture medium was then replaced with L2K/RNA/OptiMEM and cells were incubated at 37 °C for 6 h, following which cells were returned to normal culture medium. At 72 h post-transfection, cells were harvested as per the ribosome profiling methodology (see below) with both total RNA and ribosome protected RNA collected. In parallel to this experiment, transfection efficiency was quantified by co-transfecting additional cells with 100 pmol RNA and 2 µg of a pEZ-Lv205CT empty vector control lentiviral expression plasmid, which contains the eGFP gene under the CMV promoter. The proportion of GFP^+^ cells was analysed via Countess II FL automated fluorescent cell counter 72 h post-transfection, which revealed transfection efficiencies of: 52.5% (mimic), 75% (nonsense siRNA/mimic control), 72% (inhibitor), and 79% (inhibitor scramble control).

### 2.4. RT-qPCR Quantification of miRNA Expression

Total RNA was extracted from 300 µL of clarified lysate using 1 mL TRIzol reagent (ThermoFisher), as per the manufacturer’s instructions, with RNA precipitated at −30 °C for 2 h to enhance yield. For each sample, 750 ng of total RNA was polyadenylated with 1.25 units (U) of *E. coli* poly(A) polymerase (NEB, Ipswich, MA, USA) and 1mM ATP at 37 °C for 15 min. DNA was then degraded via the addition of 1 U DNase I (Invitrogen), after which reactions were blocked with 2.5 mM EDTA at 65 °C. Reverse transcription was subsequently performed using 200 U SuperScript II reverse transcriptase (Invitrogen) as per the manufacturer’s instructions, with 40 U RNaseOUT (Invitrogen) added to limit RNA degradation. To enhance miRNA specificity, reactions were primed with 2 µM miRNA reverse transcription primer (5′-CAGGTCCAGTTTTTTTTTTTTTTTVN-3′, where V = A, G or C and N = A, T, G, or C) as previously described [18]. Reverse transcriptase-negative reactions were additionally included, with nuclease-free water substituted for SuperScript II.

Quantitative real-time PCR reactions were then conducted using 5 µL of 1/20 cDNA dilution, 6.25 µL Power SYBR Green master mix (Applied Biosystems, Carlsbad, CA, USA), 0.5 µL of both forward and reverse primers (10 µM, see Table S1 for primer sequences), and 0.25 µL of nuclease-free water. Reactions were subsequently run on an Applied Biosystems 7500 Real Time PCR System with a dissociation curve to ensure specificity. The geometric mean of *U6* and *U44* small nucleolar RNAs was used as a reference, which was subtracted from the target gene C_t_ to determine ΔC_t_. All reactions were conducted in triplicate. Template-negative controls were run for each miRNA of interest by substituting nuclease-free water for *cDNA*. Changes in ΔC_t_ across conditions were compared via Student’s *t*-test, with *p* < 0.05 considered significant. When multiple miRNAs were tested, correction for multiple testing was performed via the Benjamini, Krieger, and Yekutieli two-stage linear step-up procedure with a false discovery rate (FDR) < 0.05 considered significant.

### 2.5. Ribosome Profiling

Ribosome profiling was conducted using the TruSeq Ribo Profile Kit (H/M/R, Illumina, San Diego, CA, USA), according to the manufacturer’s instructions with minor amendments. To inhibit translational activity, transfected cells were treated with culture medium supplemented with 0.1 mg/mL cycloheximide (CHX) for 1 min. Cells were subsequently washed with ice-cold CHX-supplemented PBS, and then harvested on ice via the addition of 1 mL mammalian lysis buffer (containing 200 µL 5 × mammalian polysome buffer, 2 µL CHX, and 10 units (U) DNase I) and extensive scraping. Ribosome foot-printing was performed by adding 90 U RNase I to 300 µL clarified lysate and incubating samples at room temperature for 45 min, after which reactions were stopped with 15 µL of a SUPERase inhibitor (Invitrogen). Ribosome-protected RNA fragments (RPFs) were then enriched using MicroSpin S-400 columns (GE Life Sciences, Marlborough, MA, USA) prior to ribosomal RNA depletion, RPF size selection, end repair, adapter ligation, reverse transcription, and PAGE purification, conducted according to the manufacturer’s instructions. RPF cDNA libraries were subsequently produced with 12 PCR cycles, after which adapter dimers were removed via 8% native polyacrylamide gel prior to library normalization and pooling. RPF libraries were then sequenced using the Illumina NextSeq 500 system, with a total of 76 single-end cycles performed. See Supplementary Methods for further details.

### 2.6. mRNA Sequencing

Total RNA was extracted from 300 µL of clarified lysate, as described above. For each sample, 1 µg of high quality (RIN ≥ 8.5) total RNA was subjected to library preparation for mRNA sequencing using the TruSeq Stranded mRNA Kit (Illumina) per the manufacturer’s instructions. mRNA was denatured (65 °C, 5 min) and ligated to oligo-dT magnetic beads (room temperature, 5 min). Afterward, unbound RNA and non-specifically bound rRNA was discarded. mRNA was then heat fragmented (94 °C, 8 min), following which reverse transcription and adapter ligation were performed as per the manufacturer’s instructions. Enrichment of cDNA fragments was subsequently conducted via 15 cycles of PCR. Afterward, libraries were normalised, pooled, and subjected to 151 cycles of sequencing using the NextSeq 500 system. See Supplementary Methods for further details.

### 2.7. Processing of Sequencing Data

Raw sequencing data were demultiplexed using *bcl2fastq2* (v2.20) with automatic adapter trimming enabled only for mRNA-Seq libraries. After merging lane data for each sample, data quality was assessed using *FastQC* (v0.11.5). Although data quality was consistently high for all samples, poor quality 3′ nucleotides (Phred33 score < 20) were trimmed using *Cutadapt* (v1.14) [19]. For Ribo-Seq data, *Cutadapt* was also used for adapter trimming, removal of single 5′ nucleotides [20], and selection of reads between 25–40 nt for further processing. Reads corresponding to rRNA, miRNA, snRNA, and snoRNA were also identified and discarded using *Bowtie2* (v2.2.6) [21]. Alignment to the reference genome (GRCh38, NCBI) was subsequently performed with *HISAT2* (v2.1.0) (mRNA-Seq) [22] or *Tophat2* (v2.2.1) (Ribo-Seq) [23] with reads aligning to features then counted via *HTSeq* (v0.7.2) [24]. Metagene analysis and sub-codon phasing were performed on alignment files using the *Plastid* python library (v0.4.8) [25]. See Supplementary Methods for further details. The data are available for download from the gene expression omnibus (GEO) with accession number GSE148827.

### 2.8. Differential Expression Analysis

Data normalisation, filtration, and differential expression analysis were performed using *EdgeR* (v3.28.0) [26]. Read-counts were first normalised to a library size (counts per million: CPM). Afterward, lowly expressed genes (5 raw counts in the smallest library) were filtered out using a minimum CPM threshold. Data was visually inspected before and after CPM filtration via multidimensional scaling (MDS) and biological coefficient of variation (BCV) plots (Figures S1 and S2). Differential expression was then calculated relative to control samples via the pairwise exact test with Benjamini-Hochberg FDR < 0.05 and absolute log_2_fc > 0.5 considered significant. Differential translational efficiency was calculated using the *RiboDiff* package (v0.2.2) [27]. See Supplementary Methods for further details and Tables S3–S5 for all differential expression results.

### 2.9. Functional Analysis

Gene ontology enrichment analysis was conducted via the *Toppfun* functional enrichment web suite [28] with Benjamini-Hochberg FDR < 0.05 considered statistically significant.

### 2.10. Analysis of miR-1271-5p Target Genes

Predicted miR-1271-5p target genes were obtained from the TargetScan database (v7.2) [12]. To analyse the effect of conserved targeting, binding site context, or site types on gene expression dynamics, genes were subcategorised as indicated in the results. For analysis of binding site types, only genes with a cumulative weighted context++ score (or total context+ score for coding sequence interactions, see below) < −0.2 were considered to limit the inclusion of false positive predictions.

miR-1271-5p binding sites located within transcript coding sequences (CDS) were predicted via TargetScan custom prediction scripts (perl), using ORF sequences for all representative human transcripts in the TargetScan database as input. For each gene, the context scores of all applicable binding sites were aggregated to produce total context+ scores as previously described [29]. For all analyses focusing on CDS binding sites, genes with 3′UTR binding sites were excluded from all comparisons, and vice versa. See Supplementary Methods for further details.

## 3. Results

### 3.1. Modulation of miR-1271-5p Expression In Vitro

To investigate the neurological function of miR-1271-5p, we bidirectionally modulated its expression in differentiated SH-SY5Y cells by transfection of either miR-1271-5p mimic or inhibitor constructs, respectively. 

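SH-SY5Y is a human neuroblastoma cell line that takes on neuron-like features when treated with retinoic acid. The 5 neuronal marker genes were read from mRNA-Seq of the 8 libraries transfected with a control RNA, 4 with the mimic control and 4 with the inhibitor control. Mean abundance in CPM (read counts scaled to a common library size) was 627 ± 55.7 for TUBB3 (tubulin beta 3), 241 ± 28.6 for MAP2 (microtubule associated protein 2), 226 ± 16.9 for ENO2 (enolase 2), 116 ± 6.03 for SV2A (a synaptic vesicle glycoprotein) and 47.6 ± 5.81 for MAPT (tau) (SD, n = 8). Among all genes listed for the mimic experiment, TUBB3 lay in the top 1.08% by mean control CPM, MAP2 in the top 5.08%, ENO2 in the top 5.77%, SV2A in the top 15.5% and MAPT in the top 44.1%. Undifferentiated cells were not analysed here, so these values give abundance after treatment and no change.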

Prior to transfection, successful neuronal differentiation of SH-SY5Y cells was confirmed by examining neurite outgrowth after retinoic acid treatment, which was later supported by the detected expression of neuronal marker genes via mRNA sequencing (mRNA-Seq; Figure 1A–C). In addition, we established that basal expression of miR-1271-5p was adequate for bidirectional modulation by examining unpublished small RNA sequencing data obtained from neuronally differentiated SH-SY5Y cells, which revealed this miRNA is within the top 36% of all expressed miRNAs (Figure 1D). Successful transfection was next confirmed by qPCR analysis with the miR-1271-5p mimic inducing significant upregulation (log_2_FC = 9.04, *p* < 0.001) compared to controls, whereas the inhibitor produced a significant downregulation (log_2_FC = −2.18, *p* < 0.05, Figure 1E). 

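In the overexpression experiment, differentiated cells received 100 pmol of miR-1271-5p mimic, a synthetic RNA that acts as the mature miRNA, or a scrambled mimic control, and were harvested 72 h later. mRNA-Seq used 4 cultures per group. Ribo-Seq, which sequences the mRNA fragments that ribosomes protect (RPFs), used cultures 1 to 3 of each. The authors aligned reads to GRCh38, counted them per gene, removed genes under a minimum CPM and scaled library sizes with TMM, a trimmed mean of log ratios between libraries. Their CPM values were the starting point here, and the whole read counts behind them were recovered. Reads on kept genes ran from 3330858 to 67477895 per mimic control mRNA-Seq library (replicate 4 the lowest) and from 25174784 to 51228362 per mimic library. Ribo-Seq libraries held 3351568 to 5391009 reads for the mimic control and 1497521 to 3024018 for the mimic. Over both experiments the paper gives 57.58 ± 22.57 M aligned reads (M, mega) per mRNA-Seq library and 8.12 ± 3.25 M per Ribo-Seq library. The recovered counts on kept genes average 44.8 ± 17.4 M (SD, n = 16) and 4.94 ± 2.39 M (SD, n = 12), and the values here use those.

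CPM was re-scaled with TMM, a step that moved no library by more than the range 0.997 to 1.002, and log2(CPM + 0.5) was fitted with limma-trend, treated against control. The added 0.5 CPM pulls the log2 fold changes of scarce genes toward 0. A gene was tested if at least 3 libraries passed the CPM that 5 reads make in the smallest library, 1.55 CPM for mRNA-Seq and 3.38 CPM for Ribo-Seq. It was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the paper. All p values are 2-sided. Translational efficiency (TE) is RPF abundance relative to mRNA abundance, and its change came from the interaction of treatment and assay in 1 limma fit over 14 libraries, weighted by library type.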

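In the knockdown experiment, cells received the same amount of a miR-1271-5p inhibitor, a synthetic RNA that binds the mature miRNA, or a scrambled inhibitor control, with the same times, culture numbers and assays. mRNA-Seq libraries held 36766514 to 54088742 reads on kept genes for the inhibitor control and 39283164 to 80224288 for the inhibitor. Ribo-Seq libraries held 7644122 to 8343884 and 3027423 to 6278490 reads. The gene minimum came to 0.135 CPM for mRNA-Seq and 1.69 CPM for Ribo-Seq, and the fits were those of the overexpression experiment.

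Between replicates of one group, the median gene varied by a log2 SD of 0.10 in inhibitor control and 0.16 in inhibitor mRNA-Seq, and by 0.18 and 0.19 in Ribo-Seq. In the overexpression experiment the corresponding values were 0.18 in mimic control and 0.13 in mimic mRNA-Seq, and 0.21 and 0.35 in Ribo-Seq. With 4 libraries against 4, an exact permutation test reaches no p below 0.0286, and with 3 against 3 none below 0.1.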

The broader impact on gene expression was then determined at both the steady state mRNA and mRNA translation level through mRNA sequencing (mRNA-Seq) and ribosome profiling (Ribo-Seq), respectively. mRNA-Seq and Ribo-Seq produced an average of 61.53 × 10^6^ (±24.17 × 10^6^) and 39.30 × 10^6^ (±5.53 × 10^6^) raw reads per sample, respectively, of which 57.58 × 10^6^ (±22.57 × 10^6^) and 8.12 × 10^6^ (±3.25 × 10^6^) were retained after quality control and genome alignment (Table S2).

While mRNA-Seq reads exhibited preference for coding sequence (CDS, ~61%) and 3′UTR (~17%) alignment, and showed even read density across CDS start/stop codons and reading frames due to random fragmentation (Figure 1F–H), the Ribo-Seq libraries exhibited hallmark features of mRNA translation consistent with successful enrichment of ribosome protected RNA fragments (RPFs). Analysis of genome alignment first revealed RPFs predominantly mapped to mRNA CDS (~60%) and 5′UTR (~23%) regions, which reflected the expected location of actively translating ribosomes (Figure 1F). Further inspection of RPF metagene alignment reached a maximal density between CDS start and stop codons, with characteristic peaks indicative of translational initiation and termination (Figure 1G). RPF sub-codon phasing also displayed a clear preference for CDS reading frame 1 (70% of RPFs), which reflected the triplet periodicity of ribosomal translocation (Figure 1H).

### 3.2. Transcriptome-Wide Remodelling Induced by miR-1271-5p Differential Expression

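Of 13427 genes tested in mRNA-Seq of mimic and mimic control cultures, 3940 (29.3%) were called, 1622 higher and 2318 lower. In 6607 genes (49.2%) all 4 mimic libraries lay on one side of all 4 control libraries, against 2.86% expected by chance. The median standard error of a log2 fold change was 0.12. Log2 fold change rose with the GC content of the gene's transcript (r = 0.688 across 12179 genes, which are not independent replicates), so calls here partly follow base composition. The count moved most when that trend was removed, to 1805, and library weights gave 2885.

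The largest called rises were C1orf173 and RELN (reelin), and the largest called falls CPA4 (carboxypeptidase A4) and GREM1 (gremlin 1), among genes with non-overlapping groups and a mean of at least 5 CPM. C1orf173 (an older symbol of ERICH3, chromosome 1: 74568117–74673792, minus strand, GRCh38) went from 1.20 ± 0.222 to 20.4 ± 3.57 CPM (SD, n = 4), a log2 fold change of 3.62 (SE 0.16, limma adjusted p 2.2e-06). CPA4 (7: 130293134–130324180) fell from 29.1 to 4.75 CPM (log2 fold change −2.51, SE 0.26, adjusted p 1.1e-04). GREM1 (15: 32718004–32745106, 4 seed sites) fell from 11.6 to 1.80 CPM (−2.42, SE 0.22, adjusted p 5.1e-05).

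In Ribo-Seq, 427 of 11451 genes (3.73%) were called, 202 higher and 225 lower, with a median standard error of 0.27. Non-overlapping groups were seen in 2871 genes (25.1%, chance 10%). The count ran from 121 without mimic control replicate 1 to 838 with library weights. ERICH3 rose from 1.60 ± 1.11 to 43.7 ± 5.95 CPM (SD, n = 3, log2 fold change 4.54, SE 0.51, adjusted p 2.9e-04) and LOR (loricrin) from 3.60 ± 2.75 to 47.3 ± 32.8 CPM (3.37, SE 0.72, adjusted p 0.0188). PRSS23 (serine protease 23, 11: 86791059–86952910) had 0, 12 and 0 reads in the mimic libraries, 1.34 ± 2.32 against 12.3 ± 0.545 CPM (−3.62, SE 0.92, adjusted p 0.0441). KRT18 (keratin 18, 12: 52948871–52952906) had 0, 21 and 17 reads, 6.17 ± 5.80 against 37.2 ± 1.84 CPM (−3.40, SE 0.87, adjusted p 0.0441). The calls of LOR, PRSS23 and KRT18 were lost when 1 of several single libraries was left out.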

Differential expression analysis revealed miR-1271-5p overexpression significantly altered 4135 genes at the mRNA level (1555 upregulated, 2580 downregulated) and a further 738 genes (326 upregulated, 412 downregulated) at the RPF level (Figure 2A,B). 

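TE was tested in 11042 genes found in both assays, and 4 were called, 1 higher and 3 lower, while 1296 had an unadjusted p under 0.05. The 4 are named because they were called, after their values were seen: HIST1H2BK (a histone H2B gene) higher (log2 change in TE 1.52, SE 0.23, limma adjusted p 0.0220), and KIF21B (a kinesin, −3.30, SE 0.48, 0.0198), SHISA4 (−2.18, SE 0.32, 0.0198) and FTH1 (ferritin heavy chain, −1.02, SE 0.17, 0.0438) lower. The change in TE fell with transcript GC content (r = −0.519 across genes). With that trend removed 0 genes were called, so none of the 4 named genes kept its call. The median standard error was 0.33. Alternatives gave between 0 calls, when TE was formed per culture, and 44, with the edgeR quasi-likelihood interaction.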

When changes in RPF expression were scaled to mRNA levels by analysing translational efficiency (TE), 1047 genes (567 upregulated, 480 downregulated) were identified as significantly regulated (Figure 2C). 

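Log2 fold changes of mRNA and of RPFs in mimic cultures had a Pearson r of 0.446 (Spearman 0.441) across 11042 genes, which are not independent replicates. From single mimic libraries against the control library of the same number, r was 0.379 ± 0.120 (SD, n = 3 culture numbers). These numbers do not pair the cultures, so this spread includes that of single control libraries. Without mimic replicate 3 r came to 0.359, the lowest of all alternatives, without mimic control replicate 4 to 0.493, and with the GC trend removed to 0.530, the highest. The authors conclude that mRNA abundance and translation generally changed in proportion after overexpression.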

Direct comparison of mRNA and RPF expression changes further revealed these factors were positively correlated (Pearson’s r = 0.41, *p* < 2.2 × 10^−16^), which indicated modulation of mRNA abundance and translation was generally proportional (Figure 2D).

Gene expression changes were more strongly affected at the translational level after miR-1271-5p knockdown with 736 genes (354 upregulated, 382 downregulated) regulated at the mRNA level and 1,418 (407 upregulated, 1011 downregulated) regulated at the RPF level (Figure 2E,F). This was further reflected in the identification of 1585 genes (511 upregulated, 1074 downregulated) with significantly altered TE (Figure 2G). 

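In mRNA-Seq of inhibitor cultures, 342 of 16633 genes (2.06%) were called, 179 higher and 163 lower, with a median standard error of 0.10. Non-overlapping groups were seen in 3511 genes (21.1%). The edgeR exact test, which the paper used, moved this count most, to 736, and without inhibitor control replicate 1 it dropped to 98. In Ribo-Seq, 1246 of 12375 genes (10.1%) were called, 359 higher and 887 lower, with a median standard error of 0.18, and groups stood apart in 4218 genes (34.1%). That count ran from 763 without inhibitor replicate 1 to 1426 with the exact test.

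In mRNA, called genes were ranked only if they had non-overlapping groups and a mean of at least 5 CPM. Among these the largest rises were MIRLET7BHG, the host gene of let-7b (3.16 to 12.7 CPM, log2 fold change 1.82, SE 0.17, limma adjusted p 0.00116), and ALPK3 (alpha kinase 3, 15: 84817356–84873479, 2.53 ± 0.310 to 8.76 ± 1.84 CPM, SD, n = 4, 1.59, SE 0.15, adjusted p 0.00132). The largest falls were GJA1 (connexin 43, 6: 121435595–121449727, 10.7 to 4.14 CPM, −1.27, SE 0.13, adjusted p 0.00143) and COL5A1 (collagen V alpha 1, 9: 134641803–134844843, 2 seed sites, 34.1 ± 2.39 to 15.4 ± 1.67 CPM, −1.13, SE 0.09, adjusted p 5.5e-04). Inhibitor replicate 2 lay apart from the other inhibitor libraries for ALPK3, at 6.02 CPM.

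In RPFs CXCL8 (interleukin 8, 4: 73740519–73743716) rose by a log2 fold change of 2.62 (SE 0.72, adjusted p 0.0203), from 7, 1 and 5 reads in the controls to 83, 16 and 11. Its call was lost without inhibitor replicate 1 (1.50, adjusted p 0.173). MTRNR2L7 rose by 2.17 (SE 0.52, adjusted p 0.00914), a call lost without inhibitor replicate 2 (1.89, adjusted p 0.0517). JUND (a subunit of the AP-1 transcription factor, 19: 18279694–18281622, minus strand) fell from 174 ± 47.0 to 41.0 ± 16.3 CPM (SD, n = 3, −2.11, SE 0.22, adjusted p 1.9e-05), and the pseudogene MEIS3P1 changed by −2.08 (SE 0.48, adjusted p 0.00768). The paper reports a stronger effect on translation than on mRNA.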

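The interaction fit called 769 of 11901 genes for a change in TE, 128 higher and 641 lower (83.4%), with a median standard error of 0.23. Among them JUND changed by a log2 of −2.41 (limma adjusted p 0.00103). Formed as 1 TE value per culture, the count dropped to 26, the alternative that moved it most, and without inhibitor replicate 2 it was 1182. mRNA-Seq libraries weighed 1.65 and Ribo-Seq libraries 0.515 in the fit.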

The correlation between mRNA and RPF expression was reduced (r = 0.21, *p* < 2.2 × 10^−16^) after miR-1271 knock down compared to overexpression, which suggests a reduction in the miRNA led to uncoupling of translation from mRNA abundance (Figure 2H).

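After inhibitor transfection the Pearson r between mRNA and RPF log2 fold changes was 0.192 (Spearman 0.182) across 11901 genes, which are not independent replicates. Single culture numbers gave 0.117 ± 0.0325 (SD, n = 3), and the alternatives and trend corrections ran from 0.178 to 0.206. The experiments had separate controls and depths, and a difference between their 2 correlations was not tested. The paper proposes that less miRNA uncoupled translation from mRNA abundance.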

### 3.3. Impact of Conserved Targeting and Binding Site Context on mRNA Repression

To explore the mechanistic basis of target mRNA repression, we next analysed the expression profiles of all mRNAs with predicted miR-1271-5p binding sites in the 3′UTR (TargetScan v7.2), through which miRNA are thought to canonically function [11]. We reasoned that, if miR-1271-5p primarily regulates mRNA abundance, modulation of target genes would be observed at the mRNA and RPF levels, whereas prevalent translational regulation would result in changes in RPF expression only. To additionally account for the effects of conserved targeting and binding site accessibility, interactions were further stratified by the probability of conserved targeting (P_ct_) or a cumulative weighted context++ score (CWCS) [29,30].

As expected, miR-1271-5p overexpression was associated with downregulation of its predicted mRNA targets (*p* ≤ 3.505 × 10^−9^) and their RPFs (*p* ≤ 2.522 × 10^−3^ for all groups, except the upper quartile of genes after stratification via CWCS) compared to genes without a predicted interaction (Figure 3A,C). Moreover, we observed a hierarchal effect on repression of targets stratified by P_ct_ and CWCS such that genes with higher P_ct_ and lower CWCS (i.e., more favourable binding site context) were repressed with the greatest magnitude (Figure 3A,C). Furthermore, while changes in mRNA and RPF expression were correlated for all groups (Pearson’s r ≥ 0.38, *p* < 2.2 × 10^−16^, Figure S3), RPF downregulation was slightly less pronounced, which resulted in consistently upregulated TE for most groups of target genes (Figure 3A,C). 

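Seed sites for miR-1271-5p (mature sequence CUUGGCACCUAGCAAGCACUCA) are GTGCCAAA (8mer), GTGCCAA (7mer-m8) and TGCCAAA (7mer-A1). They were searched in the representative GENCODE transcript of each gene, the one with the longest coding sequence. Of 17282 gene symbols, 15427 (89.3%) were matched and 13954 had a coding transcript with a 3′UTR. A 3′UTR site was found in 2901 genes. The shift is the median log2 fold change of site genes minus that of genes with no site in either region. The score is the mean log2 of site genes minus that of no-site genes in 1 library, with the control mean set to 0.

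The shift in mRNA of mimic cultures was −0.37 (2593 against 7086 genes, 70.4% of site genes lower against 42.0%). The score was −0.325 ± 0.0419 in mimic and 0 ± 0.0799 in control libraries (SD, n = 4), with 4 of 4 mimic libraries below all controls (exact permutation p 0.0286, the smallest the design allows). The camera test (limma, inter-gene correlation 0.01) gave a p of 1.2e-11, and alternatives and trend corrections gave 1.9e-12 to 1.1e-06. Site genes have less GC, and 33 of 200 control heptamers gave a shift as low. Removing the GC trend moved the shift most, to −0.15, and matching no-site genes by 3′UTR length gave −0.25. In calls, 823 site genes were lower and 125 higher.

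In RPFs the shift was −0.21 (2393 against 6384 genes, 65.9% lower against 47.8%). The score was −0.198 ± 0.0345 in mimic libraries (control SD 0.00451, n = 3), with 3 of 3 below all controls (exact p 0.1, the smallest for 3 against 3), and 0 of 200 control heptamers were as low. The camera p was 8.2e-06, between 1.4e-08 and 2.0e-04 over the alternatives. Calls were 100 lower and 15 higher.

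**Figure D1:**
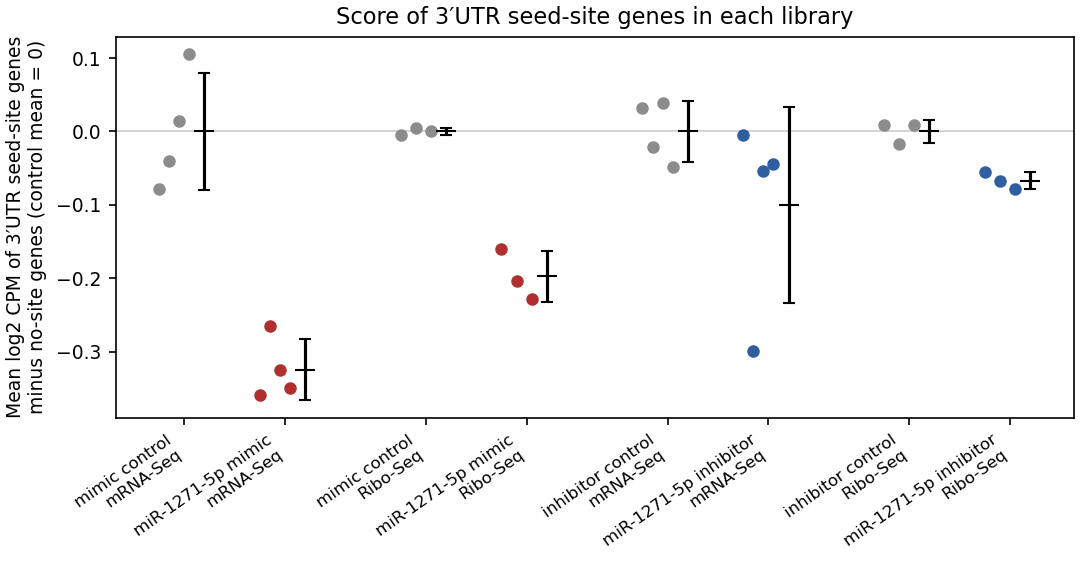
Mean log2(CPM + 0.5) of 3′UTR seed-site genes minus that of no-site genes, 1 point per library, for mRNA-Seq and Ribo-Seq of both experiments. Grey points are control libraries (mean 0), red mimic, blue inhibitor. Bars are mean ± SD. Mimic means are −0.325 (mRNA-Seq, n = 4) and −0.198 (Ribo-Seq, n = 3).

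**Figure D2:**
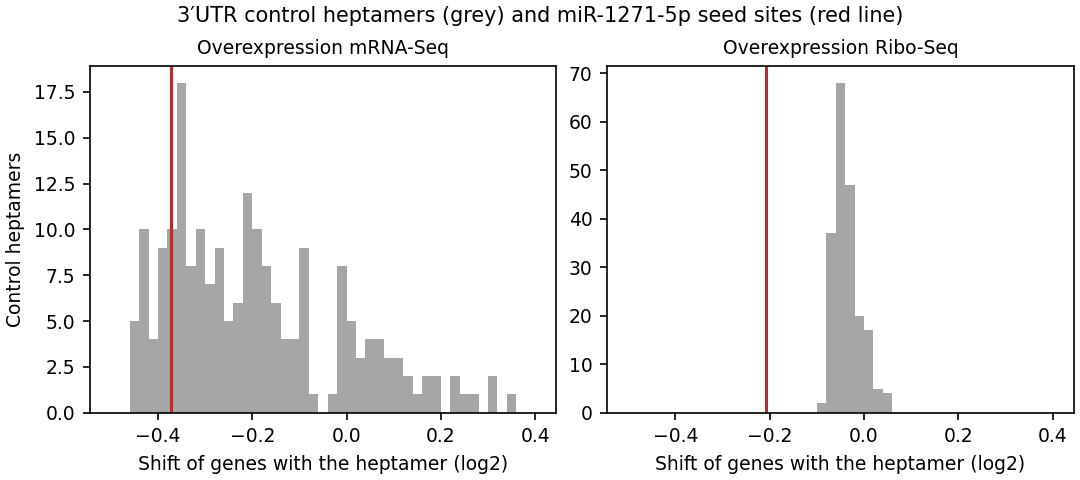
Histograms of the shift of 200 control heptamers found in about as many 3′UTRs, in mimic mRNA-Seq (range −0.46 to 0.35) and mimic Ribo-Seq (range −0.085 to 0.060). The red line marks the seed sites' shift, −0.37 and −0.21.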

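Across genes with a 3′UTR site, the r between mRNA and RPF changes in mimic cultures was 0.462 (2344 genes), and across no-site genes 0.424 (6210 genes). The shift in TE of the 3′UTR site genes was 0.14 (camera p 0.0149, between 0.00689 and 0.648 over the alternatives and trend corrections, exact p 0.2). Against no-site genes of similar 3′UTR length the TE shift was −0.0037, and 118 of 200 control heptamers gave a TE shift as high, so its sign rests on the comparison group and on base composition. The authors conclude that these results favour destabilisation of the mRNA.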

Overall, these results support the mRNA destabilisation scenario with conserved targeting and binding site context contributing to repression efficacy.

By contrast, the regulation of target genes after miR-1271-5p knockdown was comparatively modest, with little discernible influence from target site conservation or binding site context detected in gene distribution profiles (Figure 3B,D). Most of the target gene expression changes were restricted to the mRNA level, in which all groups exhibited a significant, albeit modest, bias towards downregulation relative to genes with no target site, contrary to expectation (Figure 3B,D). 

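In mRNA of inhibitor cultures the 3′UTR shift was −0.10 (2841 site genes against 8119). Scores were −0.101 ± 0.134 in inhibitor and 0 ± 0.0421 in control libraries (SD, n = 4), and the exact permutation p was 0.171. The camera p was 3.8e-05, and alternatives moved it between 3.8e-07 and 0.0953. Calls were 44 site genes lower and 11 higher. Replicate 2 carried most of the shift, which was −0.033 without it. With no-site genes matched by 3′UTR length it was −0.026, and 76 of 200 control heptamers were as low. The paper states that this fall ran against what a loss of the miRNA should do.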

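RPFs of the 2530 3′UTR site genes shifted by −0.066 in inhibitor cultures (camera p 0.0621, alternatives and trend corrections 0.0117 to 0.196, all 3 inhibitor libraries below all controls, exact p 0.1), with 250 called lower and 56 higher, and 31 of 200 control heptamers gave a shift as low. The TE shift was 0.031 (2484 genes, camera p 0.613) and −0.044 without inhibitor replicate 2. The r between mRNA and RPF changes was 0.179 in these genes and 0.213 in 6629 no-site genes.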

RPF and TE level changes were largely inconsistent in comparison (Figure 3B,D), while correlations between mRNA and RPF expression changes were weak relative to the overexpression experiment (r ≤ 0.24, *p* ≤ 0.024, Figure S3). Together, these findings suggest miR-1271-5p knockdown produced minimal changes in target gene expression profiles with conserved targeting and binding site context exhibiting no major effect.

### 3.4. Effect of Seed Complementarity on Target mRNA Expression

We next examined whether seed-mRNA base pairing influenced the strength of mRNA repression. 

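Genes were grouped by their 3′UTR sites, leaving out genes that also had a coding-sequence (CDS) site. In mRNA of mimic cultures the shift against no-site genes was −0.42 for more than 1 site (416 genes, camera p 4.7e-13), −0.30 for a single 8mer (185 genes, 5.85e-08), −0.24 for a single 7mer-m8 (385 genes, 4.5e-05) and −0.31 for a single 7mer-A1 (869 genes, 1.2e-07). In each group all 4 mimic libraries scored below all controls (exact p 0.0286). In RPFs the shifts were −0.27 (380 genes, 1.6e-07), −0.30 (169 genes, 2.1e-07), −0.17 (353 genes, 8.7e-04) and −0.11 (806 genes, 0.0121) in the same order, with 3 of 3 mimic libraries below (exact p 0.1). Differences between the site types were not tested.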

While target mRNA and their RPFs displayed a tendency for downregulation after miR-1271-5p overexpression (*p* ≤ 1.107 × 10^−3^ and *p* ≤ 1.672 × 10^−4^, respectively), the magnitude of repression was also consistent with the relative order of seed strength (> 1 site > 8mer > 7mer-m8 > 7mer-1a, Figure 4A). The reduction of RPFs was also correlated with the change in steady state mRNA levels (r ≥ 0.29, *p* ≤ 0.014, Figure 4A,B) for all target genes with no significant changes in gene TE (*p* ≥ 0.07). 

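The r between mRNA and RPF changes was 0.482 for more than 1 site (374 genes), 0.343 for the 8mer (164 genes), 0.458 for the 7mer-m8 (342 genes) and 0.451 for the 7mer-A1 (795 genes), across genes. TE shifts in those groups were 0.16 (camera p 0.0340), 0.019 (0.537), 0.011 (0.623) and 0.18 (0.00296). No GC-corrected value was computed for these groups.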

Analysis of target genes after miR-1271-5p knockdown again revealed no clear pattern across all three datasets (Figure 4C). 

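In inhibitor cultures the mRNA shifts were −0.13 for more than 1 site (camera p 3.0e-06), −0.060 for the 8mer (0.0102), −0.052 for the 7mer-m8 (0.0457) and −0.069 for the 7mer-A1 (0.00583). The RPF shifts were −0.062 (0.0653), −0.15 (0.00235), −0.017 (0.633) and −0.060 (0.0915), and the TE shifts 0.046, −0.091, 0.021 and 0.016. Inhibitor replicate 2 scored lowest in mRNA for several of these groups.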

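By site type the r between mRNA and RPF changes after the inhibitor was 0.133 for more than 1 3′UTR site (393 genes), 0.200 for a single 8mer (174 genes), 0.171 for a 7mer-m8 (365 genes) and 0.220 for a 7mer-A1 (839 genes). These groups come from seed matches alone, without a context score limit, and hold more genes than groups limited by score. The authors conclude that site type had no steady effect on the relation of RPFs to mRNA.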

While mRNA-RPF ratios for 8mer (r = 0.4, *p* = 6.4 × 10^−4^) and 7mer-1a (r = 0.3, *p* = 0.044) interactions were correlated, genes with >1 site (r = 0.032, *p* = 0.65) or single 7mer-m8 (r = 0.19, *p* = 0.096) sites showed no association, which indicates seed-mRNA complementarity exhibited no consistent effect on mRNA-RPF ratios after miR-1271-5p knockdown (Figure 4D).

### 3.5. Repression of mRNA via Binding Sites within the Coding Sequence

In previous studies, miRNA binding sites within the mRNA coding sequence (CDS) have demonstrated capacity to repress active translation while preserving mRNA stability [32,33,34]. To determine if miR-1271-5p employs such a mechanism, we used the TargetScan algorithm to identify all mRNAs with predicted CDS binding sites. 

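Among the representative transcripts, 3514 genes had a seed match in the CDS, and those that also had a 3′UTR match were left out of the CDS groups. The counts after testing were 2366 genes in mimic mRNA-Seq and 2194 in mimic Ribo-Seq. No total context+ score was computed here.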

In total, 3367 representative transcripts with at least 1 CDS binding site (and no 3′UTR sites) were identified, of which 590 returned a total context+ score (TCS) < − 0.2. 

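CDS site genes shifted by −0.21 in mRNA of mimic cultures (camera p 2.6e-04, 3.9e-05 to 0.0157 over the alternatives). Their score was −0.168 ± 0.0294 against 0 ± 0.0351 in controls (SD, n = 4), with 4 of 4 mimic libraries below (exact p 0.0286). Of these genes 495 were called lower and 204 higher. As for 3′UTR sites, part of the shift follows transcript GC, and 35 of 200 control heptamers in the CDS gave one as low.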

In miR-1271-5p overexpressing cells, we found that CDS binding sites consistently decreased mRNA levels (*p* ≤ 1.023 × 10^−6^). However, the magnitude of repression was unaffected by seed-type (Figure 5A). 

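By CDS site type the mRNA shift was −0.29 for more than 1 site (583 genes, camera p 3.5e-07), −0.34 for a single 8mer (216 genes, 7.3e-07), 0.0038 for a single 7mer-m8 (645 genes, 0.983, exact p 0.743) and −0.26 for a single 7mer-A1 (922 genes, 8.0e-06). Whether the types differ from one another was not tested.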

Downregulation of RPF expression was comparatively weak for all groups, which results in a systematic increase in TE (*p* ≤ 6.103 × 10^−3^). This suggests CDS binding sites result in stronger mRNA degradation than translational repression (Figure 5A). 

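RPFs of CDS site genes shifted by −0.073 in mimic cultures (camera p 0.0553, 0.0363 to 0.127 over the alternatives, 3 of 3 libraries below all controls, exact p 0.1), a shift that 0 of 200 control heptamers reached. By type the RPF shifts were −0.10 for more than 1 site (554 genes, camera p 0.00204), −0.071 for the 8mer (204 genes, 0.0594), −0.039 for the 7mer-m8 (579 genes, 0.415) and −0.074 for the 7mer-A1 (857 genes, 0.110). TE shifted by 0.087 over all CDS site genes (2145 genes, camera p 0.0868, 0.0365 to 0.674 over the alternatives, exact p 0.1), and by 0.12, 0.16, −0.059 and 0.14 in the types. With the GC trend removed the TE shift of all CDS site genes was 0.032 (camera p 0.481). Before that removal 57 of 200 control heptamers gave a TE shift as high, so part of the rise may follow GC. The paper proposes that CDS sites act more through loss of mRNA than through repressed translation.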

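Across CDS site genes of mimic cultures the r between mRNA and RPF changes was 0.433 (2145 genes). It was 0.437 for more than 1 site (540 genes), 0.381 for an 8mer (201 genes), 0.514 for a 7mer-m8 (561 genes) and 0.392 for a 7mer-A1 (843 genes).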

Analysis of mRNA-RPF ratios further supported the mRNA destabilisation hypothesis, with positive correlations identified for all seed types (r ≥ 0.33, *p* ≤ 2.8 × 10^−4^, Figure 5B). Although knockdown of miR-1271-5p resulted in fold change distributions comparable to 3′UTR analyses, we found that all seed types exhibited positive mRNA-RPF correlations, which suggests that, while biases in target gene expression were weak, changes in mRNA abundance and translation were generally consistent (Figure 5C,D).

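In inhibitor cultures CDS site genes shifted by −0.091 in mRNA (2646 genes, camera p 2.0e-04, 1.1e-05 to 0.901 over the alternatives and trend corrections, exact p 0.0571), by 0.0067 in RPFs (2301 genes, camera p 0.969) and by 0.10 in TE (2259 genes, camera p 0.0377, 0.0132 to 0.386, exact p 0.1). Without inhibitor replicate 2 the mRNA shift was −0.034 and the TE shift 0.049, and 33 of 200 control heptamers were as low in mRNA. The mRNA shift by type was −0.17 for more than 1 site, −0.078 for the 8mer, −0.055 for the 7mer-m8 and −0.072 for the 7mer-A1. In the same order the RPF shifts were 0.0067, 0.0043, −0.0052 and 0.017. The TE shifts were 0.20 (camera p 5.6e-04), 0.066 (0.0537), 0.041 (0.527) and 0.086 (0.0548). The r between mRNA and RPF changes was 0.14 (560 genes), 0.273 (211 genes), 0.170 (598 genes) and 0.190 (890 genes) in that order. The authors propose that mRNA and translation changed together although the biases were weak.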

The possibility for synergistic effects between 3′UTR and CDS binding sites was also explored in genes expressing both target site contexts. Overall, a robust loss of mRNA abundance (*p* = 1.227 × 10^−11^) and translation (*p* = 1.17 × 10^−4^) was observed after miR-1271-5p overexpression, which suggests the combination of both results in highly effective gene repression (Figure S4). 

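Genes with sites in both regions shifted by −0.48 in mRNA of mimic cultures (738 genes, camera p 4.1e-17, exact p 0.0286), with 297 called lower and 27 higher. Their RPFs shifted by −0.26 (685 genes, camera p 1.7e-08, exact p 0.1) and their TE by 0.18 (669 genes, camera p 0.00325, exact p 0.4). No GC-corrected value was computed for this group. The r between mRNA and RPF changes was 0.472 in this group. The paper proposes that sites in both regions together repress genes very effectively.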

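After the inhibitor, genes with sites in both regions shifted by −0.16 in mRNA (804 genes, camera p 7.9e-10, exact p 0.114), by −0.076 in RPFs (725 genes, camera p 0.0376, exact p 0.1) and by 0.092 in TE (713 genes, camera p 0.175). Their r between mRNA and RPF changes was 0.15. Replicate 2 scored lowest of the inhibitor mRNA-Seq libraries.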

Repression of mRNA abundance (*p* = 1.319 × 10^−4^) and translation (*p* = 7.786 × 10^−3^) was also observed after miR-1271-5p knockdown. However, there was no change in TE or mRNA-RPF ratios (Figure S4).

### 3.6. miR-1271-5p Knockdown Triggers Upregulation of miRNAs with Similar Seed Sequence

While miR-1271-5p overexpression produced a distinct profile of decreased target gene expression that was consistent with expectation, we were surprised to also observe a decrease in predicted target expression when the miRNA was repressed. 

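Calls of the overexpression and knockdown experiments shared 107 genes in mRNA, where 69.2 would be shared by chance, and 95 of them (88.8%) changed in the same direction, 76 lower and 19 higher. Their log2 fold changes had a Pearson r of 0.673. In RPFs 85 genes were shared (chance 46.1), 71 in the same direction (83.5%), 52 lower and 19 higher, with r = 0.665. A site in the 3′UTR or CDS was present in 53 of the shared mRNA genes and 39 of the shared RPF genes. In TE 1 gene was called in both, SHISA4 (−0.98, SE 0.28 after the inhibitor), with 0.27 expected, and 362 genes had an unadjusted p under 0.05 in both. Requiring the adjusted p alone moved the shared mRNA genes most, to 244, with 75.0% in the same direction.

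Across all tested genes, which are not independent replicates, r between the experiments was 0.202 in mRNA (13426 genes), 0.142 in RPFs (11417 genes) and 0.175 in TE (11013 genes). Leaving out single libraries gave 0.113 (without inhibitor replicate 2) to 0.297 in mRNA, and removing the GC trend gave 0.0978 in TE. Single replicate numbers gave 0.165, 0.131, 0.370 and −0.228 in mRNA, and 0.0960, 0.102 and 0.0432 in RPFs.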

In other words, genes significantly regulated under both conditions were found to be positively correlated at the mRNA level (Pearson’s r = 0.63, *p* < 2.2 × 10^−16^, 193 genes), their RPFs (r = 0.70, *p* < 2.2 × 10^−16^, 136 genes), and associated TE (r = 0.42, *p* = 3.35 × 10^−8^, 163 genes, Figure 6A–C). Similarly, target genes with 3′UTR and CDS localised miRNA binding sites were also positively correlated for both treatments at the RFP (r = 0.12, *p* = 0.019) and (r = 0.2, *p* = 7.4 × 10^−5^), respectively (Figure 6D–I). Collectively, these observations suggested the miRNA knockdown was somehow enhancing the function of its target miRNA rather than suppressing it.

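For genes with a 3′UTR site, r between the experiments was 0.143 in mRNA (2593 genes), 0.191 in RPFs (2387 genes) and 0.193 in TE (2338 genes). For CDS site genes it was 0.216 (2366 genes), 0.105 (2190 genes) and 0.145 (2141 genes). Genes with no site gave 0.157 (7085 genes), 0.115 (6366 genes) and 0.171 (6194 genes). The paper proposes that the inhibitor enhanced the action of the miRNA it was meant to block.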

In view of emerging research suggesting that changes in miRNA expression can induce compensatory patterns of expression in related miRNAs with a highly similar sequence [35,36], we examined the expression of miRNAs derived from an intergenic cluster encoding miR-96/183/182, located within the 7q32.2 locus (Figure 6J). These miRNAs have identical or highly similar seed regions to miR-1271-5p, and, therefore, display a very substantial overlap in their pool of predicted target genes (Figure 6J). In support of this hypothesis, miR-96-5p was significantly upregulated after miR-1271-5p knockdown (log_2_fc = 2.78, FDR = 0.009), whereas miR-182-5p (FDR = 0.065), miR-183-5p (FDR = 0.065), and an unrelated miRNA for comparison, let-7b-5p (FDR = 0.111), showed no significant change (Figure 6K). No change in miR-96-5p was detected after miR-1271-5p overexpression, which suggests that miR-96-5p was specifically induced in response to miR-1271-5p suppression (Figure 6K).

### 3.7. Functional Analysis of Differentially Regulated Genes

GO term analysis of significantly regulated genes revealed a clear functional division between upregulated and downregulated genes in both conditions. 

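Gene families were picked by symbol from the ontologies the paper names. Nucleosome genes (histone genes) shifted by a median log2 of 0.68 in RPFs of mimic cultures (66 genes, camera adjusted p 2.2e-21). Of the 66 genes, 62 were higher, 29 called higher and 1 called lower, and all 3 mimic libraries lay above all controls (exact p 0.1). Leaving out 1 library gave 0.60 to 0.83. In mRNA-Seq, which selects polyadenylated RNA, 23 family genes were tested and shifted by 0.091 (adjusted p 0.930).

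Across all 30 tests of 5 families in both experiments, 17 passed camera at a fixed inter-gene correlation of 0.01. The rotation test fry passed 12, 11 of them shared, and camera with the correlation estimated from the data passed 0, with an unadjusted p under 0.05 in 5.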

After miR-1271-5p overexpression, genes upregulated at the RPF level were heavily enriched for GO terms related to DNA and chromatin organisation, with *chromosome organisation*, *DNA packaging complex*, and *nucleosome* among top enriched ontologies (Table S6). In contrast, GO terms associated with regulation of the extracellular matrix and cellular locomotion were considerably represented in downregulated genes, including *collagen-containing extracellular matrix*, *cell migration*, and *cell motility* (Table S6). 

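Extracellular matrix and adhesion genes (collagens, laminins, integrins and their modifying enzymes) shifted by −0.46 in RPFs of mimic cultures (70 genes, camera adjusted p 3.2e-07, fry 0.00659), with 58 of 70 genes lower, 17 called lower and 3 called higher, and all 3 mimic libraries below all controls (exact p 0.1).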

Overall, these findings were largely consistent with analyses conducted on genes with significantly regulated mRNA levels and TE. However, genes with downregulated TE exhibited minimal to no enrichment (Tables S7 and S8).

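In mRNA of mimic cultures the extracellular matrix and adhesion family shifted by −0.23 (81 genes, camera adjusted p 0.0012, fry 0.0172), with 53 of 81 genes lower, 30 called lower and 7 higher. Of the mimic libraries 3 of 4 lay below all controls (exact p 0.0571). This was 1 of 5 families past camera, and with the GC trend removed 4 of 5 passed. In TE the nucleosome family shifted by 0.40 (19 genes, camera adjusted p 0.00604, fry 0.0577) and the axon guidance family by −0.28 (48 genes, 0.00869, fry 0.13). The nucleosome TE call was lost without mimic replicate 2 (adjusted p 0.0563). That of the axon guidance family was lost without mimic replicate 1 (−0.13, 0.15) and with the GC trend removed (−0.086, 0.452).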

Knockdown of miR-1271-5p produced functionally distinct translational profiles relative to the overexpression experiment. Specifically, upregulated genes were heavily enriched for cellular component and biological process terms associated with mitochondria, such as *mitochondrion*, *mitochondrial inner membrane*, and *mitochondrial protein complex* (Table S6). 

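In RPFs of inhibitor cultures mitochondrial inner membrane and ribosome genes shifted by 0.23 (187 genes, camera adjusted p 2.4e-09, fry 0.0278), with 18 genes called higher, 2 called lower and 3 of 3 inhibitor libraries above all controls (exact p 0.1). The nucleosome family shifted by 0.24 in the same libraries (67 genes, adjusted p 7.3e-06, fry 0.0930).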

Although downregulated genes were overrepresented for a variety of terms related to post-translational protein modifications and wnt signaling, we also found enrichment of terms related to neuronal development among top ontologies, including *neuron projection development*, *neuron development*, and *neurogenesis* (Table S6). These findings differed considerably from the mRNA level in which upregulated genes were predominantly representative of DNA regulation while downregulated genes were enriched for terms related to the extracellular matrix and cellular locomotion (Table S7). 

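Wnt signalling genes shifted by −0.42 in RPFs of inhibitor cultures (31 genes, camera adjusted p 7.0e-05, fry 3.6e-04, 9 called lower), and the axon guidance family (semaphorins, plexins, ephrins and their receptors) by −0.29 (51 genes, 0.00869, fry 0.0172, 8 called lower). For each, 3 of 3 inhibitor libraries lay below all controls.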

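In mRNA of inhibitor cultures the nucleosome family shifted by 0.13 (62 genes, camera adjusted p 0.00777, fry 0.319). That call was lost without inhibitor replicate 2 (0.059, adjusted p 0.0908). The extracellular matrix family shifted by −0.19 (103 genes, 1.7e-10, fry 0.0118). The mitochondrial family shifted by 0.19 (193 genes, 6.1e-11, fry 0.189, 0.094 without inhibitor replicate 2), the wnt family by −0.098 (40 genes, 0.00895) and the axon family by −0.14 (62 genes, 1.8e-05). Extracellular matrix genes also fell in RPFs (−0.31, 79 genes, 7.0e-05, fry 3.0e-04).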

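For TE after the inhibitor, the wnt family shifted by −0.19 (31 genes, camera adjusted p 0.00189, fry 0.00179, 7 called lower, −0.13 without inhibitor control replicate 1), the axon family by −0.017 (adjusted p 0.542), the extracellular matrix family by 0.060 (0.569), the mitochondrial family by 0.038 (0.0693) and the nucleosome family by 0.13 (56 genes, 0.0354, fry 0.484, 0.29 without inhibitor replicate 2, the call lost in 4 of 8 fits that left out 1 library).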

Analysis of genes with altered TE, however, revealed that downregulated genes exhibited similar GO term enrichment relative to the RPF level (Table S8).

### 3.8. Functional Analysis of Genes Directly Targeted by miR-1271-5p

With mRNA degradation identified as the predominant mechanism employed by miR-1271-5p, we next examined the functional composition of directly targeted genes. Since miR-1271-5p overexpression consistently produced the most pronounced effect on target gene expression, functional analysis was conducted on target genes (CWCS/TCS < −0.2) significantly downregulated in this condition (see Table S9 for a full list of genes). At the mRNA level (328 genes, interaction summary presented in Figure S5A), 112 biological process and 44 cellular component ontologies were significantly enriched with no overall bias in functional representation (Figure 7A,B). *Positive regulation of neuron projection development*, *neuron development*, *glutamatergic synapse*, and *synapse* terms were found to be enriched, which suggests that, while miR-1271-5p target genes are functionally diverse, a subset appear to be involved in neuronal function (Figure 7A,B, Table S9). When this analysis was extended to differentially translated genes (81 genes, interaction summary presented in Figure S5B), 186 biological process annotations were identified with strong representation of processes relating to the actin cytoskeleton, including *actin filament organization*, *actin cytoskeleton organization*, and *actin filament bundle assembly*, among others (Figure 7C, Table S10). Furthermore, cellular component ontologies relating to cellular junctions, such as *cell-substrate junction*, *focal adhesion*, *adherens junction*, and *anchoring junction* were enriched (Figure 7D, Table S10). While these terms relate to synaptic function, we also observed transcriptional (*GPHN*, *GRM7*, *RGS2*, *SLC1A1*, *GRID1*, *SLC12A5*, and *HOMER1*) and translational (*GPHN*, *GRM7*, *RGS2*, *SLC1A1*, and *HOMER1*) downregulation of genes involved in neuronal differentiation and neurotransmission, previously identified as miR-1271-5p targets by Jensen and Covault [15] (Figure S6). 

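The 7 genes carry seed sites in the last exon of their transcripts (GRCh38): GPHN (gephyrin, 14: 66507407–67181803; 8mer at 67181419–67181426, 482 nt after the stop codon), GRM7 (glutamate receptor 7, 3: 6770001–7741533; 7mer-m8, 1011 nt), RGS2 (1: 192809039–192812275; 8mer, 593 nt), SLC1A1 (9: 4490468–4587469; 2 8mers, 477 and 1524 nt), GRID1 (10: 85599552–86366795, minus strand; 8mer, 292 nt), SLC12A5 (20: 46021690–46060150; 7mer-m8, 2406 nt) and HOMER1 (5: 79372636–79514134, minus strand; 7mer-m8, 17 nt).

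In mRNA of mimic cultures, 5 of 7 were called lower (CPM, mean ± SD, n = 4, limma adjusted p): GPHN 17.6 ± 0.811 against 27.2 ± 2.19 in controls (log2 fold change −0.61, SE 0.09, 8.3e-04), GRM7 9.17 ± 0.269 against 23.4 ± 0.781 (−1.30, SE 0.09, 1.4e-05), RGS2 17.2 ± 0.642 against 33.1 ± 7.09 (−0.90, SE 0.15, 0.00109), SLC1A1 1.72 ± 0.370 against 2.91 ± 0.623 (−0.61, SE 0.18, 0.0162) and HOMER1 9.43 ± 1.58 against 17.2 ± 5.45 (−0.79, SE 0.20, 0.00872). GRID1 (0.45, SE 0.25, 0.15) and SLC12A5 (0.35, SE 0.15, 0.0700) had higher means and were not called. Adjusted over the list alone, the same 5 were called lower and SLC12A5 passed the adjusted p with a higher mean (0.0486). GRID1 changed by 0.15 without mimic control replicate 4.

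In RPFs all 7 log2 fold changes were below 0 and 1 was called, GRM7 (9.44 ± 7.02 against 40.6 ± 3.04 CPM, SD, n = 3, −2.35, SE 0.49, 0.0169), a call lost without any 1 of the mimic controls. GPHN changed by −0.72 (SE 0.26, 0.144, called at −0.80 with library weights), RGS2 by −1.46 (SE 0.76, 0.325), SLC1A1 by −0.84 (SE 0.70, 0.557), HOMER1 by −0.34 (SE 0.80, 0.861), GRID1 by −0.35 (SE 0.70, 0.835) and SLC12A5 by −0.22 (SE 0.37, 0.798). The last 3 turned positive without 1 library. RGS2 ran from −2.08 without mimic replicate 1 to −0.46 without mimic replicate 3. As a list the 7 shifted by −0.69 in RPFs (camera adjusted p 0.0336) and −0.61 in mRNA (0.0856, or −0.39 and 0.0231 with the GC trend removed). In inhibitor cultures 0 of 7 were called, with an unadjusted p under 0.05 for 2 in mRNA and 0 in RPFs. In mRNA GRM7 passed the adjusted p (−0.40, 0.0279) but not the fold limit, and lost it in 6 of 8 fits that left out 1 library. Adjusted over the list alone, GRM7 and SLC12A5 (−0.34) passed.

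**Figure D3:**
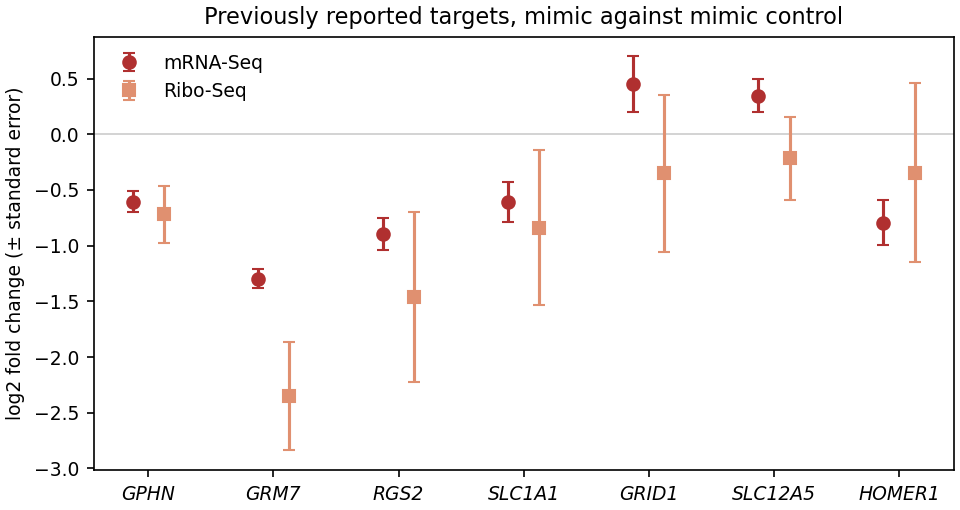
Log2 fold change ± SE of 7 genes, mimic against mimic control, in mRNA-Seq (n = 4 per group) and Ribo-Seq (n = 3 per group), from −1.30 (GRM7) to 0.45 (GRID1) in mRNA-Seq and from −2.35 (GRM7) to −0.22 (SLC12A5) in Ribo-Seq.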

We also examined the expression of *FOXK2*, which has previously exhibited reciprocal expression with miR-1271-5p in hepatocellular carcinoma tissue, but we were unable to replicate this in SH-SY5Y cells [37]. Similarly, while *ZIC2* was previously shown to be modulated by the miRNA [38], it was not expressed in differentiated SH-SY5Y cells.

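FOXK2 (17: 82519713–82644662, GRCh38) has an 8mer in exon 9, 40 nt after the stop codon. In mRNA of mimic cultures it rose from 232 ± 9.12 to 283 ± 8.31 CPM (SD, n = 4, log2 fold change 0.29, SE 0.05, limma adjusted p 0.00217), under the fold limit for a call, and its RPFs changed by −0.17 (SE 0.19, 0.680). In inhibitor cultures its mRNA changed by 0.06 (SE 0.06, 0.558) and its RPFs were called lower, from 53.5 ± 6.05 to 31.7 ± 3.79 CPM (SD, n = 3, −0.74, SE 0.15, 0.0033), as was its TE (−0.80, SE 0.15, 0.00403).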

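ZIC2 is listed in none of the 4 tables, which hold the genes the authors kept after their minimum CPM filter, so no value can be given for it.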

## 4. Discussion

Molecular interventions or perturbations of neuronal miRNAs in model systems is an important strategy for understanding the impact of their dysregulation on gene expression networks in psychiatric disorders. In the current study, we implemented parallel mRNA sequencing and ribosome profiling to explore the impact of the schizophrenia-associated miR-1271-5p [16] on neuronal gene expression and determine the mechanistic basis of its regulatory function. This revealed that differential expression of miR-1271-5p not only alters the abundance and translation of mRNAs with applicable binding sites, but also considerably disrupts the transcriptome as a whole. 

miRNAs are generally thought to simultaneously reduce translational capacity and stability of target mRNAs by binding 3′UTR sequences and inducing sequential deadenylation (CCR4-NOT and PAN2-PAN3 complexes), de-capping (DCP2 and associated factors) and 5′ to 3′ degradation (XRN1 exoribonuclease) [11]. Our observations were broadly supportive of this hypothesis with mRNAs containing miR-1271-5p binding sites within the 3′UTR being repressed predominantly via mRNA destabilisation after miR-1271-5p overexpression. This is consistent with the canonical model of miRNA function [11] and is supported by previously observed miRNA-mRNA interaction dynamics after analysis of ribosome protected RNA fragments [39,40,41]. With regard to the smaller subset of miRNA-mRNA interactions that directly modulate translation (such as *TMEM52*, *SEPT5*, and *MARCH3*), we suspect they are highly context-specific and may involve other post-transcriptional regulatory elements or RNA modifications, such as m6A methylation [42]. However, it could be argued that the time-frame between miR-1271-5p transfection and cell harvest may have precluded the detection of some early translational repression. 

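TMEM52 (1: 1917590–1919279, minus strand, GRCh38) has 0 seed sites in the 3′UTR of its MANE Select transcript (a reference transcript chosen per gene). SEPT5 (22: 19714503–19724224) likewise has 0, and MARCH3 (5: 126867714–127030558, minus strand) has a 7mer-A1 site 225 nt after the stop codon. Sites in the CDS are not part of these counts. With the mimic, mRNA of TMEM52 changed by a log2 of 0.06 (SE 0.26) and MARCH3 by −0.20 (SE 0.19), and in inhibitor cultures by 0.01 (SE 0.14) and −0.07 (SE 0.12). The sign of these small changes turned with the test or with 1 library. In Ribo-Seq of mimic cultures all 3 genes lie under the read minimum used for testing, and in inhibitor Ribo-Seq TMEM52 and MARCH3 are not listed. SEPT5 is listed in mimic Ribo-Seq only.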

Regardless of the mode of action, we observed consistent effects of target site conservation, binding site context, and seed-types on repression efficacy, which supports the effectiveness of these features for predicting miRNA-mRNA pairings with high effect size in silico [12,29,31].

We observed a similar effect of miR-1271-5p on mRNAs with binding sites localized within the open reading frame, which was characterized by suppression of both mRNA steady state abundance and translation. However, in this case, the effect was indifferent to seed the binding parameters that were a feature of target sites contained in 3′UTR segments. Nonetheless, these findings suggest that miRNA binding sites within open reading frames are functionally significant, which support other observations of CDS-miRNA interaction in metazoans [43]. Additional studies have further strengthened the view that open reading frame target sites are employed to some extent by miRNA for mRNA regulation [44,45,46]. Unlike 3′UTR sites, however, no canonical model of miRNA repression within coding segments has been established to date. In a variety of cellular contexts, recent studies have shown that a subset of miRNAs—including miR-29, miR-181, miR-15a/miR-16, and miR-92a—decrease the stability of target genes through CDS binding sites, which supports our findings for miR-1271-5p [44,45,46]. Other lines of evidence suggest that CDS sites are predominantly used for translational repression with ribosome stalling or ribosome drop-off proposed as the mechanism of repression [32,33,34]. Our data opposes this hypothesis, as genes with miR-1271-5p CDS binding sites were found to be more effectively repressed at the mRNA level when compared to the RPF level. This further suggests that translationally active mRNAs may possess a degree of resistance to miRNA-mediated repression. Considering these observations together, further investigation into the true functional relevance of CDS-located miRNA binding sites is required to elucidate the nature of these binding sites and determine their biological significance in the neuronal context.

When we considered the target gene ontologies at a transcriptome-wide level, we observed that overexpression of miR-1271-5p predominantly affected genes involved in DNA organisation, extracellular matrix interactions, and cellular locomotion, while knockdown impacted genes associated with mitochondria, post-translational protein modifications, wnt signaling, and neuronal function. This suggests the functional impact of miR-1271-5p bi-directional regulation is not inverse in nature. While these pathways are significant to neural function and synaptic connectivity, the extracellular matrix is of particular interest with regard to psychiatric disorders, such as schizophrenia, as components of these systems, including reelin (RELN), are known to participate [47,48]. 

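RELN (reelin, 7: 103471381–103989658, minus strand, GRCh38) has 65 exons in its MANE Select transcript and 0 seed sites in its 3′UTR (CDS sites not counted). Its mRNA in mimic cultures rose from 8.52 ± 1.11 to 46.7 ± 3.91 CPM (SD, n = 4, log2 fold change 2.40, SE 0.11, limma adjusted p 2.3e-06). Its RPFs rose from 32.8 ± 3.58 to 182 ± 25.1 CPM (SD, n = 3, 2.45, SE 0.18, 8.5e-06). All mimic libraries lay above all controls in both assays. In inhibitor cultures its mRNA changed by −0.42 (SE 0.20, 0.217). That change ran from −0.52 without inhibitor replicate 3 to −0.18 without inhibitor replicate 2. Its RPFs changed by −0.04 (SE 0.22), with a sign that turned without 1 library.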

We observed that this gene encoding an extracellular matrix glycoprotein involved in the regulation of neuronal migration in the developing brain was repressed at both the mRNA and translation level in miR-1271-5p transfected cells. We also observed strong enrichment of miR-1271 regulated genes in ontologies relating to actin filament dynamics and cellular junctions. Both of these mechanisms are crucial for regulation of neuronal morphology, neural circuits, and the synaptic response to neural activity. These gene networks are particularly significant in the context of psychiatric disease given that downregulation of miR-1271-5p has been reported in cohorts of individuals with schizophrenia [16,17]. Furthermore, these results considerably extend previous findings, which reported that miR-1271-5p regulates a small number of genes involved in neuronal differentiation and neurotransmission [15]. We can make some further assumptions about the role of miR-1271-5p in the brain by looking at the activity of its seed pairing homolog miR-96-5p, as it is likely they have similar targets and regulatory activity [15]. For example, miR-96-5p expression has been associated with the coordination of neural crest [49] and auditory hindbrain development [50], as well as the induction and progression of neuronal differentiation [51,52,53]. It has also been shown to be involved in the regulation of long-term memory [54,55] and pain sensitivity [56]. Furthermore, mutations in the miR-96-5p seed region have been linked to progressive hearing loss due to defects in the cochlear hair cells [57,58]. Given these findings, more investigation into the effects of miR-1271-5p on brain and behaviour are warranted and may further highlight its significance to the pathophysiology of psychiatric disorders. 

Although miR-1271-5p overexpression produced defined patterns of target gene repression, we were unable to identify any consistent trends after miR-1271-5p knockdown. In addition, knockdown-induced gene expression profiles were found to be positively correlated with the overexpression experiment when significantly regulated genes and target genes were analysed, which implies a degree of concordance between experimental conditions. While these findings did not conform with dynamics observed in previous miRNA studies [39,40,41], further investigation revealed miR-96-5p was upregulated after miR-1271-5p knockdown, which suggests miR-1271-5p loss induces a compensatory response. Considering these miRNAs share identical seed regions, exhibit high sequence homology, and are thought to repress similar target gene networks [15], we suspect upregulation of miR-96-5p contributed to the observed patterns of knockdown-induced gene expression. Additional confirmation is required to identify whether miR-182-5p and miR-183-5p were also responsive when considering these miRNAs are also processed from the polycistronic miR-96/183/182 transcript [59] and approached statistically significant upregulation in our data. Regardless, this remains a particularly interesting finding in the current study. While no studies to date have identified evidence for a compensatory response between miR-1271-5p and miR-96-5p, such a mechanism is not unprecedented in the literature. For the miR-449 and miR-34 families, which share the same seed region, homozygous deletion of one family has been shown to increase expression of the other in mouse models [35,36]. In the neuronal context, functional redundancy among the polycistronic miR-96/183/182 cluster has also been described through phenotypic studies. Specifically, homozygous knockout of miR-182 in the mouse retina has previously been reported to induce no discernible phenotype, which suggests miR-96 and miR-183 compensate for miR-182 loss [60]. Likewise, while miR-96/182/183 CRISPR/Cas9 mutants compromised zebrafish hair cells, individual and combined miR-96/183 and miR-183/182 mutants had a limited effect, which further suggests functional redundancy among these miRNAs [61]. It would, therefore, be interesting to determine whether this redundancy extends to miR-1271-5p, considering the miR-196/183/182 cluster is involved in hippocampal long-term memory [54], pain sensitivity [56,62], retinal cell function [60], and hair cell maintenance [61], while dysregulation has been identified in a range of neurological and psychiatric disorders [59].

In summary, our findings illustrate the substantial disruption of post-transcriptional dynamics that ensues the following differential expression of miR-1271-5p in the neuronal context. Since this miRNA appears to fulfill regulatory roles associated with extracellular matrix interactions, cytoskeletal regulation, and neuronal function, we suspect dysregulation of this miRNA in schizophrenia contributes to the disorder. In addition, our data provides compelling support for the hypothesis that miRNA predominantly repress mRNA abundance through 3′UTR and CDS recognition motifs. However, further miRNA profiling studies are required to determine the full extent of miRNA function in the neuronal context and assess the contribution of other regulatory systems.

## Figures and Tables

**Figure 1:**
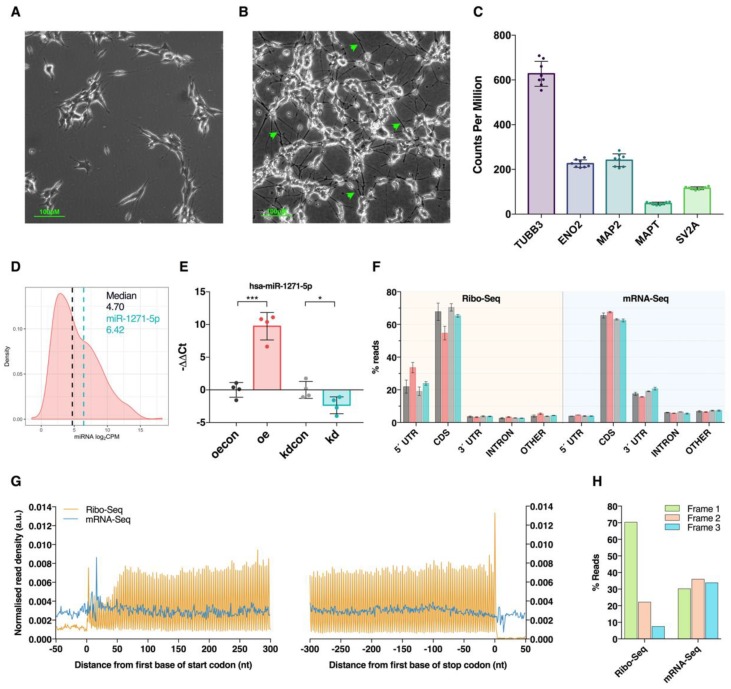
Ribosome profiling of SH-SY5Y cells after miR-1271-5p differential expression. (**A**,**B**) Phase contrast images of SH-SY5Y cells prior to (**A**) and after (**B**) treatment with retinoic acid for 5 days. Note the development of neurites (green arrowheads) after differentiation. (**C**) Expression of known neuronal marker genes in all control cells, as detected via mRNA sequencing. Data are presented as counts per million (CPM) ± SD. (**D**) Distribution of log_2_ counts per million (CPM) values for mature miRNAs expressed in differentiated SH-SY5Y cells, as detected previously by small RNA sequencing. The vertical black line represents median CPM. The vertical blue line represents miR-1271-5p CPM. (**E**) qPCR validation of miR-1271-5p overexpression (red) and knockdown (blue) after lipofection with miR-1271-5p mimic or antisense inhibitor constructs, respectively. Mimic-transfected cells were compared via a negative control scrambled siRNA (black), whereas sponge-transfected cells were compared to a negative control inhibitor construct (grey). C_t_ values were normalised to U6 and U44 housekeeping small RNAs with the geometric mean of both used as a reference. Differential expression was calculated via Student’s *t*-test with significant differential regulation of miR-1271-5p observed in both mimic-transfected cells (log_2_fc = 9.04, *p* < 0.001) and inhibitor-transfected cells (log_2_fc = −2.18, *p* < 0.05). Data presented as mean −ΔΔC_t_ ± SD. * = *p* < 0.05, *** = *p* < 0.001. (**F**) Genomic feature alignment rates for Ribo-Seq and mRNA-Seq libraries. Colour coding is the same as in Panel (**E**). (**G**) Metagene analysis of normalised read density around translation start (left) and stop (right) codons. Composite data are shown for Ribo-Seq and mRNA-Seq libraries, with ribosome-protected RNA fragments (RPFs) calibrated to predicted ribosome P sites. (**H**) Sub-codon phasing of sequencing data to each potential transcript coding sequence (CDS) reading frame revealed Ribo-Seq data that exhibits preference for the first, canonical reading frame, while mRNA-Seq data shows a relatively even spread across all three frames due to random fragmentation.

**Figure 2:**
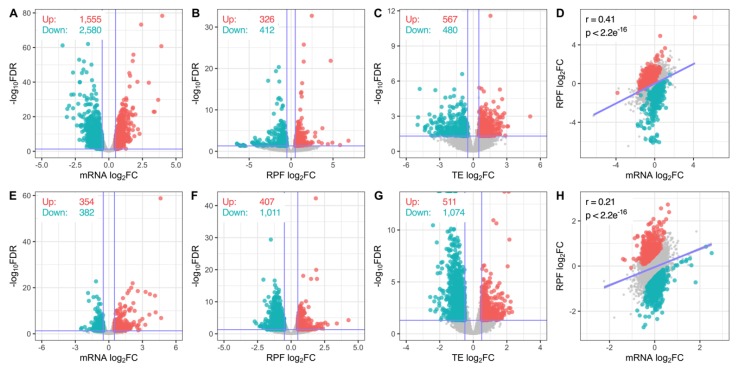
Differential expression analysis and functional annotation. (**A**–**C**) Volcano plots comparing gene log_2_ fold-change and –log_10_ false discovery rate (FDR, Benjamini-Hochberg) at the mRNA (**A**), RPF (**B**)**,** and TE (**C**) levels after miR-1271-5p overexpression. Horizontal line represents FDR = 0.05. Significantly upregulated and downregulated genes (FDR < 0.05, log_2_fc > | ± 0.5|) are marked in red and blue, respectively. (**D**) Comparison of gene mRNA and RPF log_2_ fold-change expression values. Pearson’s correlation coefficients and associated *p*-values reported top left. Coloured genes were subjected to significant changes in TE. (**E**–**H**) As in (**A**–**D**), except after miR-1271-5p knockdown.

**Figure 3:**
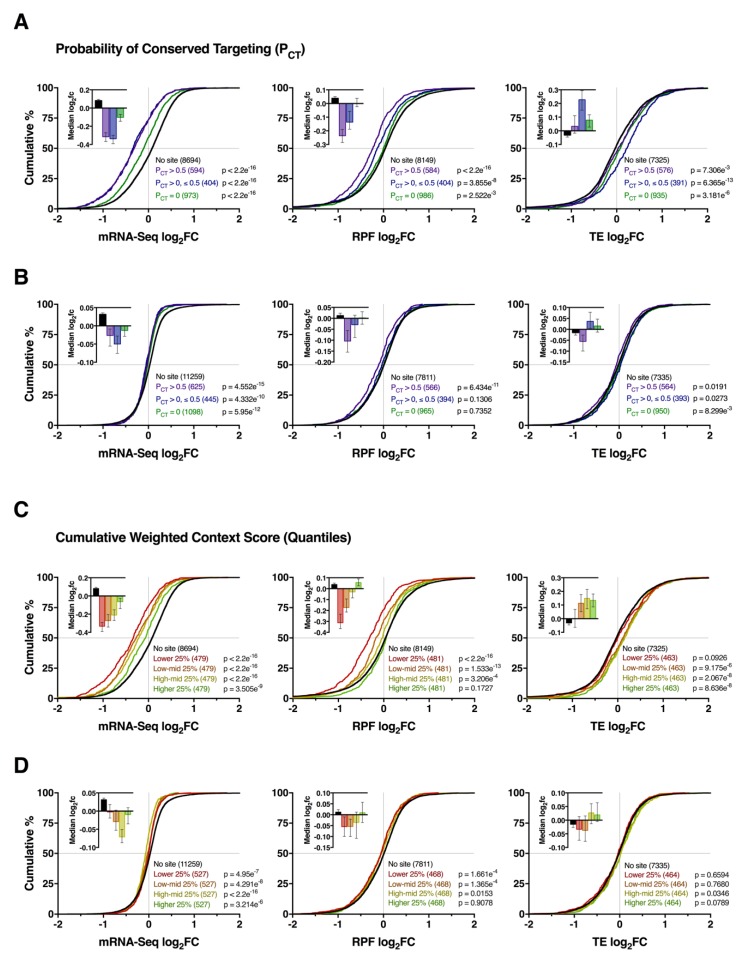
Effect of conserved targeting and binding site context on miR-1271-5p-mediated repression. **(A)** Cumulative distribution of mRNA, RFP, and TE log_2_ fold changes for target genes with 3′UTR miR-1271-5p binding sites after overexpression. Using the TargetScan probability of the conserved targeting (P_ct_) metric [31], genes were stratified into highly conserved (P_ct_ > 0.5), lowly conserved (P_ct_ ≤ 0.5, > 0), or non-conserved groups (P_ct_ = 0) to examine the effect of conserved targeting. P values were calculated via the two-sided Kolmogorov-Smirnov test versus genes with no predicted binding sites. Median log_2_ fold changes ± 95% CI are reported top left. (**B**) as in (**A**), except after miR-1271-5p knockdown. (**C**,**D**) As in (**A**,**B**), except after analysing the effect of binding site context on repression efficacy. For this analysis, target genes were stratified into quartiles based on the cumulative weighted context++ score (CWCS), wherein lower scores correspond to more favourable interactions [29].

**Figure 4:**
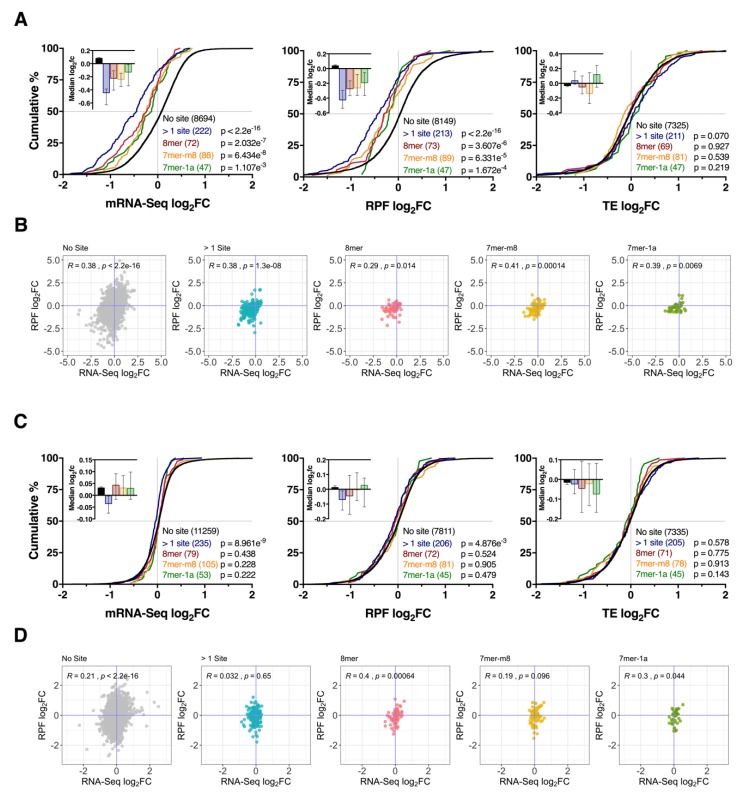
Seed-mRNA complementarity affects the magnitude of repression. (**A**) Cumulative distribution of mRNA, RFP, and TE log_2_ fold changes after miR-1271-5p overexpression for genes with multiple 3′UTR binding sites, or single 8mer, 7mer-m8, or 7mer-1a sites. For this analysis, interactions with cumulative weighted context++ score < −0.2 were investigated to limit the inclusion of false positive miRNA-mRNA pairings, while retaining non-conserved interactions with potentially high importance. *p*-values were calculated relative to genes with no sites via the two-sided Kolmogorov-Smirnov test. Median log_2_ fold-changes ± 95% CI reported top left. (**B**) Scatter plots comparing mRNA and RPF log_2_ fold changes for genes analysed in panel (**A**), with Pearson’s correlation coefficients and p values reported top left. (**C**,**D**) As in (**A**,**B**), except after miR-1271-5p knockdown.

**Figure 5:**
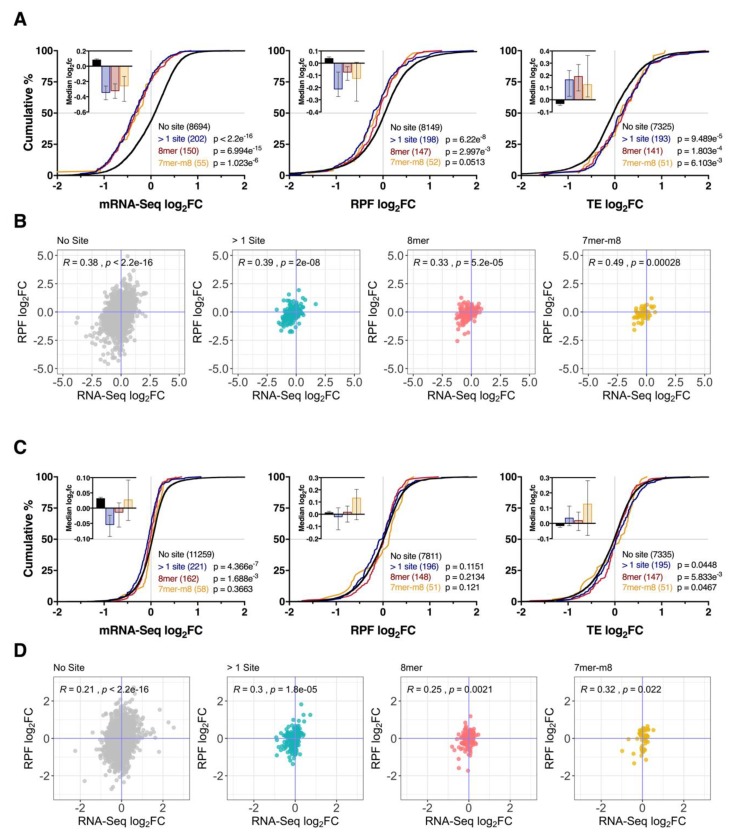
Coding sequence binding sites function similarly to 3′UTR sites. Potential miR-1271-5p binding sites housed within mRNA coding sequences were predicted using custom prediction scripts provided by TargetScan with interactions exhibiting a total context+ score < −0.2 retained for further analysis. (**A**) Cumulative distribution analysis of mRNA, RPF, and TE expression for target genes with predicted CDS sites after miR-1271-5p overexpression. Note that, for this analysis, no 7mer-1a interactions passed context score filtration. Groups were compared to genes with no site via two-sided Kolmogorov-Smirnov test. Median log_2_ fold-changes ±95% CI reported top left. (**B**) Scatter plots comparing mRNA and RPF log_2_ fold changes for genes analysed in the panel (**A**) with Pearson’s correlation coefficients and p values reported in the top left. (**C**,**D**) As in (**A**,**B**) except after miR-1271-5p knockdown.

**Figure 6:**
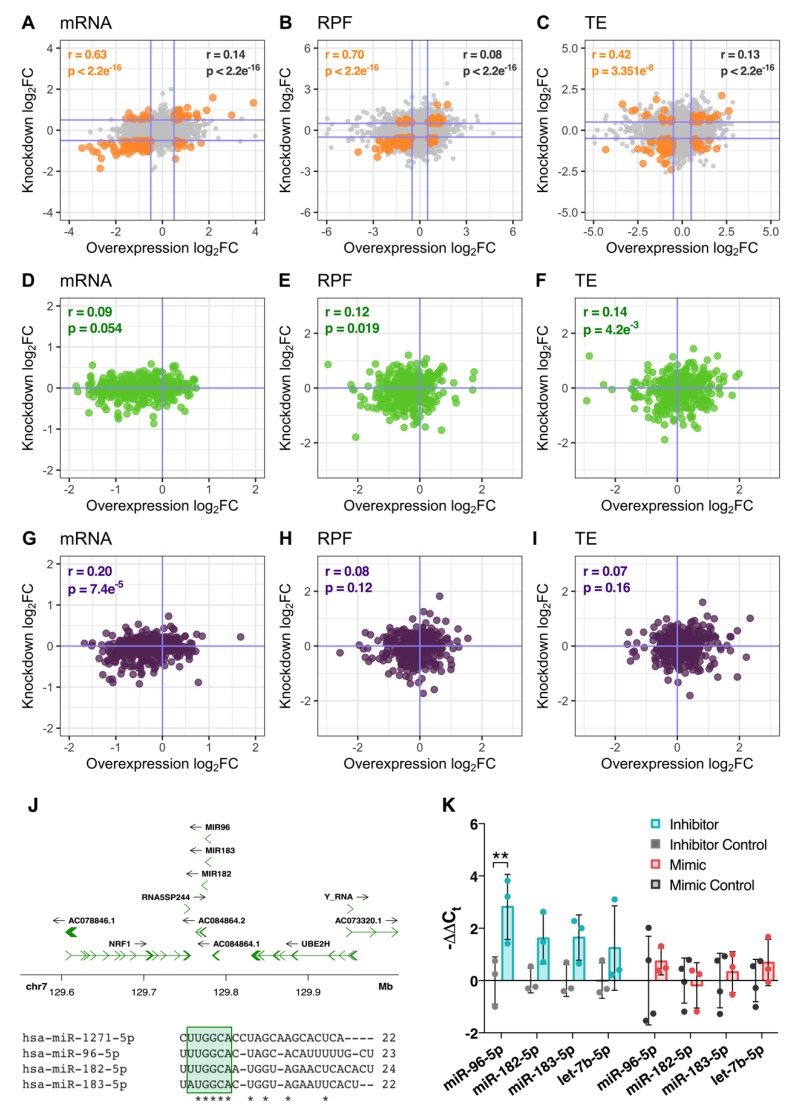
Comparison of gene expression profiles between experiments and analysis of miRNAs with a similar seed sequence. (**A**–**C**) Scatter plots comparing mRNA (**A**), RPF (**B**), and TE (**C**) log_2_ fold changes between overexpression and knockdown conditions. Genes significantly regulated in both conditions are marked in orange. All other genes are coloured grey. (**D**–**I**) As in (**A**–**C**), except examining the expression of genes with only 3′UTR (**D**–**F**) or CDS (**G**–**I**) miR-1271-5p binding sites. (**J**) Genomic context of the miR-96/183/182 polycistronic miRNA cluster and multiple sequence alignment versus miR-1271-5p. Note the similar seed regions, shaded in green. Asterisks denote bases conserved amongst all 4 miRNAs. (**K**) qPCR analysis of miR-96-5p, miR-182-5p, and miR-183-5p expression levels after miR-1271-5p knockdown and overexpression. let-7b-5p was also included to ensure any changes in the miR-196/183/182 cluster were not due to global rises in miRNA processing. Data presented as mean −ΔΔC_t_ ± SD. Expression was compared to control cells via Student’s *t*-test with post-hoc correction for multiple testing using Benjamini, Krieger, and the Yekutieli method. FDR < 0.05 was considered significant (** = FDR < 0.01).

**Figure 7:**
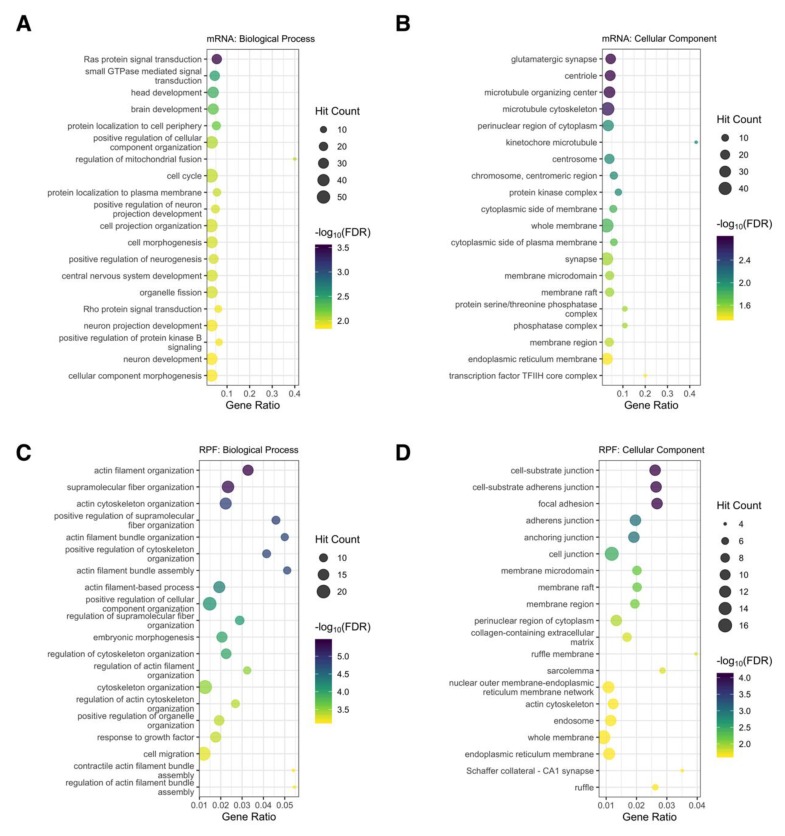
Functional analysis of directly targeted genes. (**A**) Top 20 significantly enriched biological process gene ontology terms after analysing target genes significantly downregulated at the mRNA level in the overexpression experiment. Note that the gene ratio refers to the overlap between the number of genes in the query versus the number of genes in the gene ontology term. (**B**) As in (**A**), except for depicting the top 20 cellular component gene ontologies. (**C**,**D**) As in (**A**,**B**), except after analysing target genes significantly downregulated at the RPF level.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/4/1014/s1, Supplementary Methods. Figure S1: Multidimensional scaling (MDS) plots. Figure S2: Biological coefficient of variation (BCV) plots. Figure S3: Relationship between miR-1271-5p target mRNA abundance and translation. Figure S4: Combined effect of 3′UTR and CDS miR-1271-5p binding sites on target mRNA expression. Figure S5: miR-1271-5p target genes interaction networks. Figure S6: Differential expression of previously identified miR-1271-5p target genes. Table S1: qPCR Primer Sequences. Table S2: Read Processing Statistics. Table S3: mRNA Level Differential Expression Analysis. Table S4: RPF Level Differential Expression Analysis. Table S5: TE Level Differential Expression Analysis. Table S6: Functional Analysis of Genes Regulated at the RPF Level. Table S7: Functional Analysis of Genes Regulated at the mRNA Level. Table S8: Functional Analysis of Genes with Significantly Altered Translational Efficiency. Table S9: List of Significantly Downregulated miR-1271-5p Target Genes. Table S10: Functional Analysis of Significantly Regulated miR-1271-5p Target Genes After Overexpression.

# Supplementary material for: Characterising the Transcriptional and Translational Impact of the Schizophrenia-Associated miR-1271-5p in Neuronal Cells
**Source:** Cells. 2020 Apr 18;9(4):1014. doi: 10.3390/cells9041014
**Supplement:** Supplementary file 1

**SUPPLEMENTARY FIGURES S1–6**

**
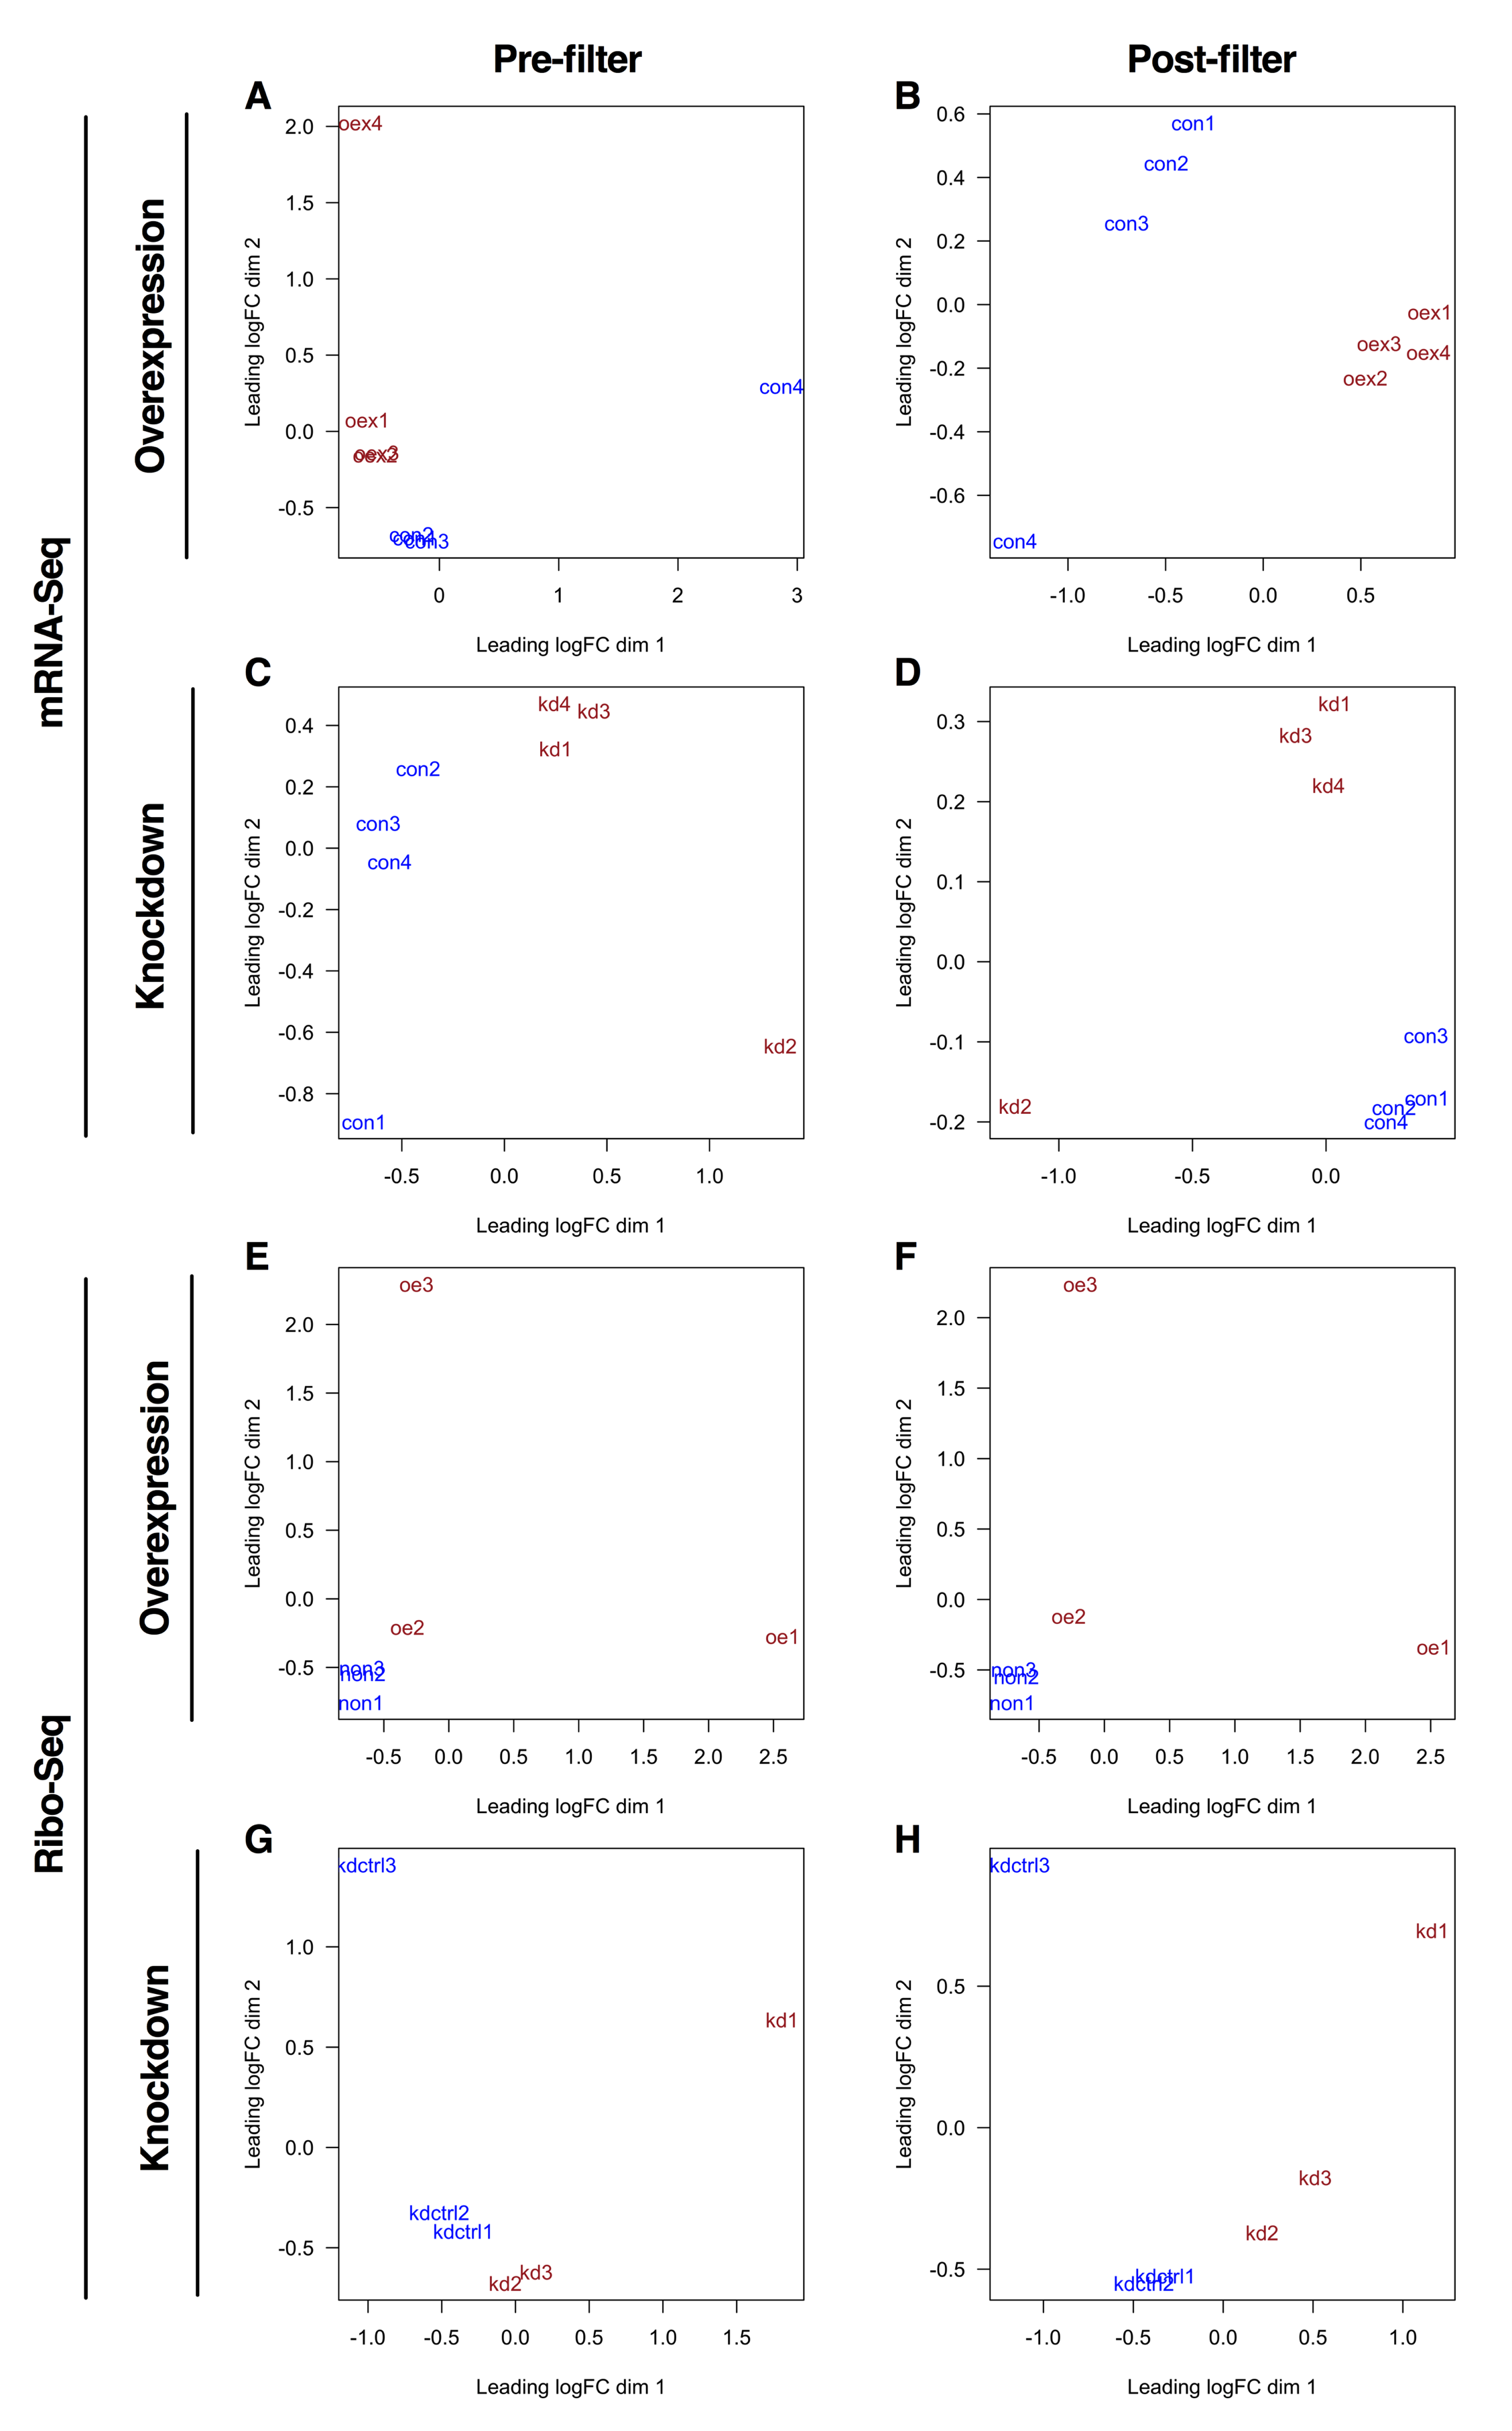
**

**Supplementary Figure 1. Multidimensional scaling plots.** Multidimensional scaling (MDS) plots of mRNA-Seq **(A–D)** and Ribo-Seq **(E–H)** read-count data before **(A, C, E, G)** and after **(B, D, F, H)** removal of low read-count genes. In general, control (blue) and treated (red) samples clustered more tightly after CPM filtration.

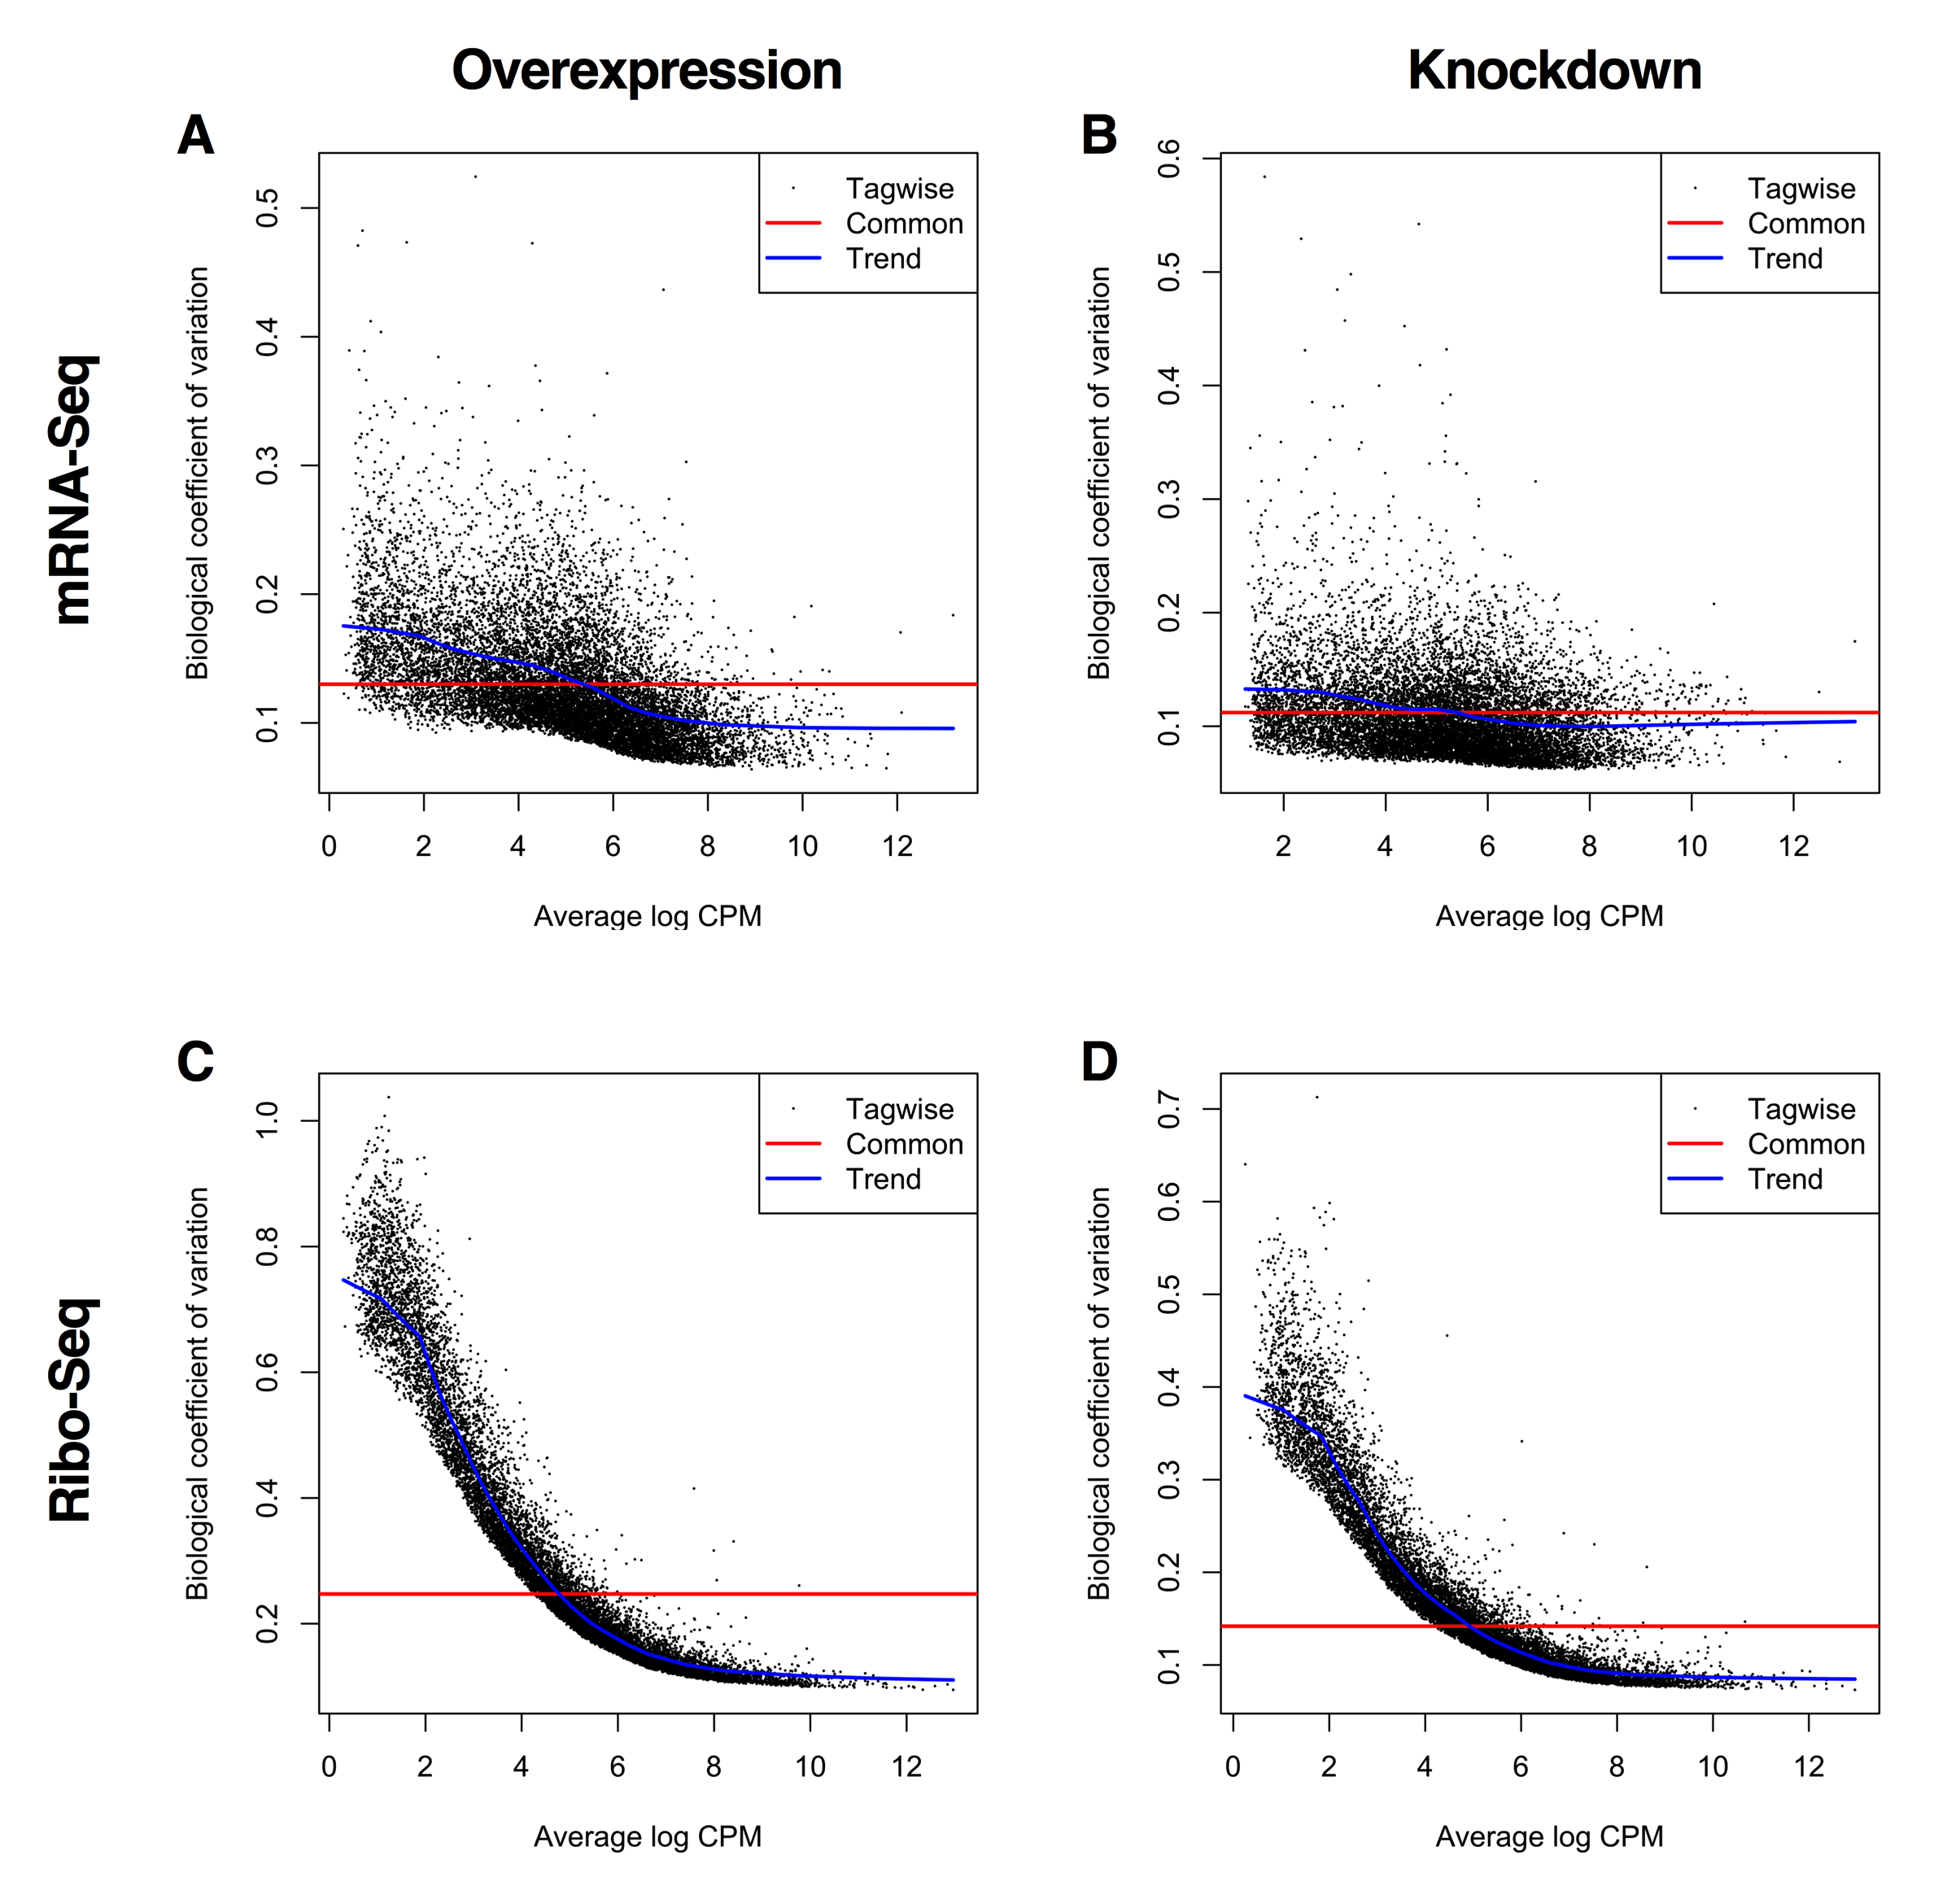

**Supplementary Figure 2. Biological coefficient of variation plots.** Biological coefficient of variation (BCV) plotted against average log_2_ counts per million for all genes in the mRNA-Seq **(A & B)** and Ribo-Seq **(C & D)** data sets for the miR-1271-5p overexpression **(A & C)** and knockdown **(B & D)** conditions. The blue trend lines indicate that biological variation was most prominent in low-read genes. Higher variation is seen in the Ribo-Seq data due to smaller sample size.

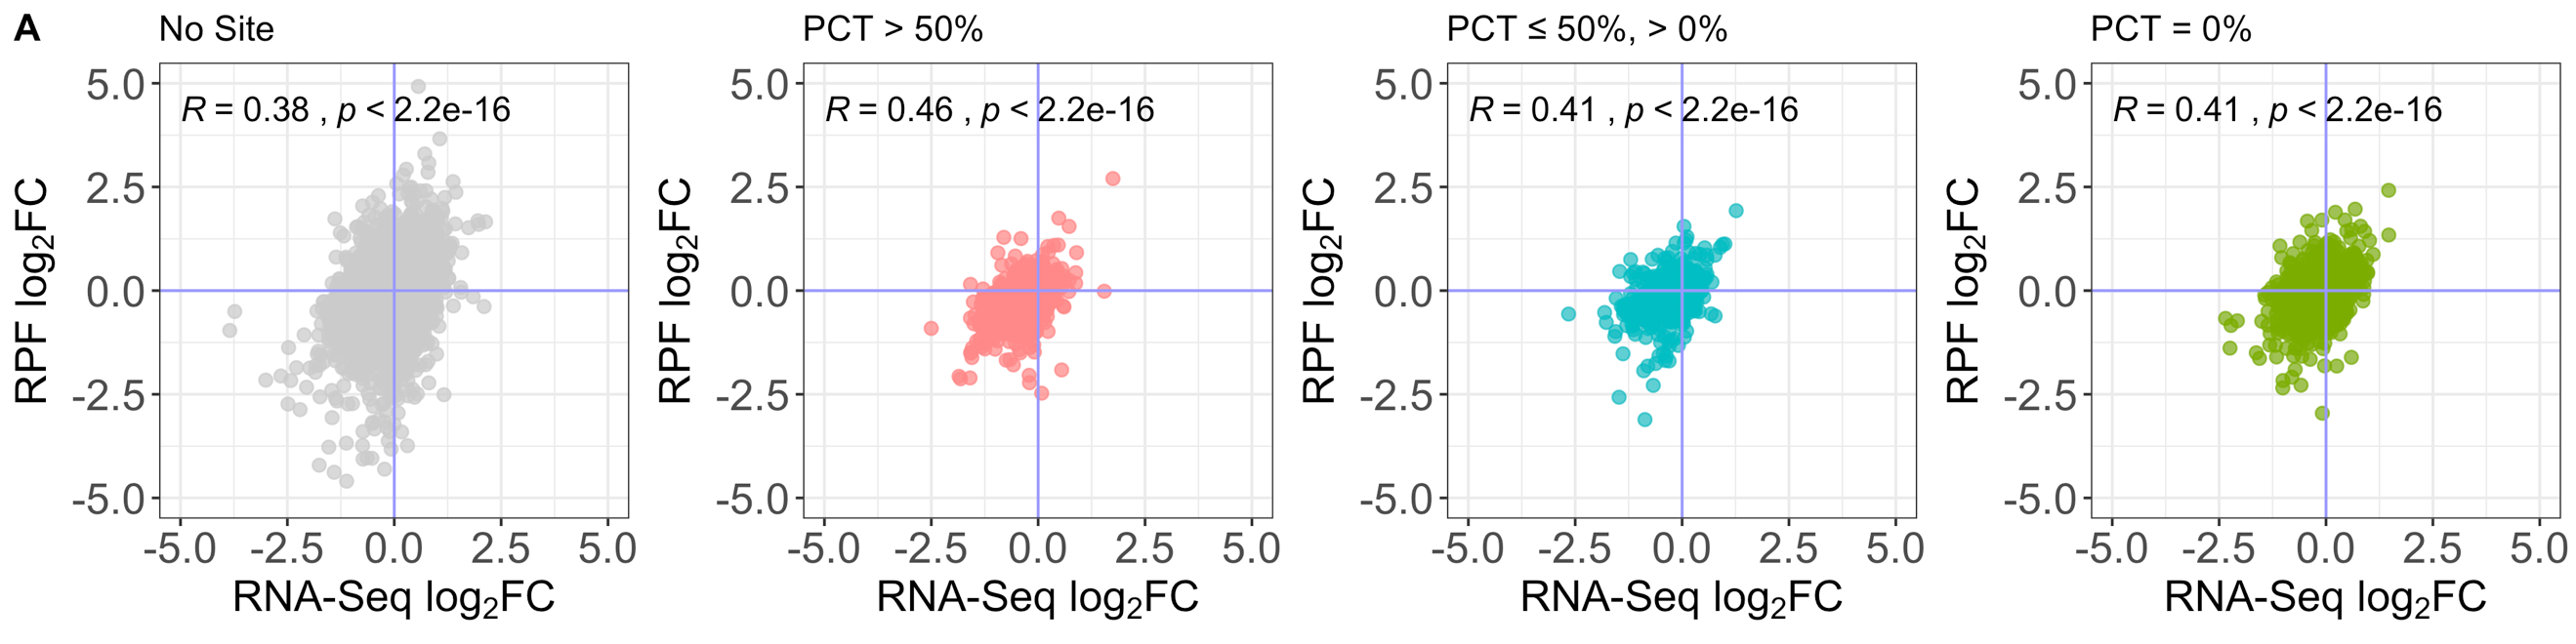

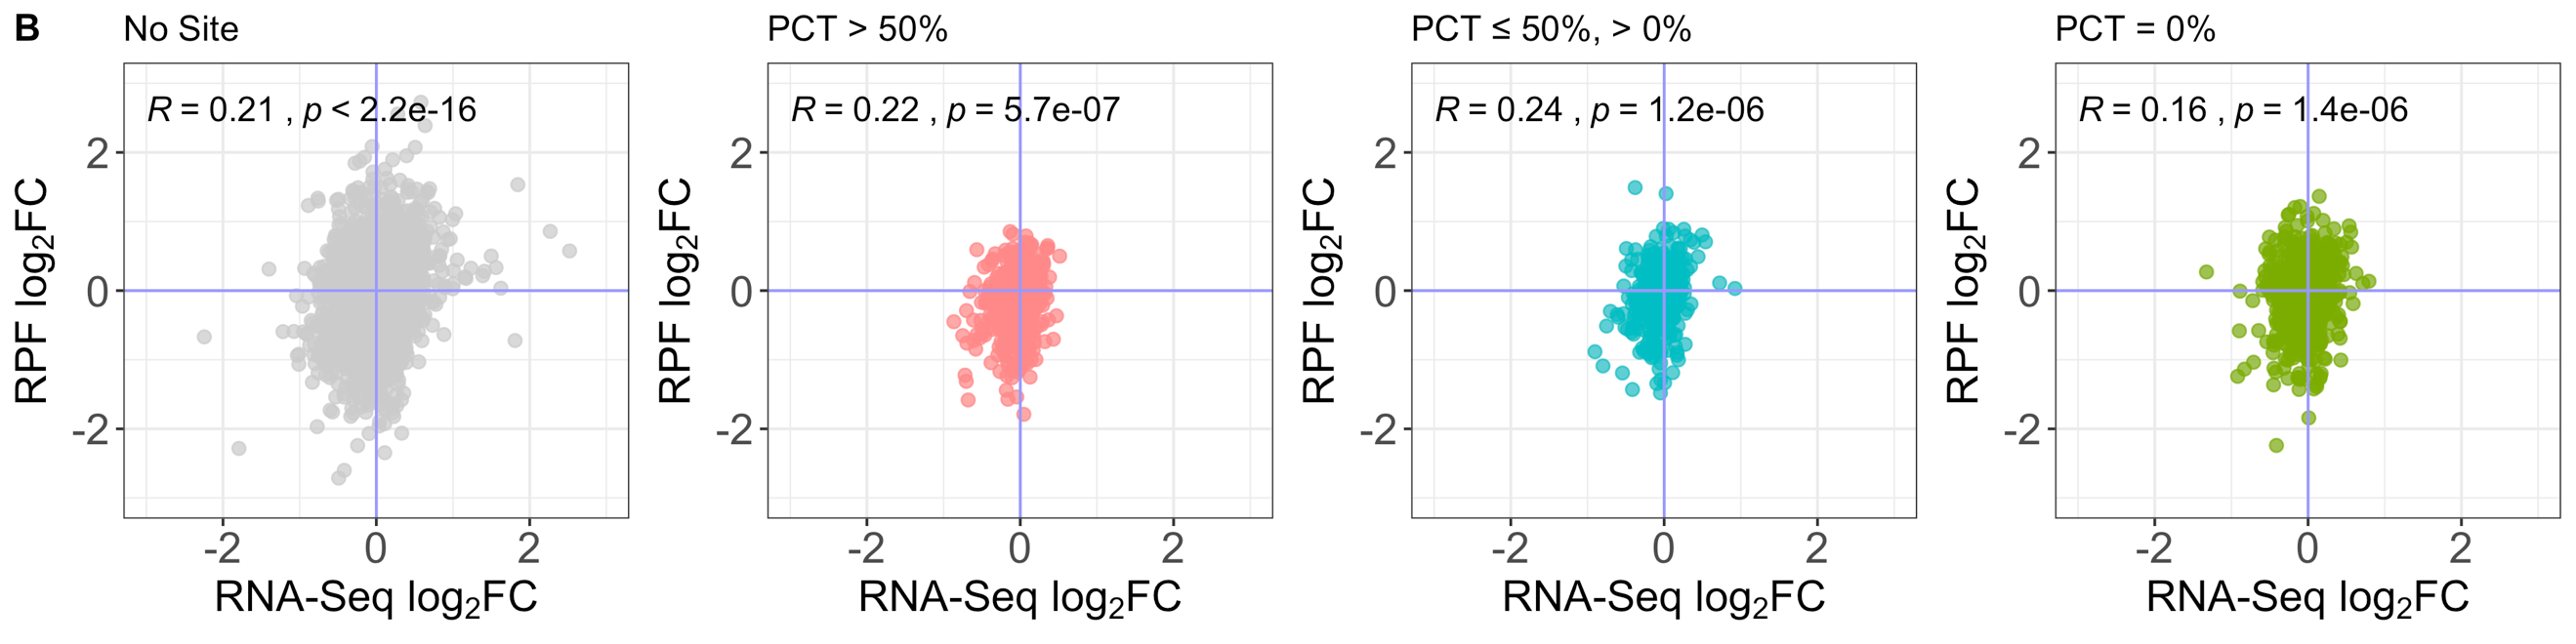

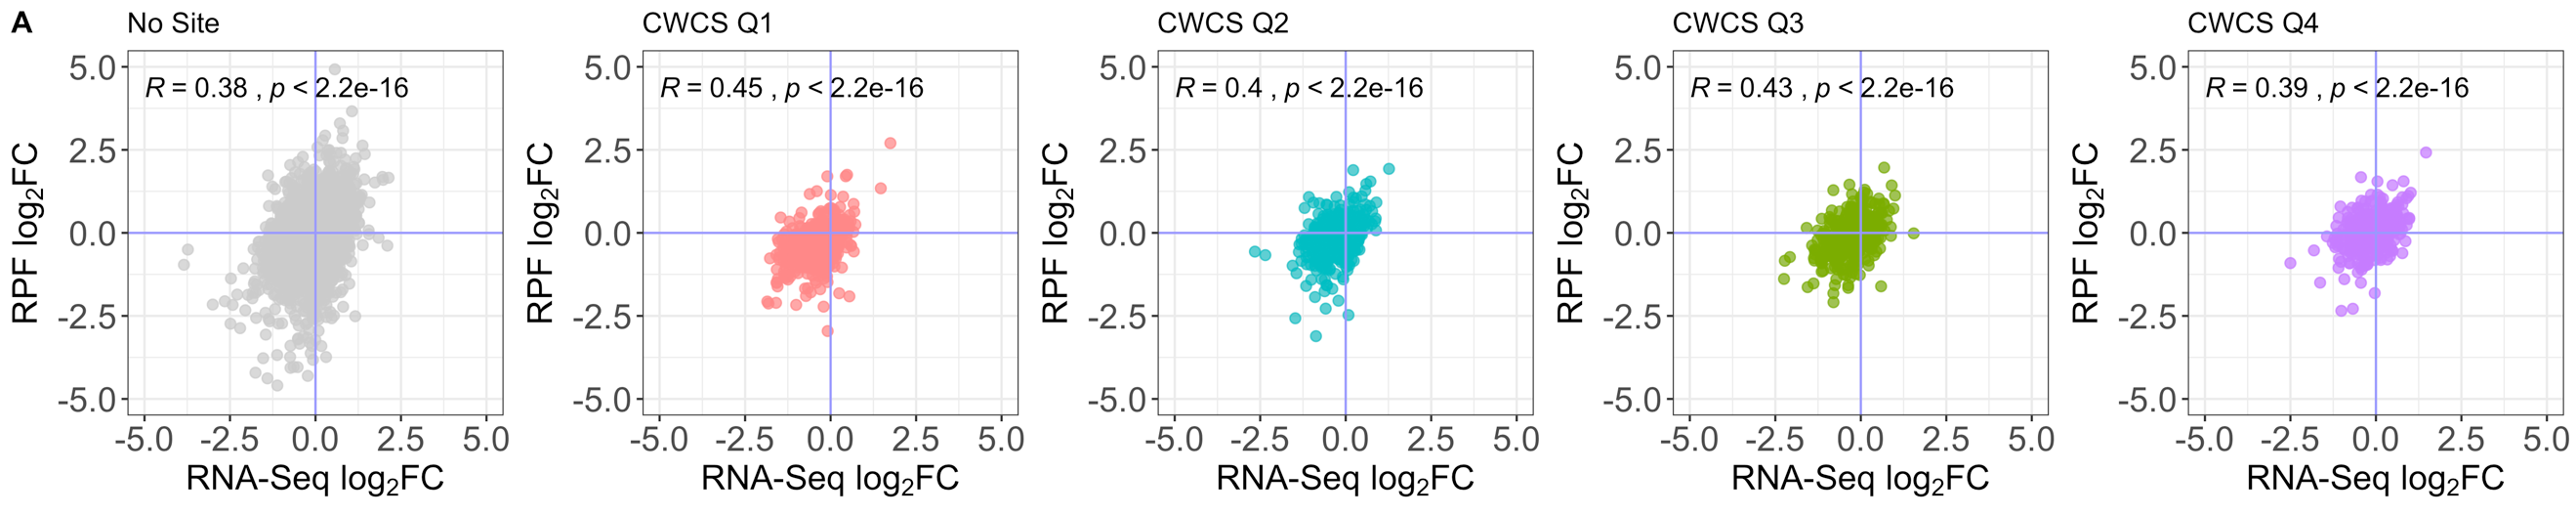

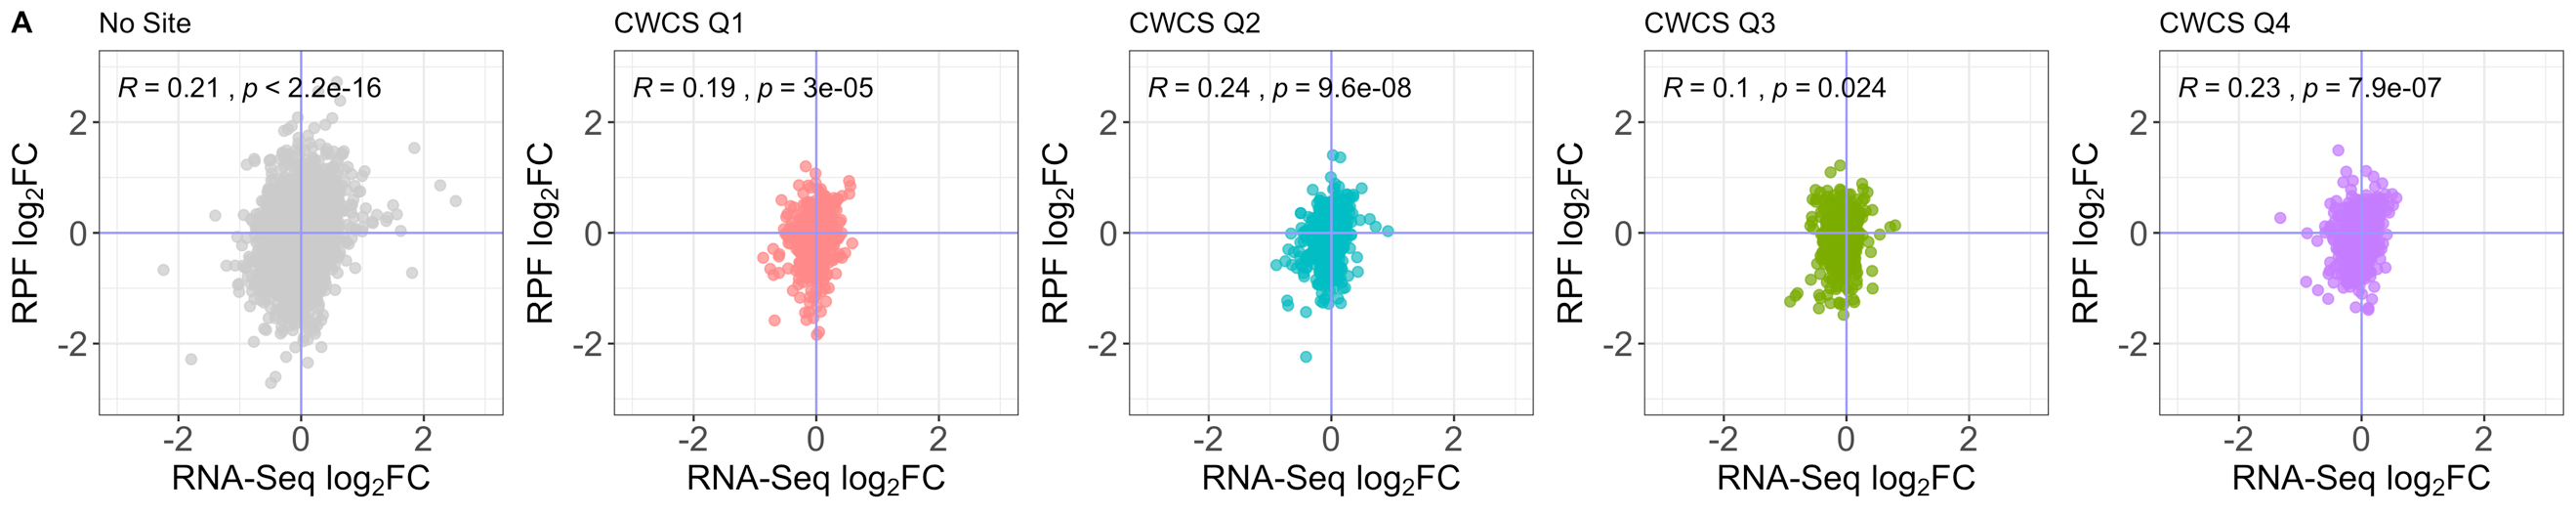

**A**

**B**

**C**

**D**

**Figure S3. Relationship between miR-1271-5p target mRNA abundance and translation. (A & B)** Comparison of miR-1271-5p target gene mRNA and RPF differential expression for the overexpression **(A)** and knockdown **(B)** experiments, after gene stratification via P_ct_ score. Pearson’s correlation coefficients and associated p values are reported top left. **(C & D)** As in **(A & B)**, except after binning target genes into quartiles via cumulative weighted context score.

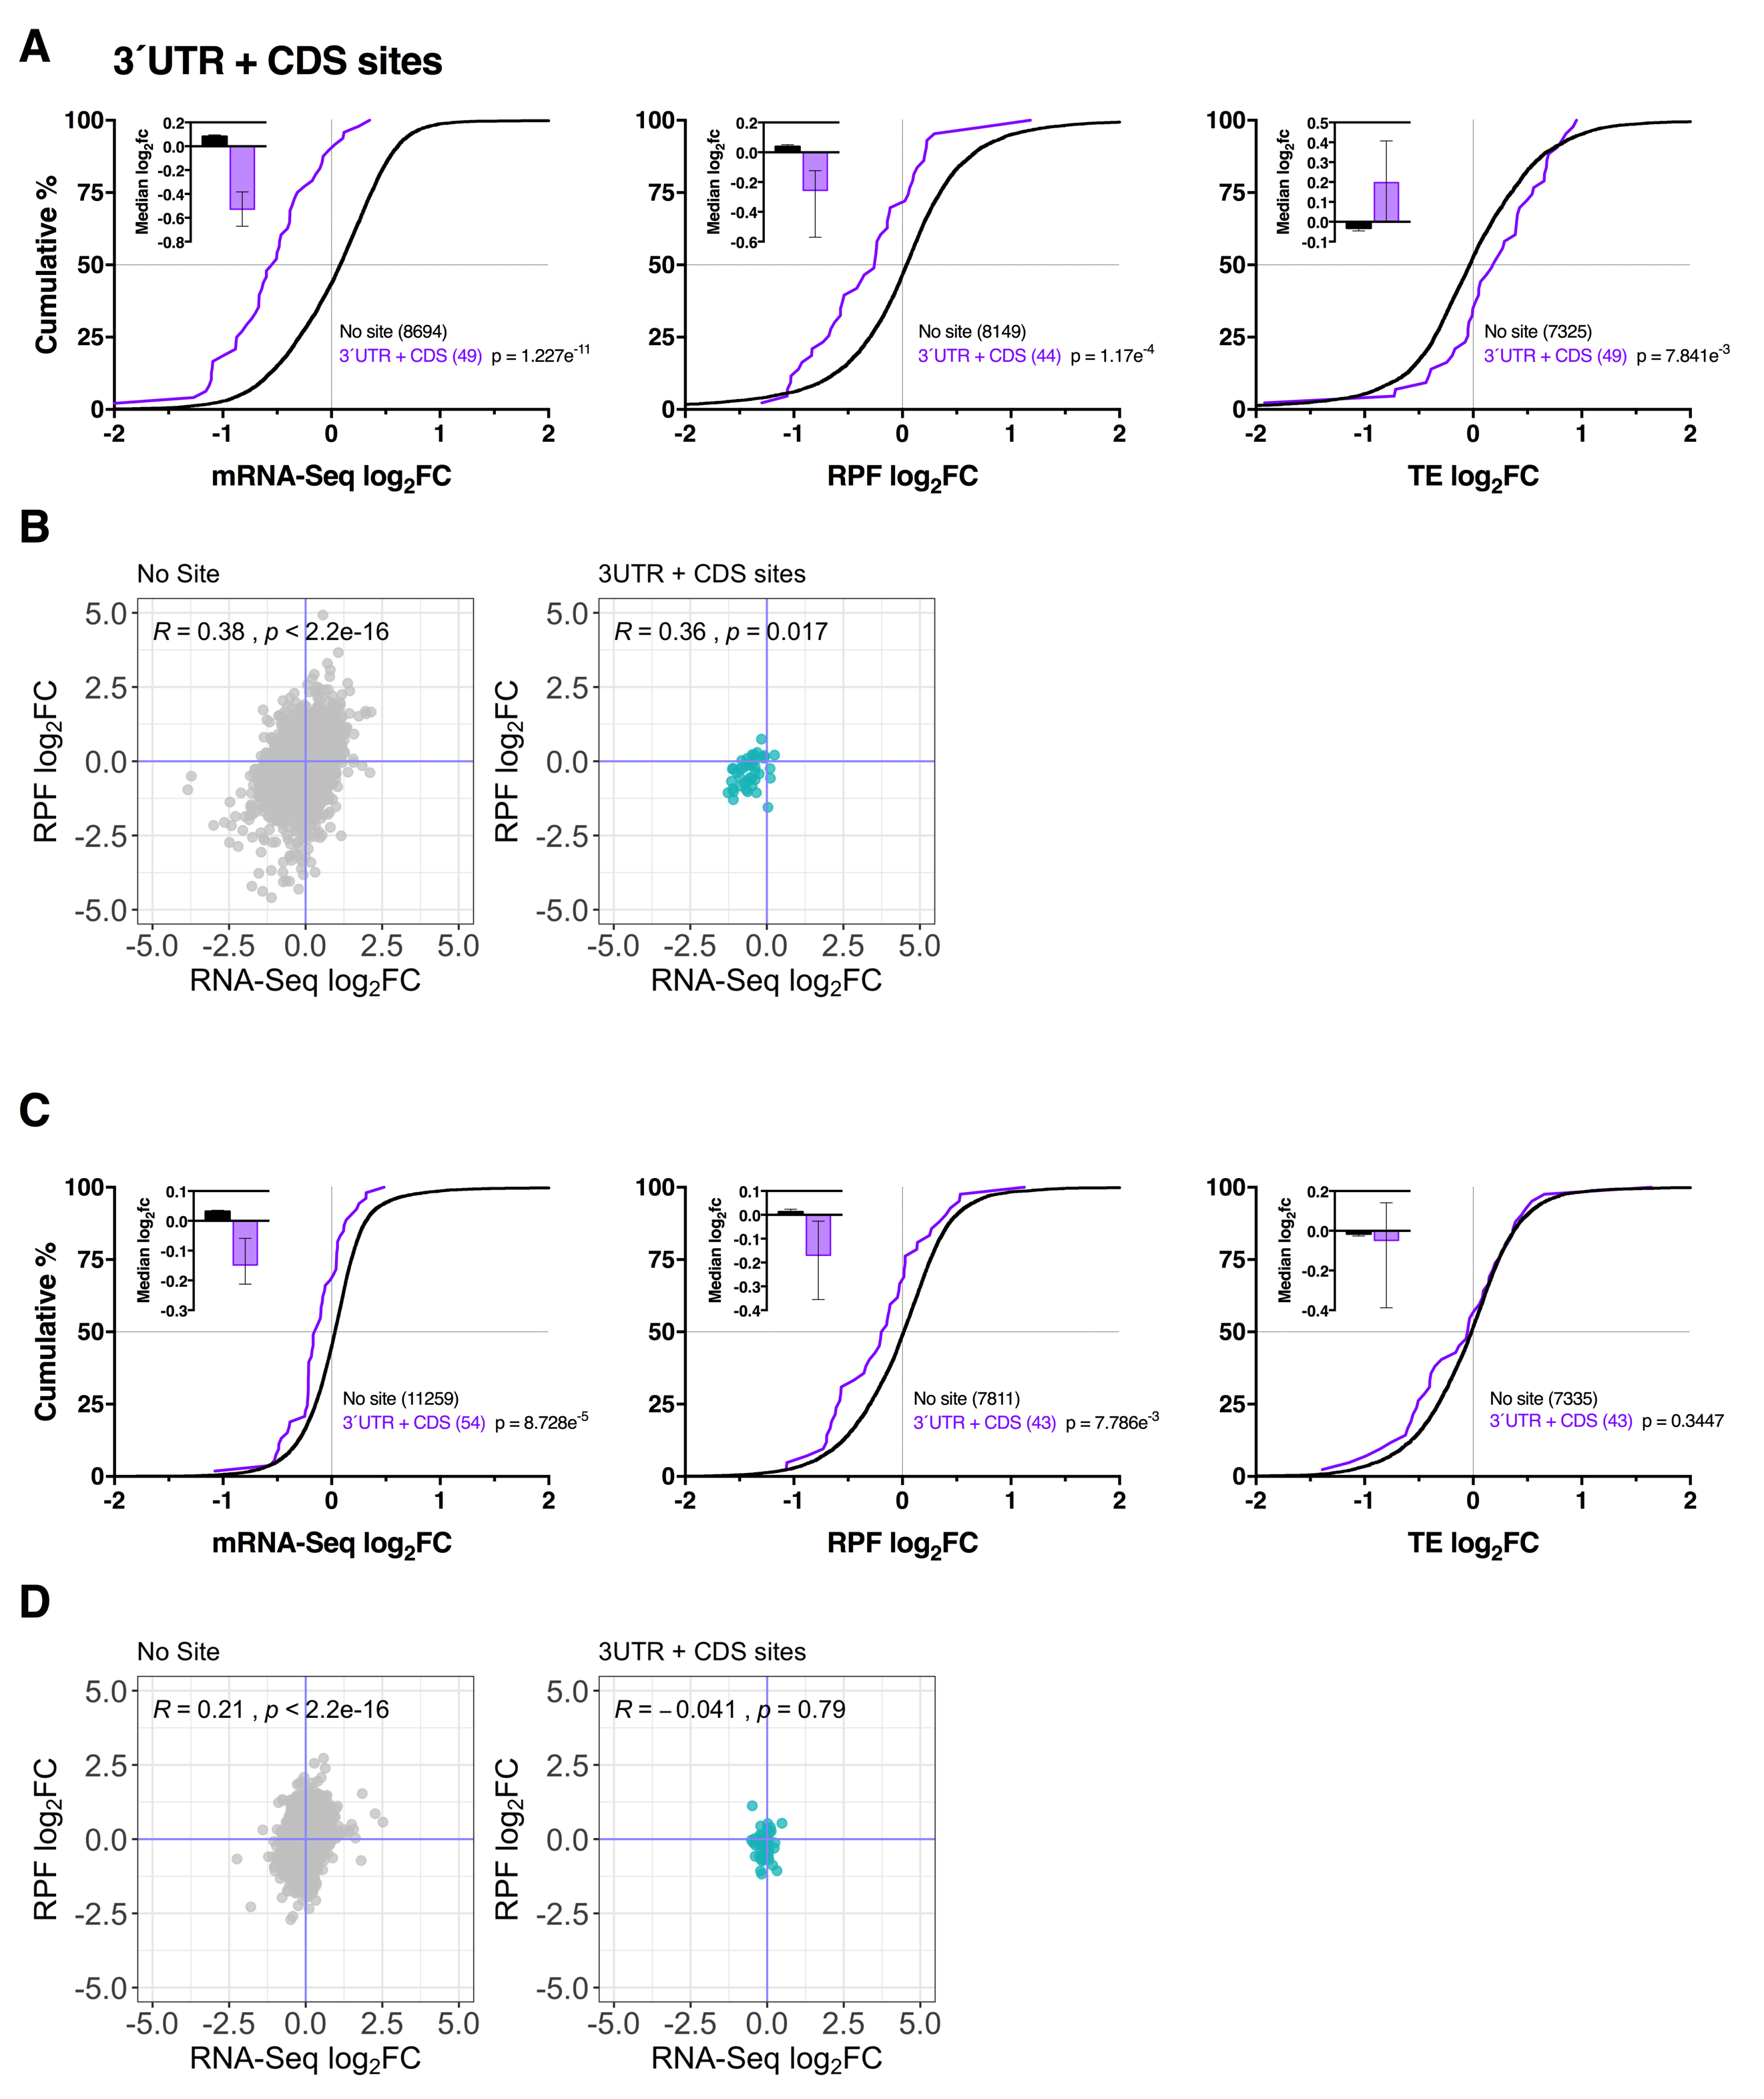

**Figure S4. Combined effect of 3´UTR and CDS miR-1271-5p binding sites on target mRNA expression. (A)** Fold change distributions of target genes containing 3´UTR and CDS binding sites after miR-1271-5p overexpression. To limit the inclusion of low-confidence interactions, only sites with CWCS or TCS < –0.2 were considered. P values calculated relative to genes with no site via two-sided Kolmogorov-Smirnov test. Median log_2_ fold changes ± 95% CI reported top left. **(B)** Comparison of mRNA and RPF changes for genes analysed in **(A).** Pearson’s correlation coefficients and associated p values are reported top left. **(C & D)** As in **(A & B**), except after miR-1271-5p knockdown.

**A**

**B**

**Figure S5. miR-1271-5p target gene interaction networks.** Interaction networks involving miR-1271-5p and target genes significantly downregulated at the mRNA **(A)** or RPF **(B)** level after miR-1271-5p overexpression. Medium confidence molecular interactions amongst target genes were obtained from the STRING database (v11.0) [1] and visualised in Cytoscape (v3.5.1) [2]. Top 50 **(A)** and 44 **(B)** nodes ranked by Edge Percolated Component (EPC) score are shown, with red nodes possessing the highest EPC scores and yellow nodes possessing comparatively lower EPC scores. Red edges represent miRNA-mRNA interactions, whereas black edges correspond to interactions amongst target genes.

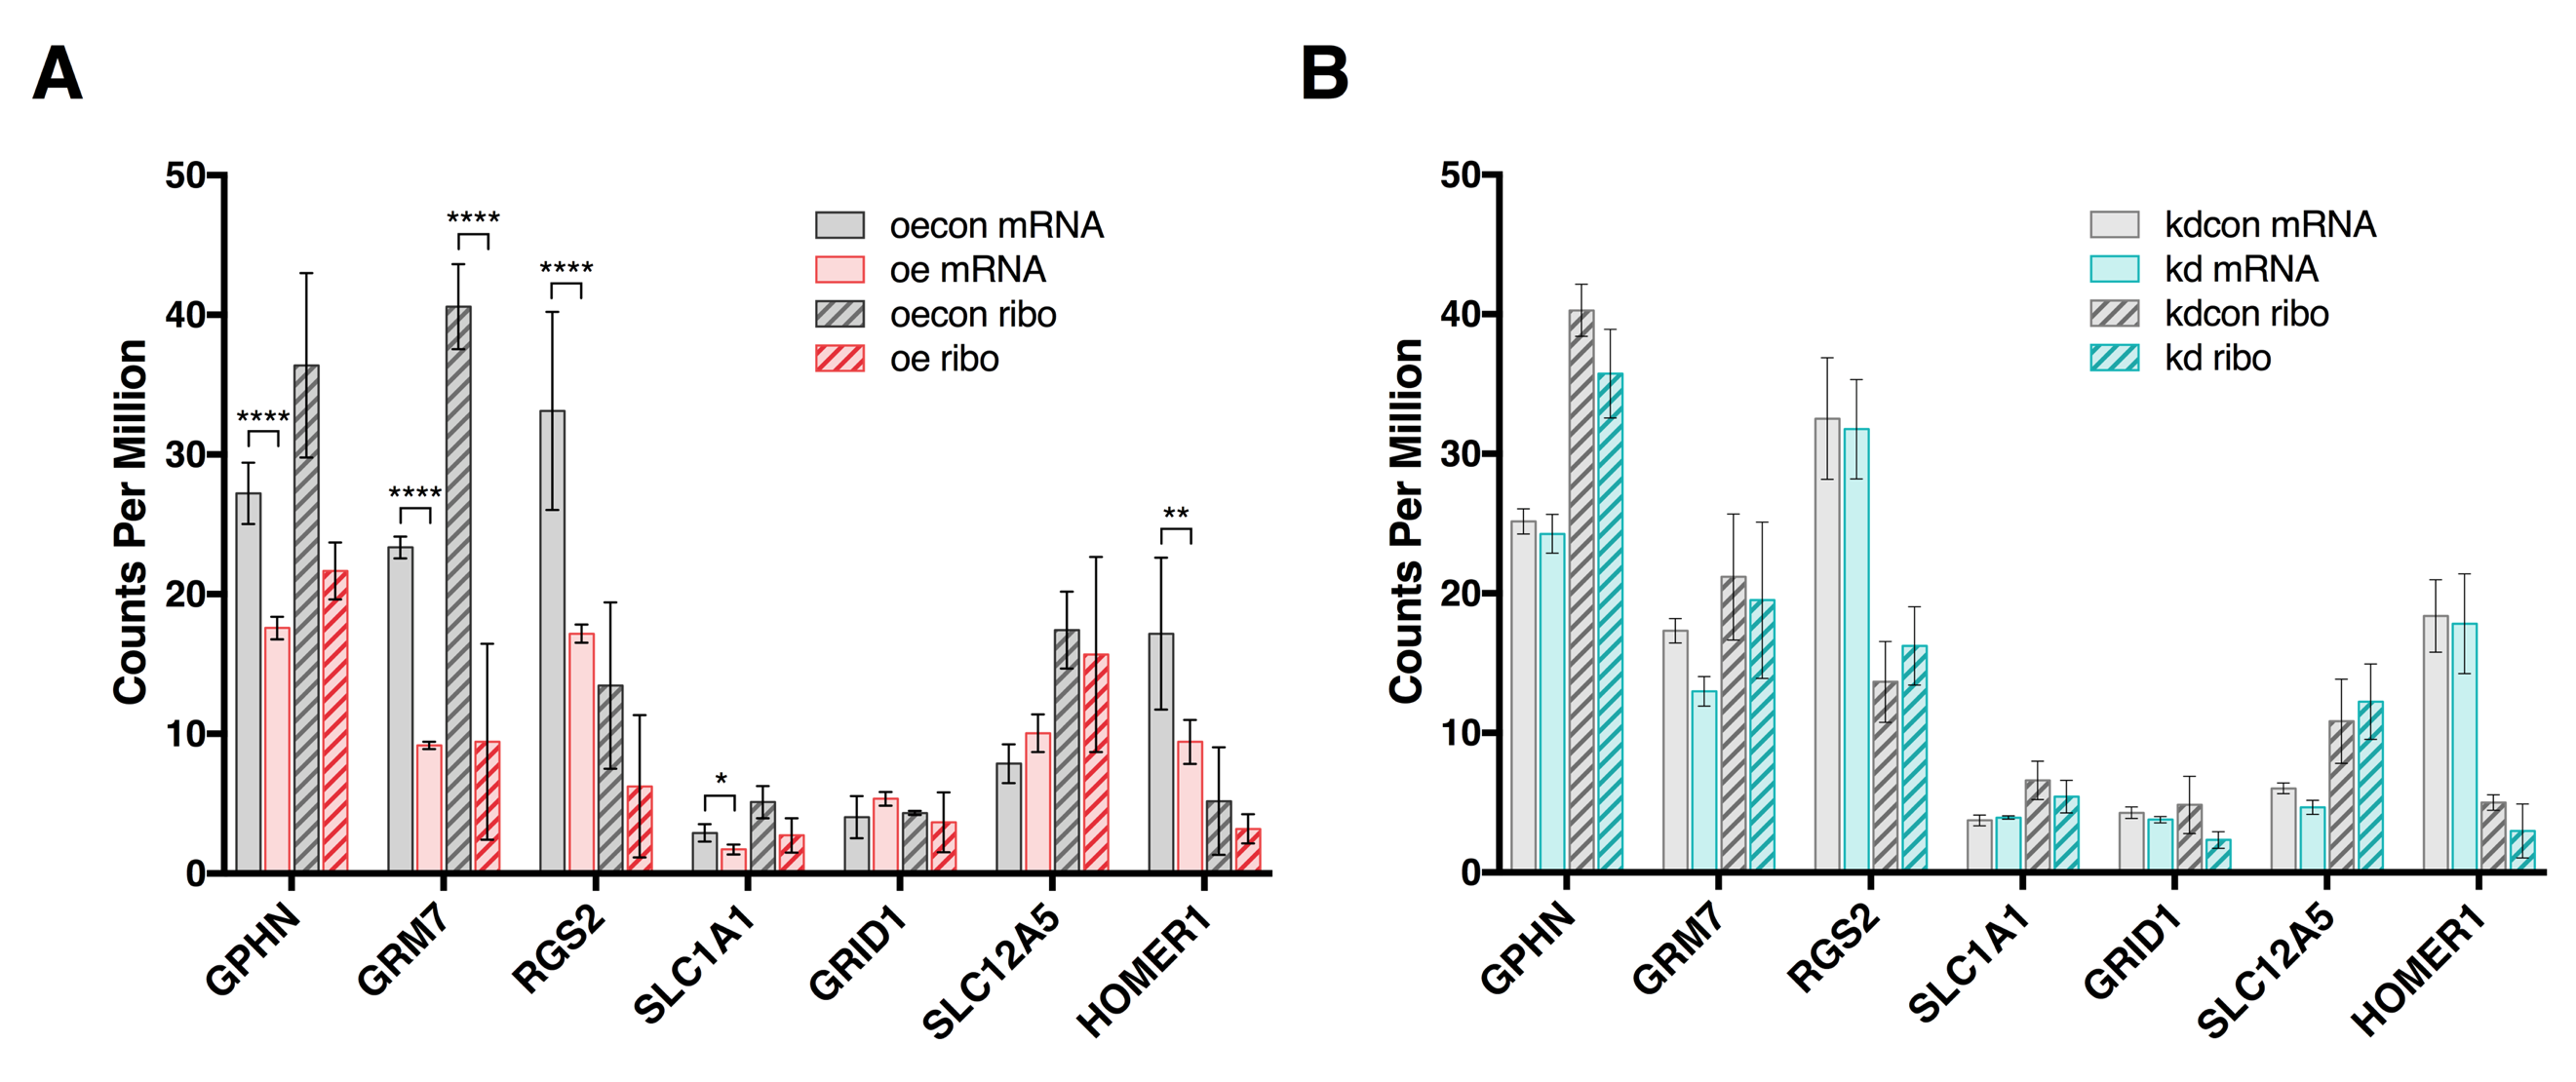

**Figure S6. Differential expression of previously identified miR-1271-5p target genes.** Expression of 7 genes common to our sequencing data sets and a previous low-throughput study conducted by Jensen and Covault [3]. Expression data from the **(A)** overexpression and **(B)** knockdown conditions are shown. Data are presented as counts per million ± SD. mRNA and RPF data were analysed separately via exact test, with FDR < 0.05 and log_2_fc > |±0.5| considered significant (* = FDR < 0.05, ** = FDR < 0.01, **** = FDR < 0.0001).

**REFERENCES**

1. Szklarczyk, D., et al., *STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets.* Nucleic Acids Res, 2019. **47**(D1): p. D607-D613.

2. Shannon, P., et al., *Cytoscape: a software environment for integrated models of biomolecular interaction networks.* Genome Res, 2003. **13**(11): p. 2498-504.

3. Jensen, K.P. and J. Covault, *Human miR-1271 is a miR-96 paralog with distinct non-conserved brain expression pattern.* Nucleic Acids Res, 2011. **39**(2): p. 701-11.

# Supplementary material for: Characterising the Transcriptional and Translational Impact of the Schizophrenia-Associated miR-1271-5p in Neuronal Cells
**Source:** Cells. 2020 Apr 18;9(4):1014. doi: 10.3390/cells9041014
**Supplement:** Supplementary file 1

**Characterising the Transcriptional and Translational Impact of the Schizophrenia-associated mir-1271-5p in Neuronal Cells**

**Supplementary Methods**

**Ribosome profiling**

Ribosome profiling was conducted using the Illumina TruSeq Ribo Profile kit (H/M/R) kit as per the manufacturer’s instructions, with minor amendments. After miR-1271-5p transfections, cells were incubated in warm culture medium supplemented with 0.1mg/mL cycloheximide (CHX) for 1 min to inhibit translation. Cells were then washed with ice-cold PBS supplemented with CHX, after which 1mL of Mammalian Lysis Buffer (Table 1) was added to each well.

**Table 1. Mammalian Lysis Buffer Formula**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| 5x Mammalian Polysome Buffer | 200 |
| 10% Triton X-100 | 100 |
| 100mM DTT | 10 |
| DNase I (1U/µL) | 10 |
| 50mg/mL cycloheximide | 2 |
| 10% NP-40 | 10 |
| Nuclease-free water | 668 |
| Final volume | 1,000 |

Harvest of cells was then executed via extensive scraping on ice, with lysate collected in fresh tubes chilled on ice, shredded by 25-gauge needle, then incubated on ice for 10 min with periodic inversions. Lysates were subsequently clarified by centrifugation (20,000 x g, 4°C, 10 min) and aliquoted into fresh tubes for ribosome profiling or conventional RNA extractions. At total of ~1mL lysate was recovered from each sample.

For ribosome footprinting, 90U TruSeq Ribo Profile Nuclease (determined by RNase titration) was added to 300µL clarified lysate for 45 min at room temperature with gentle mixing, with reactions stopped via addition of 15µL SUPERase In RNase Inhibitor (Invitrogen). Samples were then concentrated to ~100µL via vacuum centrifugation, after which ribosome protected RNA (RPFs) was purified with MicroSpin S-400 HR columns (GE Healthcare). Columns were first equilibrated with 3mL of 1X Mammalian Polysome Buffer, prior to the addition of 100µL nuclease-digested RPF samples and centrifugation (600 x g, room temp, 2 min). The flow-through was then supplemented with 10µL 10% SDS, following which RNA was purified using a RNA Clean & Concentrator-25 kit (Zymo Research), with samples eluted in 26µL nuclease-free water.

Library preparation was then conducted as per the manufacturer’s instructions. Ribosomal RNA was firstly depleted from purified RPF RNA using the Ribo-Zero rRNA Removal kit (Illumina), with minor amendments to the manufacturer’s protocol. Specifically, the 50°C incubation step during rRNA removal was omitted, while in addition, rRNA-depleted samples were purified via RNA Clean & Concentrator-5 kit (Zymo Research) and eluted in 11µL nuclease-free water. RPFs were then size selected via 12% denaturing urea-polyacrylamide gel electrophoresis (PAGE) as follows. RPF samples were combined with an equal volume of denaturing gel loading dye and denatured at 95C for 5 min, followed by incubation on ice prior to loading. After pre-running the gel for ~20–30 min, samples were loaded and run at 38W for 90 min to ensure defined band separation. Gels were then stained in darkness with SYBR Gold for 5 min at 4°C, briefly visualised under UV transilluminator and bands ~28–30nt were excised. For purification of RPFs, gel slices were shredded and supplemented with nuclease-free water (400µL), 5M ammonium acetate (40µL) and 10% SDS (2µL). After incubation overnight at 4°C with gentle mixing, gel pieces were removed via 0.22µm Costar Spin-X filter tubes (Corning; 2,000 x g, 3 min) and RPFs were precipitated via the addition of glycogen (2µL) and 100% isopropanol (700µL). After incubation at –20°C for 2 hours, samples were centrifuged (12,000 x g, 4°C, 20 min), RNA pellets were washed with fresh, ice-cold 80% EtOH, then air-dried. Samples were subsequently resuspended in 20µL nuclease-free water.

To prepare RPFs for reverse transcription, end repair was conducted by firstly incubating samples with 7.5µL TruSeq Ribo Profile PNK (Polynucleotide Kinase) buffer (94°C, 25 min), followed by the addition of 3µL TruSeq Ribo Profile PNK and 44.5µL nuclease free water, with samples incubated at 37°C for 1 hour. After clean-up via RNA Clean & Concentrator-5 kit, 1µL TruSeq Ribo Profile 3´ adapter was added and samples were heat denatured (65°C, 2 min). Adapter ligation was then performed by supplementing samples with 6µL ligation master mix (3.5µL TruSeq Ribo Profile Ligation Buffer, 1µL 100mM DTT, 1.5µL TruSeq Ribo Profile Ligase) and incubation at 23°C for 2 hours, followed by the addition of 2µL TruSeq Ribo Profile AR Enzyme and further incubation at 30°C for 2 hours.

Reverse transcription was subsequently performed via the addition of 13µL reverse transcription master mix (Table 2), with samples incubated at 50°C for 30 min. 1µL of TruSeq Ribo Profile Exonuclease was then added to each reaction, after which samples were then incubated with the following program: 37°C for 30 min, 80°C for 15 min, 4°C hold. Samples were then diluted to 50µL total volume with nuclease-free water, after which reactions were cleaned-up via RNA Clean & Concentrator-5 kit. Size selection of cDNA fragments was then performed via 10% native page, with 70-100nt fragments purified as above.

**Table 2. Reverse transcription master mix components**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| TruSeq Ribo Profile RT Reaction Mix | 4.5 |
| 100mM DTT | 1.5 |
| Nuclease-free water | 6 |
| EpiScript RT | 1 |
| Final volume | 13 |

Amplification of cDNA libraries prior to sequencing was achieved utilizing a circularisation PCR method to reduce skewing of libraries towards highly abundant cDNAs, which may result in decreased library complexity. cDNA templates were firstly circularised via the addition of CircLigase master mix (Table 3) and incubation at 60°C for 2 hours. A 5µL aliquot of each circularised sample was then combined with PCR master mix (Table 4), with each sample receiving a unique index PCR primer for downstream library multiplexing. A total of 12 PCR cycles were run as per the following program;

98°C for 30 seconds.

12 cycles of:

94°C for 15 seconds.

55°C for 5 seconds.

65°C for 10 seconds.

Final hold at 4°C.

PCR products were then purified using 90µL Agencourt AMPure XP beads (Beckman Coulter) according to the manufacturer’s instructions, after which ~140 – 160bp cDNA libraries were separated from adapter diamers (~113bp) via 8% native PAGE (38W, 70 min, 1% TBE). Libraries were then validated and quantified by running 1µL of each sample on an Agilent High Sensitivity DNA bioanalyzer chip, after which libraries were normalized to 1nM, pooled (10µL of each library). Prior to sequencing, the combined library was denatured with Sodium hydroxide (200mM) and further diluted with HT1-buffer to a final concentration of 1.8pM. This diluted library was subjected to 76 single end sequencing cycles using the Illumina NextSeq500 benchtop sequencer.

**Table 3. cDNA master mix components**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| TruSeq Ribo ProfileCL Reaction Mix | 4 |
| ATP | 2 |
| MnCl_2_ | 2 |
| CircLigase | 2 |
| Final volume | 10 |

**Table 4. PCR master mix components**

| **Reagent** | **Volume (µL)** |
| --- | --- |
| Nuclease-free water | 16 |
| TruSeq Ribo Profile Forward PCR Primer | 2 |
| TruSeq Ribo Profile Index PCR Primer | 2 |
| 2x Phusion Master Mix (NEB) | 25 |
| Final volume | 45 |

**mRNA sequencing**

mRNA sequencing was conducted using the TruSeq Stranded mRNA Library Preparation Kit, according to the manufacturer’s instructions. For each sample, 1µg of high quality (RIN ≥ 8.5) total RNA was diluted to a final volume of 50µL in nuclease-free water and combined with 50µL of oligo-dT RNA purification beads. After gentle mixing, poly(A) RNA was bound to beads via incubation at 65°C for 5 min then room temperature for 5 min. Beads were then concentrated via magnetic stand (5 min), following which supernatant was discarded and unbound RNAs were removed by washing beads with 200µL Bead Washing Buffer (BWB). RNAs bound to oligo-dT beads were then eluted via the addition of 50µL Elution Buffer and incubation at 80°C for 2 min, followed by a 25°C hold. To further purify mRNA from non-specifically bound rRNAs, mRNA was rebound to oligo-dT beads with 50µL Bead Binding Buffer, samples were incubated (room temperature, 5 min), beads were pelleted via magnetic stand and unbound RNA was removed via washing with 200µL BWB.

To fragment and prime the remaining mRNA for reverse transcription, beads were resuspended in 19.5µL Fragment, Prime, Finish Mix and incubated at 94°C for 8 min. Magnetic beads were then pelleted and 17µL of supernatant was collected from each sample for further processing. For first strand synthesis, 8µL of First Strand Synthesis Act D Mix with SuperScript II (1µL SuperScript II per 9µL FSS Act D Mix) was added to each sample and reactions were developed under the following conditions; 25°C for 10 min, 42°C for 15 min, 70°C for 15 min, 4°C hold. Second strand synthesis was immediately conducted by adding 20µL of Second Strand Marking Master Mix followed by incubation at 16°C for 1 hour. Samples were then brought up to room temperature and cDNA was purified using 90µL AMPure XP beads (Beckman Coulter), according to the manufacturer’s instructions, with cDNA eluded in 17.5µL Resuspension Buffer (~15µL recovered per sample).

Single adenosine nucleotides were then added to 3´ ends for prior to adapter ligation by adding 12.5µL A-Tailing Mix and incubating samples as per the following program; 37°C for 30 min, 70°C for 5 min, 4°C hold. Adapter ligation was immediately performed by adding 2.5µL Ligation Mix and 2.5µL RNA Adapter Index, with each sample receiving a unique adapter index sequence for downstream library demultiplexing. Reactions were then incubated at 30°C for 10 min and halted via the addition of 5µL Stop Ligation Buffer. Adapter ligated cDNA was then purified via using 42µL AMPure XP Beads, with samples eluted in 52.5µL Resuspension Buffer (~50µL recovered per sample). To ensure successful purification of cDNA, a second purification step was performed using 50µL AMPure XP Beads, with samples eluted in 22.5µL Resuspension Buffer (~20µL recovered per sample).

PCR amplification was next conducted by supplementing samples with 5µL PCR Primer Cocktail and 25µL PCR Master Mix, followed by 15 cycles of PCR as per the following program;

98°C for 10 seconds.

15 cycles of;

98°C for 10 seconds.

60°C for 30 seconds.

72°C for 30 seconds.

72°C for 5 min.

Hold at 4°C.

Amplified cDNA was subsequently purified using 50µL AMPure XP Beads, with samples eluted in 32.5µL Resuspension Buffer (~30µL recovered per sample). Libraries were then validated and quantified by running 1µL of each sample on an Agilent High Sensitivity DNA bioanalyzer chip, after which libraries were normalized to 2nM, pooled (10µL of each library). Prior to sequencing, the combined library was denatured with Sodium hydroxide (200mM) and further diluted with HT1-buffer to a final concentration of 1.8pM. This diluted library was subjected to 151 single end sequencing cycles using the Illumina NextSeq500 benchtop sequencer.

**Processing of sequencing data**

*Ribosome profiling*

Raw bcl files obtained via the NextSeq 500 were in Phred33 encoding, stranded and single end. These files were demultiplexed and converted to fastq format via *Bcl2fastq* (version 2.2, Illumina) using the following command;

bcl2fastq --sample-sheet <sample.sheet>.csv -o <output.directory>

Note that no adapter sequences were included in the sample sheet to prevent automatic adapter trimming, which masks adapter sequences if the final read is < 35 nt. Output fastq files were subsequently decompressed and lane data were then merged for each sample. Quality control reports were then generated via *FastQC* (version 0.11.5) with the following command;

fastqc <input>.fastq

The *FastQC* reports were manually inspected for per base quality, as well as overrepresented sequences and adapter content. Removal of adapters was next executed via *Cutadapt* (version 1.14);

cutadapt -A AGATCGGAAGAGCACACGTCT -o <output>.fastq <input>.fastq

After assessing efficacy of adapter removal by *FastQC*, *Cutadapt* was then used to further process fastq files. Although read quality was exceptionally high for all samples, reads were trimmed from the 3´ end based on Phred33 quality score to ensure all 3´ ends were of good quality. In addition, reads between 25 – 40nt were selected for further analysis;

cutadapt --nextseq-trim 20 -m 25 -M 40 -o <output>.fastq <input>.fastq

Since single 5´ nucleotides are often added in an untemplated manner during library preparation [1], these were next removed by *Cutadapt*;

cutadapt -u 1 -o <output>.fastq <input>.fastq

As Ribo-Seq libraries often exhibit unintended carry-over of small non-coding RNAs, we next aligned processed reads to a fasta reference file (containing rRNA, miRNA, snRNA and snoRNA sequences) with *Bowtie2* (version 2.2.6) and retained unaligned reads for further analysis;

bowtie2 -L 20 --un <unaligned.reads>.fastq -x </path/to/noncoding.RNA.bt2.index> -U <input>.fastq -S <noncoding.RNA.alignments>.sam

Alignment to the reference genome (NCBI GRCh38, obtained from Illumina iGenomes) was then conducted using *Tophat2* (version 2.2.1), with the output encoded in bam format (default);

tophat --GTF <path/to/ncbi.grch.38.gtf --num-threads 1 --no-novel-juncs --output-dir <output.directory> <input>.fastq

Finally, reads aligning to features were counted using *HTSeq* (version 0.7.2). Using default parameters, reads were assumed to be stranded and sense relative to the genome (as indicated by Illumina). To ensure that small noncoding RNA reads *not* removed by *Bowtie2* were not counted, a reference genome with rRNA, miRNA, snRNA and snoRNA loci omitted was used to guide read-counting;

htseq-count -f bam <input>.bam <reference.genome>.gtf > <read.counts>.txt

*mRNA sequencing*

Demultiplexing of single stranded mRNA libraries was conducted with *Bcl2fastq*, with adapter sequences specified to allow for automatic adapter trimming. Merging, QC and 3´ end trimming were then performed as above. For genome alignment, *HISAT2* (version 2.1.0) and *samtools* (version 1.9) were used as follows;

hisat2 --dta -x <path/to/ncbi/grch38/hisat2/index> -U <input>.fastq -S <output>.sam

samtools view -bS <output.sam> | samtools sort - <output.sorted>.bam

Read-counting was next undertaken with *HTSeq*, with strandedness set to ‘reverse’ as these reads are antisense to the genome;

htseq-count -s “reverse” -f <input.file.format> <input>.bam <reference.genome>.gtf > <read.counts>.txt

*Analysis of alignment read distribution*

The number of reads aligning to genomic features (i.e. transcription start/stop sites, 5´UTR, CDS, 3´UTR) was conducted with RSeQC (version 2.6.4) as follows;

read_distribution.py -i <input>.bam -r hg38_Refseq.bed >> <output>.txt

*Metagene analysis and subcodon phasing*

For analysis of metagene alignment, regions of interest were firstly generated around start (50bp upstream, 300bp downstream) and stop (300bp upstream, 50bp downstream) using the *metagene generate* subscript of the *Plastid* python library;

metagene generate --annotation_files grch38.gtf --landmark cds_<start/stop> --upstream <50/300> --downstream <300/50> <roi.name>

Reads aligning around these features were then counted with *metagene count*. For this analysis, P-site offset was defined as 14nt from the 5´ end;

metagene count <start/stop.roi>.txt <output.name> --count_files <input>.bam --fiveprime --offset 14 --normalize_over <-50-300/-300-50> --min_count 50 --use_mean --max_length 151 (mRNA only)

For subcodon phasing, reads were phased around start codons using the script *phase_by_size.py* as follows;

phase_by_size.py cds.start.50.300.roi.txt <output.name> --count_files <input>.bam --fiveprime --offset 14

**Differential expression analysis**

Raw count files (*HTSeq*) from each sample were merged into a single read-count matrix, and reads classed as “no_feature”, “ambiguous”, “too_low_aQual”, “not_aligned” or “alignment_not_unique” were removed. Differential mRNA or RPF expression was then calculated via *EdgeR* (version 3.28.0) as follows. The merged read-count matrix was firstly imported into R and converted into an *EdgeR* DGEList object. A minimum counts-per-million (CPM) threshold was then used to filter out genes with low read counts across all samples. This threshold ensured that genes with a raw read count of 5 in the smallest library were removed. Library normalization factors were then calculated via trimmed mean of means (TMM) method and dispersion was estimated, after which differential expression was determined via exact test. The general analysis pipeline is presented below;

# Import edgeR library

library("edgeR")

# Import merged counts

x <- read.delim("merged.counts.txt", row.names="gene_id")

# Assign groups, matching order of columns in merged count file

group <- c("C","C","C","K","K","K")

# Create DGEList object

y <- DGEList(counts=x,group=group)

# Filter out genes with low read-counts across all samples

keep <- rowSums(cpm(y)>1.5) >= 3

y2 <- y[keep,,keep.lib.sizes=FALSE]

# Calculate normalization factors and estimate dispersion

y3 <-calcNormFactors(y2)

y3 <- estimateDisp(y3)

# Determine differential expression via exact test

et <- exactTest(y3, c("C", "K"))

Analysis of differential translational efficiency was conducted via the *RiboDiff* (version 0.2.2) package. Raw mRNA and RPF counts were firstly merged into a single matrix, after which genes surviving *edgeR* CPM thresholds were selected for further analysis. A csv file containing sample names, data types (mRNA-Seq/Ribo-Seq) and experimental conditions (overexpression control/overexpression or knockdown control/knockdown) was additionally produced to guide translational efficiency analysis. Translational efficiency was then calculated using the following script, with a p value threshold set to 1 to ensure all results were printed;

python ribodiff/scripts/TE.py -p 1 -e <phenotype.file>.csv -c <merged.counts>.txt -o <output>.txt

**Identification of mRNAs with CDS miR-1271-5p binding sites**

mRNAs containing miR-1271-5p binding sites in the CDS were predicted using perl custom prediction scripts from the TargetScan (version 6) database. This version was favoured over newer versions, which heavily assume query mRNA sequences are derived from the 3´UTR. Note that P_ct_ scores were not calculated, as the provided script uses pre-calculated 3´UTR conservation data to guide P_ct_ scoring.

Predicted binding sites were firstly generated using the *targetscan_60.pl* script, with text files containing all human representative transcript ORF sequences (TargetScan) and the miR-1271-5p seed region used as input;

./targetscan_60.pl mir.1271.family.info.txt hsa.rep.trans.orf.seq.txt <output>.txt

Binding site context+ scores were then calculated using the *targetscan_60_context_scores.pl* script, with text files containing the full miR-1271-5p sequence, ORF sequences and targetscan_60.pl output used as input;

./targetscan_60_context_scores.pl mir.1271.seq.txt hsa.rep.trans.orf.seq.txt targetscan_60.output.txt <output>.txt

miR-1271-5p-mRNA interactions were then printed to a text file containing gene ids and context+ scores in tab delimited format. This file was then imported into R and context+ scores for each gene were added to produce total context+ scores, as previously described;

# Import context+ scores

x<-read.delim("context.scores.txt", stringsAsFactors = FALSE)

y<-transform(x, context.score = as.numeric(context.score))

# Convert scores > 0 to 0 (as per Garcia et al)

y$context.score[y$context.score > 0] <- 0

# Sum context+ scores per gene

z<-aggregate(context.score~Gene.ID, data=y, FUN=sum)

**References**

1. Ingolia, N.T., et al., *The ribosome profiling strategy for monitoring translation in vivo by deep sequencing of ribosome-protected mRNA fragments.* Nat Protoc, 2012. **7**(8): p. 1534-50.
2. Garcia, D.M., et al., *Weak seed-pairing stability and high target-site abundance decrease the proficiency of lsy-6 and other microRNAs.* Nat Struct Mol Biol, 2011. **18**(10): p. 1139-46.

How the deposited data were processed for this re-analysis (not part of the article)

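Differentiated SH-SY5Y cultures were transfected with a miR-1271-5p mimic, a mimic control, a miR-1271-5p inhibitor or an inhibitor control, and each group gave 4 mRNA-Seq and 3 Ribo-Seq libraries. All 28 libraries were used, and none was left out or pooled. Labels, titles and the methods gave the same group for each library. The 4 tables of gene values, 1 per experiment and assay, were analysed separately, because the authors filtered and scaled each on its own. qPCR, small RNA measurements and undifferentiated cells were not analysed here, and TargetScan scores, gene ontology and RiboDiff were not rerun.

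For mRNA-Seq the authors demultiplexed with bcl2fastq2, trimmed poor 3′ bases with Cutadapt 1.14, aligned to NCBI GRCh38 with HISAT2 2.1.0 and counted reads per gene with HTSeq 0.7.2. For Ribo-Seq they also trimmed adapters and 1 base at the 5′ end, kept reads of 25–40 nt, removed ribosomal and other small RNA with Bowtie2 2.2.6 and aligned with Tophat2 2.2.1. They removed genes under a minimum CPM with edgeR and computed TMM factors. The deposited CPM values are counts relative to the TMM-scaled library size, so a column sums to a fixed total divided by its TMM factor. In several columns that sum passes 1.02 times the fixed total, and there the deposited unit is recorded as a signal made by the authors in the same way. Every deposited value was a whole multiple of the value of 1 read, so whole reads were recovered for 100% of the values. Reads counted to no gene had been removed by the authors.

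Depth was taken from the recovered reads. The 10 most abundant genes took 3.54 to 5.52% of the reads of a library. Deposited CPM was re-scaled with TMM, and log2(CPM + 0.5) was the log2 unit of all tests. The deposited values had been scaled by the authors before the log2 was taken here. Genes were kept at 5 reads or more in the smallest library, as CPM, in at least 3 libraries, which left out 8 of 13435 genes in mimic mRNA-Seq, 1552 of 13003 in mimic Ribo-Seq, 0 of 16633 in inhibitor mRNA-Seq and 168 of 12543 in inhibitor Ribo-Seq. Tests used R 4.3.3 and limma 3.58.1 with a mean-variance trend, Benjamini-Hochberg over the genes of a table, an adjusted p limit of 0.05 and an absolute log2 fold change limit of 0.5. TE used the genes whose symbol is in both tables of an experiment (12011 for overexpression and 12026 for knockdown before filtering). Genes listed under different symbols in the paired tables (140 and 141) were not joined. Weights by library type came from limma's arrayWeights and were 1.98 for mRNA-Seq and 0.403 for Ribo-Seq in overexpression. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. On them the edgeR exact test, the test of the paper, called 4136 genes in mimic mRNA-Seq, 749 in mimic Ribo-Seq, 736 in inhibitor mRNA-Seq and 1426 in inhibitor Ribo-Seq. DESeq2 called 4064, 669, 642 and 1236.

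Seed sites were searched in GENCODE release 44 transcripts, with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. A gene's representative transcript was the one with the longest coding sequence and, among equals, the longest 3′UTR. The sites given for single named genes are those in the 3′UTR of the MANE Select transcript. Sites were 8mer, 7mer-m8 and 7mer-A1 matches without a context score. The groups by site type and the CDS group leave out genes with a site in the other region, and the group of all 3′UTR site genes does not. Groups were tested with camera at an inter-gene correlation of 0.01, with fry beside it, and by an exact permutation test of per-library scores over all splits of the libraries, 2-sided. As a comparison, 200 control heptamers per region were drawn that occur in a number of genes within 15% of that of the seed sites.

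Gene families (nucleosome, extracellular matrix and adhesion, mitochondrial inner membrane and ribosome, wnt signalling, axon guidance) were picked by symbol from the ontologies the paper names. Other lists were neuronal markers, previously reported targets, interferon response, stress response, proliferation and cytosolic ribosomal proteins. The genes given by name are every gene the paper names and, for each of the 4 tables, the 2 genes with the largest rise and the 2 with the largest fall among called genes whose treated libraries all lie on one side of all controls and whose mean CPM is at least 5.

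Trends with transcript GC content and with CDS length were removed per library by lowess with a span of 0.3. Alternatives covered scaling, pseudocounts, filters, tests, library weights, site types, transcript choice, matched comparison groups and leaving out each library. The replicate numbers of treated and control cultures were checked as a pairing and did not pair the libraries, so no pairing entered the fits.

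The code was tested on simulated data, reads drawn from a negative binomial distribution with the mean abundance, dispersion and depth of each table. Of genes changed on purpose, 97% of 200 were called in mimic mRNA-Seq, 53.6% of 399 in mimic Ribo-Seq and 17.5% of 200 in mimic TE. These genes had a mean of at least 5 CPM in both assays, and the change put in was larger than the limit for a call. In the inhibitor design 99.5%, 86.5% and 70% were called. False calls were 3.00% of calls in mimic mRNA-Seq, 5.31% in mimic Ribo-Seq, 16.7% in mimic TE and at most 6.67% in the inhibitor design. With no change put in, 0 genes were called in every design, with an unadjusted p under 0.05 in 4.68 to 5.60% of genes. The libraries of these simulations carried no GC trend, so their shares may not hold for real mimic mRNA-Seq. A simulated shift of −0.30 in site genes came back as −0.30, as −0.70 when a GC trend was added, and as −0.29 after that trend was removed.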

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

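The tests of inhibitor replicate 2 other than that for GC content were chosen, or had their criteria rewritten, only after their results were seen, and the trends with GC content and CDS length were chosen after their correlations had been seen. The gene lists and the limits were set before the data were examined.

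In 15 of 164 groups of 4 libraries 1 library lay apart, where about 1 in 20 groups, 8.2 here, would by chance. The measure is the gap to the nearest library divided by the range of the group, set against Dixon's 95% limit for 4 libraries. Of the 15 cases 14 are the same library, inhibitor mRNA-Seq replicate 2, and the measures overlap in genes, so they are not 14 separate events. In that library ALPK3 stood at 6.02 CPM against 9.45 to 9.98 in the other 3 (gap over range 0.867), JUND at 143 against 87.0 to 91.5 (0.920), KRT18 at 5.37 against 3.14 to 3.42 (0.872) and PRSS23 at 7.47 against 6.00 to 6.11 (0.930). Its seed-site scores were the lowest of the 4: 3′UTR site genes (−0.299 against −0.054 to −0.0047, 0.833), 3′UTR site and no CDS site (0.834), CDS site genes (−0.255, 0.857), both regions (0.831), more than 1 3′UTR site (0.860), more than 1 CDS site (0.853), a single 8mer in the 3′UTR (0.837) or CDS (0.831), and a single 7mer-m8 in the 3′UTR (0.841) or CDS (0.868).

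Shallow sequencing is argued against, as this library ranks 2 of 8 from the lowest in reads (39.3 M) and inhibitor control replicate 1, with fewer, stood apart in none of the measures. The authors' TMM factor of the library was 0.948 against 1.00 to 1.01 in the other 3, so the composition of its RNA differed before any step taken here. A GC trend is argued against as the whole reason, since after its removal the 3′UTR score still stood apart (0.900, and 0.896 for the CDS). Removing a CDS length trend took the CDS score from −0.255 to −0.017 (gap over range 0.419), so gene length may carry the CDS part. The 3′UTR score stayed at −0.204 after it (0.806, just under the limit), and for it CDS length and another property of the library cannot be told apart, because a single library decides. Genes with any control heptamer behaved alike: in 200 of 200 sets replicate 2 was lowest, in 79 of 200 its score was as low as for the seed sites, and the median score was −0.29. The criterion first written asked that most heptamers stand apart beyond the limit, which 86 of 200 did, and the CDS length test first asked only that the ratio drop under the limit, which both regions did. A wide shift of that library by transcript features is a candidate explanation that needs no miRNA. No biological explanation was tested, since nothing in the design sets replicate 2 apart, and a mixed or mislabelled culture was not tested.

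Reads of inhibitor mRNA-Seq replicate 1 also lay apart, at 80.2 M against 39.3 to 45.2 M in the other 3 (0.855). Scaling takes depth out of CPM, and no biological explanation was tested for it.

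In 6 of 24 tests a list of genes that the paper does not discuss passed camera. Proliferation genes (30) rose in mimic mRNA-Seq by 0.33 (camera adjusted p 0.00225, fry 0.0244, 8 called higher and 2 lower, 4 of 4 mimic libraries above all controls, exact p 0.0286), in mimic Ribo-Seq by 0.45 (4.1e-08, fry 4.7e-05, 8 called higher and 0 lower, 3 of 3), in inhibitor mRNA-Seq by 0.17 (8.3e-05, fry 0.0230, 0 called, 4 of 4) and in inhibitor Ribo-Seq by 0.34 (2.9e-06, fry 0.0230, 3 called higher, 3 of 3). A GC trend as the whole reason is argued against in mimic mRNA-Seq, where 0.38 was left after its removal, and so is a CDS length trend in inhibitor mRNA-Seq, where 0.19 was left. Fewer dividing cells after the mimic are argued against by the direction of the value 0.325 (camera p 3.8e-04), but cell division itself was not measured. The list rose with mimic and inhibitor alike, each against its own control. An effect of either RNA on dividing cells may underlie this and stays a hypothesis. A difference between control and treated cultures that does not come from miR-1271-5p was not tested.

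Cytosolic ribosomal protein genes rose in inhibitor mRNA-Seq by 0.14 (82 genes, camera adjusted p 8.3e-05, fry 0.504, 1 of 4 inhibitor libraries above all controls, exact p 0.343) and in inhibitor Ribo-Seq by 0.22 (1.2e-06, fry 0.0709, 6 called higher, 3 of 3, exact p 0.1). These are short genes. With the CDS length trend removed the mRNA rise was 0.0086, so gene length may account for it. In Ribo-Seq 0.11 was left (camera p 0.00309), which argues against CDS length as the whole reason there, and a change in the translation of these genes stays a hypothesis.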

How the results depend on the processing

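No test in this part was chosen after its result was seen, apart from the sites of the MANE Select transcript and the exact test of shared calls, which were added after the data were seen. Over 116 results, 1979 alternatives were run. In 1787 the result kept its direction and side of the threshold, or its value within its spread. Of the others 69 were weaker, 18 stronger, 72 moved and 33 reversed. CPM as deposited, scaling by the median log ratio, TMM-scaled CPM in place of recovered reads, and MANE Select transcripts changed no result they were run on. Where a result below changed, the cause was not tested unless a cause is given. Under the filter of a mean CPM of at least 5, GRID1, HOMER1, MARCH3, SLC1A1 and TMEM52 left 1 or more tables and gave no value there. Shared TE calls gave none where a fit called no gene.

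The edgeR exact test gave 736 calls in inhibitor mRNA-Seq and 749 in mimic Ribo-Seq, DESeq2 642 and 669, and library weights 838 in mimic Ribo-Seq. In mimic mRNA-Seq TMEM52 turned negative with the exact test (−0.15), the quasi-likelihood test (−0.15), DESeq2 (−0.16) and library weights (−0.13). RELN in inhibitor Ribo-Seq was 0.0013 with DESeq2. Library weights also turned GRM7 in inhibitor Ribo-Seq (0.041), HOMER1 (0.061) and TMEM52 (−0.073) in inhibitor mRNA-Seq and MARCH3 in mimic mRNA-Seq (0.19), and called 2 previously reported targets in mimic Ribo-Seq, where 1 was called. The genes that turned had changes near 0 beside their errors. In mimic Ribo-Seq the call of KRT18 was lost with DESeq2 (−2.59, adjusted p 0.153) and a pseudocount of 0.1 (0.100), and that of PRSS23 with the quasi-likelihood test (0.0552), a mean CPM of at least 5 (0.0508) and a pseudocount of 0.1 (0.0963).

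TE calls after the mimic were 44 with the quasi-likelihood interaction, 42 without library type weights, 1 with a mean CPM of at least 5 (fewer genes tested) and 0 with TE per culture (951 genes with an unadjusted p under 0.05) and with a pseudocount of 2 (1354). After the inhibitor TE per culture gave 26 calls. Inhibitor mRNA-Seq calls were 98 with a mean CPM of at least 5 (fewer genes tested) and 137 with a pseudocount of 2.

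Among seed-site shifts, 8mer and 7mer-m8 sites alone gave −0.077 for inhibitor RPFs of 3′UTR genes (past camera's threshold), −0.0022 for those of CDS genes, 0.091 for inhibitor TE of CDS genes and 0.062 for mimic TE of 3′UTR genes (no longer past it). With no-site genes matched on length, 3′UTR genes shifted by −0.017 in inhibitor TE, −0.026 in inhibitor mRNA and −0.0037 in mimic TE, and CDS genes by 0.077 in inhibitor TE, −0.0061 in inhibitor mRNA, −0.052 in mimic RPFs (past it) and 0.13 in mimic TE (past it). A mean CPM of at least 5 put inhibitor RPFs of 3′UTR genes (−0.069) and mimic RPFs of CDS genes (−0.079) past it. Between the experiments, r of TE over all genes was 0.200 with a mean CPM of at least 5 and 0.148 with no filter, and 75.0% of mRNA calls shared at the adjusted p alone had one direction.

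Of the 5 gene families per contrast, camera with an estimated correlation passed 0 in all 6 contrasts, with an unadjusted p under 0.05 for 2 in inhibitor Ribo-Seq, 1 each in inhibitor mRNA-Seq, inhibitor TE and mimic Ribo-Seq, and 0 in mimic mRNA-Seq and TE. Fry passed 2 in mimic mRNA-Seq, 0 in mimic TE (1 unadjusted), 3 in inhibitor mRNA-Seq and 1 in inhibitor TE. A mean CPM of at least 5 and a pseudocount of 0.1 each left 1 family in inhibitor TE, and nucleosome genes there reversed to −0.027 at a pseudocount of 0.1.

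Replicate numbers as a block left 381 calls in inhibitor mRNA-Seq, 388 in mimic Ribo-Seq, 0 in mimic TE (1456 unadjusted) and 1 family in inhibitor TE. As a pairing these numbers failed their check: fold changes of treated and control libraries of one number correlated by −0.565 to 0.685 in mimic mRNA-Seq, −0.020 to 0.024 in mimic Ribo-Seq, −0.050 to 0.541 in inhibitor mRNA-Seq and 0.0015 to 0.098 in inhibitor Ribo-Seq.

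Leaving out each library in turn gave these ranges of calls: mimic mRNA-Seq 3115 (without mimic control replicate 4) to 4855 (without mimic control replicate 1), mimic Ribo-Seq 121 (without mimic control replicate 1) to 593 (without mimic replicate 1), mimic TE 0 (without mimic control replicate 1, 2 or 3, with 635 to 1138 unadjusted) to 41 (without mimic replicate 2), inhibitor mRNA-Seq 98 (without inhibitor control replicate 1) to 315 (without inhibitor replicate 2), inhibitor Ribo-Seq 763 (without inhibitor replicate 1) to 1423 (without inhibitor replicate 2) and inhibitor TE 325 (without inhibitor control replicate 2) to 1182 (without inhibitor replicate 2). Families past camera ran from 1 to 3 in inhibitor TE and from 1 to 2 in mimic TE, and previously reported targets called in mimic Ribo-Seq from 0 to 1.

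The same fits gave shifts of −0.41 to −0.32 (mimic mRNA, 3′UTR), −0.23 to −0.18 (mimic RPFs, 3′UTR), 0.10 (without mimic control replicate 4) to 0.19 (without mimic control replicate 1) (mimic TE, 3′UTR), −0.089 (without mimic replicate 1) to −0.065 (mimic RPFs, CDS) and 0.073 to 0.10 (mimic TE, CDS). After the inhibitor they were −0.085 (without inhibitor replicate 2) to −0.062 (RPFs, 3′UTR), −0.0018 (without inhibitor replicate 1) to 0.021 (RPFs, CDS), −0.13 to −0.033 (mRNA, 3′UTR, without inhibitor replicate 2 the weakest), −0.12 to −0.034 (mRNA, CDS, likewise), −0.044 (without inhibitor replicate 2) to 0.057 (TE, 3′UTR) and 0.049 (without inhibitor replicate 2) to 0.12 (TE, CDS). Shared calls had one direction in 83.3 (without inhibitor replicate 4) to 94.4% (without inhibitor control replicate 4) in mRNA, 79.3 (without inhibitor control replicate 1) to 100% (without mimic control replicate 2) in RPFs and 50.0 (without mimic replicate 3) to 100% in TE, and r between the experiments over all genes was 0.113 (without inhibitor replicate 2) to 0.297 (without inhibitor control replicate 4) in mRNA and, in TE, 0.128 (without inhibitor replicate 2) to 0.211 (without inhibitor control replicate 4).

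Named genes whose direction turned ran from −0.73 to 0.058 (GRID1, mimic Ribo-Seq, positive without mimic replicate 2), −1.06 to 0.18 (HOMER1, mimic Ribo-Seq, without mimic control replicate 2), −0.55 to 0.011 (SLC12A5, mimic Ribo-Seq, without mimic replicate 1), −0.24 (without mimic control replicate 4) to 0.20 (TMEM52, mimic mRNA-Seq), −0.34 to 0.035 (GRM7, inhibitor Ribo-Seq, without inhibitor replicate 2), −0.32 to 0.23 (RELN, inhibitor Ribo-Seq, without inhibitor replicate 3), −0.032 (without inhibitor control replicate 2) to 0.37 (SLC12A5, inhibitor Ribo-Seq), −0.13 to 0.090 (HOMER1, inhibitor mRNA-Seq, without inhibitor replicate 2), −0.14 to 0.015 (MARCH3, inhibitor mRNA-Seq, without inhibitor control replicate 2), −0.13 to 0.027 (RGS2, inhibitor mRNA-Seq, without inhibitor control replicate 3) and −0.14 (without inhibitor replicate 2) to 0.088 (TMEM52, inhibitor mRNA-Seq). Calls lost were those of LOR without mimic control replicate 2 (adjusted p 0.0530) or 3 (0.0614) or mimic replicate 3 (0.0528), of KRT18 without mimic replicate 2 (0.0723) or any 1 mimic control (0.135 to 0.171), of PRSS23 and GRM7 in mimic Ribo-Seq without any 1 mimic control (0.206 to 0.214 and 0.0615 to 0.107), of CXCL8 without inhibitor control replicate 2 (0.0501) or inhibitor replicate 1 (0.173), and of MTRNR2L7 without inhibitor replicate 2 (0.0517). In all, 28 alternatives reversed a named gene or family and 60 weakened one.

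The mimic Ribo-Seq libraries hold the fewest reads as a group, and simulated changes were called least often in mimic Ribo-Seq and TE. Thinning to the shallowest library gave 434 calls in mimic Ribo-Seq, against 427, and 1122 in inhibitor Ribo-Seq, against 1246. Depth and the spread between mimic libraries were not separated.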

Differences from the paper's values

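The exact test of shared calls was chosen only after the values were seen; the other alternatives named here were set before the data were examined.

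After the mimic the paper gives 738 genes called in RPFs, 326 higher and 412 lower, against 427, 202 and 225 here. Of 17 alternatives set before the data were examined, the edgeR exact test (the paper's test), DESeq2, library weights and leaving out mimic replicate 1 closed the gap for all of these counts. The edgeR quasi-likelihood test closed it for the total and the higher genes, leaving out mimic replicate 3 for the total and the lower genes, and a pseudocount of 2 for the higher genes. For TE after the mimic the paper gives 1047 genes, 567 higher and 480 lower, against 4, 1 and 3 here, and none of the 18 alternatives set before the data were examined closed the gap.

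After the inhibitor the paper gives 736 genes called in mRNA, 354 higher and 382 lower, against 342, 179 and 163 here. The edgeR exact test and DESeq2 closed these gaps, and the other 17 of the 19 alternatives set before the data were examined did not. For TE the paper gives 1585 genes, 511 higher and 1074 lower, against 769, 128 and 641 here. The quasi-likelihood interaction, no library type weights and leaving out inhibitor replicate 2 closed the gap for the total and the lower genes, and none of the 18 alternatives set before the data were examined closed it for the higher genes. RiboDiff, which the paper used for TE, was not run.

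Genes called in both experiments number 193 in the paper and 107 here in mRNA, 136 and 85 in RPFs, and 163 and 1 in TE. In mRNA the adjusted p alone (244) closed the gap, and so did the edgeR exact test (194), an alternative chosen after seeing the values. In RPFs the adjusted p alone, a pseudocount of 2 and leaving out inhibitor replicate 2, mimic replicate 1 or mimic replicate 3 closed it, and so did the exact test (143), chosen after seeing the values. In TE none of the 11 alternatives set before the data were examined did.

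Across all genes, r between the experiments is about 0.08 in Fig. 6B, read by eye, against 0.142 here in RPFs, a gap closed by no filter. It is about 0.13 in Fig. 6C, read by eye, against 0.175 here in TE, a gap closed by no filter, a pseudocount of 0.1 and leaving out inhibitor control replicate 1, inhibitor replicate 2, mimic control replicate 2 or 3, or mimic replicate 1 or 2. For genes with 3′UTR sites the paper gives r = 0.12 between the experiments in RPFs, against 0.191 here. Between mRNA and RPFs after the inhibitor it gives r = 0.4 for a single 8mer and 0.032 for more than 1 site, against 0.200 and 0.133 here. No alternative set before the data were examined was run for these last 3, and the paper's groups are limited by TargetScan scores.

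Supplementary log2 fold changes of the paper and the values here were 4.28 and 2.62 for CXCL8 (inhibitor RPFs), 3.98 and 3.62 for C1orf173, −1.34 and −1.30 for GRM7 and −2.21 and −2.07 for PRSS23 (mimic mRNA). The CXCL8 gap closed with DESeq2, the exact test, the quasi-likelihood test, a pseudocount of 0.1 and leaving out inhibitor replicate 2 or 3. The limit for CXCL8 was wide, a difference of 1.44. The C1orf173 gap closed with DESeq2, the exact test, the quasi-likelihood test and a pseudocount of 0.1. The same 4 settings closed the GRM7 gap, as did CPM as deposited, a mean CPM of at least 5, no filter, scaling by the median log ratio and leaving out mimic control replicate 1 or 3 or mimic replicate 1 or 3. For PRSS23 no alternative was run in mimic mRNA. The scale differs: log2(CPM + 0.5) compresses the changes of scarce genes.

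The paper states that RELN was repressed in mRNA and translation after the mimic. Here it rose in both (2.40 and 2.45). The paper lists GRID1 and SLC12A5 among genes with lower mRNA after the mimic. Here they changed by 0.45 and 0.35 and were not called, and without mimic control replicate 4, the shallowest mRNA-Seq library, by 0.15 and 0.26. It lists GPHN, RGS2, SLC1A1 and HOMER1 as lower in translation. Here their RPF changes of −0.72, −1.46, −0.84 and −0.34 were not called, except that GPHN was called with library weights (−0.80).

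The paper ranks repression by 3′UTR sites as more than 1 site, 8mer, 7mer-m8, then 7mer-A1. In mRNA here the single 7mer-A1 (−0.31) lay below the 8mer (−0.30) and the 7mer-m8 (−0.24). By mean score per library the 8mer (−0.330) lay below the 7mer-A1 (−0.265), as in the paper's order, and the 7mer-A1 below the 7mer-m8 (−0.204). In RPFs the 8mer (−0.30) lay below more than 1 site (−0.27). The 7mer-m8 (−0.17) and the 7mer-A1 (−0.11) came next, in the paper's order. Mimic mRNA shifts of control heptamers followed the heptamer's own GC (r = 0.922 in the 3′UTR), and no GC-corrected value was computed by site type. The paper's groups are limited by score and those here are not, so the orders are not like for like. The paper reports no change in TE for these groups. Here more than 1 site (0.16, camera p 0.0340, exact p 0.3) and the 7mer-A1 (0.18, 0.00296, exact p 0.1) shifted by camera. Over all 3′UTR site genes the TE shift was −0.021 with the GC trend removed and −0.0037 against length-matched genes. The paper also reports that the CDS site type made no difference to mRNA repression and that TE rose in all CDS groups. Here the single 7mer-m8 in the CDS shifted by 0.0038 in mRNA and −0.059 in TE. The paper's CDS groups passed a score limit, which left out single 7mer-A1 sites, and no such limit was set here. CDS control heptamers in mimic mRNA followed GC too (r = 0.868). For more than 1 3′UTR site and for the 7mer-m8 after the inhibitor the paper reports no association of mRNA with RPFs, and r was 0.133 and 0.171 here. It names TMEM52, SEPT5 and MARCH3 as regulated in translation, and in the libraries here none of the 3 passed the read minimum in Ribo-Seq.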

Other observations

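Chosen only after the result was seen were the tests of 3′UTR length in inhibitor mRNA and mimic RPFs, of CDS length for nucleosome genes in inhibitor mRNA, of other groupings of the libraries for r between mRNA and RPFs, and of other genes of the same CDS length for nucleosome genes in mimic RPFs, which replaced a trend removal that moved next to nothing. The test of shared sites first used 3′UTR site genes alone and was widened to the other site genes after its result was seen, and the reading of the interferon list was changed to open after its result was seen. The GC tests were chosen after the spread of the control heptamers was seen, and the CDS length tests after the correlation with CDS length was seen, both before any corrected value.

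In mimic mRNA-Seq the log2 fold change rose with transcript GC content. Of 4 equal groups of genes by GC, the lowest (up to 42.1% GC) had 50.0% of its genes called lower and 0.525% higher, and the highest (from 57.3% GC) had 1.22% lower and 33.4% higher. Each library's deviation from the mean of all libraries, mimic and control together, was correlated with GC. This gave 0.740, 0.209, 0.593 and 0.731 (mimic) and 0.117, −0.406, −0.737 and −0.789 (control), so libraries within one group differ too. With the trend removed, 1805 genes were called, 773 higher and 1032 lower, and 1253 genes (31.8% of the 3940) were called in the same direction with and without the correction. A GC bias from library preparation is a candidate explanation for many of the calls, and the 1253 argue against it as the whole reason. Any miRNA effect that itself follows GC would be removed with the trend. The shallow mimic control replicate 4 is argued against as the source, since 3115 genes were called without it.

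Other groupings of the same libraries were tried. Of 35 splits of the 8 mRNA-Seq libraries into 4 and 4, 1 (the real one) gave as many calls for the mimic (at most 0 in the others) and 1 for the inhibitor (at most 1). For Ribo-Seq 1 of 10 splits did so in each experiment (at most 0 calls in the others), and for TE 1 of 20 in each (at most 2 in the others after the mimic and 681 after the inhibitor). In the 18 TE splits that moved Ribo-Seq libraries, at most 2 genes were called after the mimic and 0 after the inhibitor. With 10 or 20 splits no share under 0.05 can arise, so for Ribo-Seq and TE the treatment and an accident of grouping cannot be told apart by this test. The 681 calls came from exchanging the mRNA-Seq libraries of culture 4 alone, which leaves every Ribo-Seq library in its group. For r between mRNA and RPFs, 2 of 20 splits after the mimic were as large (0.536 for the exchange of culture 4, at most 0.232 where Ribo-Seq libraries moved) and 1 of 20 after the inhibitor (at most 0.15, and 0.135 where they moved). Here too the number of splits keeps the question open, and an accident of grouping cannot be told apart from treatment.

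In inhibitor Ribo-Seq 71.2% of calls were lower. With every library thinned to the depth of the shallowest, 1122 genes were called, 70.2% of them lower, which argues against depth as the reason. After removal of the CDS length trend 1178 genes were called, and after the GC trend 1237, which argues against either as the whole reason for the calls. In mimic Ribo-Seq 52.7% were lower and 52.8% after thinning, and with no excess to explain, lower depth of the mimic libraries and treatment cannot be told apart. Stress response genes (15) shifted by 0.16 in inhibitor Ribo-Seq (camera p 0.127), and with so few genes a stress response to the inhibitor cannot be told apart from none.

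The shift of 3′UTR site genes in mimic mRNA was −0.25 against no-site genes of matched 3′UTR length, and in mimic RPFs −0.23, which argues against 3′UTR length as the whole reason. In inhibitor mRNA the matched shift was −0.026, so 3′UTR length may account for most of it. With the GC trend removed, the mimic mRNA shift of 3′UTR genes was −0.15 (camera p 1.1e-06) with 0 of 200 control heptamers as low (range −0.031 to 0.037), where 33 were before, and that of CDS genes was −0.092 (7.5e-04) with 0 of 200. GC therefore is argued against as the whole reason for either, and may account for the larger part of each. The mimic RPF shift of 3′UTR genes was −0.17 after the correction (0 of 200). The higher TE of 3′UTR site genes after the mimic became −0.021 with 181 of 200 heptamers as high, so a GC trend in mRNA may account for that rise. In inhibitor mRNA −0.089 was left after the GC correction, which argues against GC there, but 62 of 200 heptamers were still as low. In inhibitor RPFs the GC correction took the 3′UTR shift from −0.066 to −0.096 (camera p 0.0117), with 2 of 200 heptamers as low. After removal of the CDS length trend, with which inhibitor mRNA changes correlated (r = −0.452), 3′UTR genes kept −0.064 (118 of 200 heptamers as low) and CDS genes −0.0030, so CDS length may account for the CDS shift and not for all of the 3′UTR shift. A response of the site genes to miR-1271-5p that lowers mRNA and RPFs after the mimic is left as a hypothesis, since it was tested on the data that raised it.

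The positive correlation between the experiments was weighed in the same way. Of 100 regroupings of the libraries in mRNA 22 gave an r at least as large as 0.202 (largest 0.617), so an accident of grouping may produce it. In RPFs 1 of 100 did, the real one (largest other 0.122), which argues against that. GC is argued against in mRNA, where r was 0.180 after the correction. Sites shared by miR-1271-5p and miR-96-5p would raise r in site genes above that in no-site genes. In mRNA r was 0.157 in no-site genes, 0.143 in 3′UTR site genes, 0.216 in CDS site genes and 0.169 in genes with sites in both. In RPFs it was 0.115, 0.191, 0.105 and 0.206. By type of 3′UTR site r was −0.0741 in mRNA and 0.137 in RPFs for more than 1 site, and 0.115 and 0.0226 for a single 8mer, while a single 8mer in the CDS gave 0.266 and 0.0777. The groups go both ways, and in both assays shared sites and other differences between these gene groups cannot be told apart, because no other set of genes with the same features was compared. Each experiment has its own controls, so shared control noise does not enter.

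Gene families were put to the trends as well. Changes in mimic RPFs hardly followed CDS length (r = 0.0288). Of 200 sets of other genes of the same CDS length, 0 had a median as high as the 0.67 of 60 nucleosome genes (highest set 0.076), which argues against CDS length as the reason for their rise. Extracellular matrix and adhesion genes in mimic mRNA reached −0.40 after the GC trend was removed, which argues against that trend as the whole reason. The same correction put 3 more families past camera in mimic mRNA: axon guidance went from −0.0039 to −0.26 (adjusted p 0.00588), wnt from −0.087 to −0.14 (0.00865) and mitochondrial genes from 0.094 to 0.091 (0.00865). In mimic RPFs it put wnt (−0.16, 0.0409) and axon guidance (−0.16, 0.0457) past it. In mimic TE it put mitochondrial genes past it (−0.11, 0.0379), while axon guidance no longer passed (−0.086, 0.452). So the families called after the mimic depend on whether GC is corrected. With the CDS length trend removed, mitochondrial genes in inhibitor RPFs kept 0.15 of 0.23 (adjusted p 3.2e-04). The same removal put these genes past camera in inhibitor TE (0.060, adjusted p 0.0225, from 0.0693). In inhibitor mRNA 4 of 5 families stayed past the threshold without the CDS length trend, but at smaller sizes: extracellular matrix and adhesion −0.071 (from −0.19), mitochondrial 0.076 (from 0.19), axon guidance −0.050 (from −0.14) and wnt −0.067 (from −0.098). The nucleosome genes shifted by 0.047 and no longer passed, so gene length may account for their rise. A change in these families through the miRNA remains a hypothesis.

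Interferon response genes shifted by −0.023 in mimic mRNA (camera p 0.484), 6 of 12 higher and 6 lower, and with members going both ways an interferon response to the mimic cannot be told apart from none (with the GC trend removed −0.15, camera p 0.190). They shifted by 0.14 in mimic RPFs (camera adjusted p 0.827), −0.055 in inhibitor mRNA (0.547) and −0.015 in inhibitor RPFs (0.827). Stress response genes shifted by −0.22 in mimic mRNA (0.413, though fry gave 0.00154, and −0.085 with the GC trend removed), −0.11 in mimic RPFs (0.547) and 0.10 in inhibitor mRNA (0.108). Neuronal markers (5 genes) shifted by 0.28 in mimic mRNA (0.327, fry 0.00380, but −0.11 with 2 of 5 higher once the GC trend was removed), 0.26 in mimic RPFs (0.623), −0.013 in inhibitor mRNA (0.872) and 0.16 in inhibitor RPFs (0.413). Cytosolic ribosomal proteins shifted by −0.030 in mimic mRNA (0.701) and 0.022 in mimic RPFs (0.835), and previously reported targets by −0.056 in inhibitor mRNA (0.176) and −0.17 in inhibitor RPFs (0.547).

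Genes of the miRNA machinery, chosen after the values were at hand, include AGO2, higher in mimic mRNA (0.59, limma adjusted p 0.00141) and RPFs (0.95, 0.00967) and lower in inhibitor RPFs (−0.84, 0.00149), TNRC6C, higher in mimic mRNA (0.54, 2.2e-04) and RPFs (0.93, 0.0106), and AGO1, lower in inhibitor RPFs (−1.18, 8.7e-04). No primary transcript named for miR-1271, miR-96, miR-182 or miR-183 is listed in any table.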
